# Transcriptome Profiling of Bovine Macrophages Infected by *Mycobacterium avium* spp. *paratuberculosis* Depicts Foam Cell and Innate Immune Tolerance Phenotypes

**DOI:** 10.3389/fimmu.2019.02874

**Published:** 2020-01-08

**Authors:** Olivier Ariel, Daniel Gendron, Pier-Luc Dudemaine, Nicolas Gévry, Eveline M. Ibeagha-Awemu, Nathalie Bissonnette

**Keywords:** *Mycobacterium avium* spp. *paratuberculosis*, bovine, paratuberculosis, macrophage, innate immunity, immune tolerance, RNA-seq, Johne's disease

## Abstract

*Mycobacterium avium* spp. *paratuberculosis* (MAP) is the causative agent of Johne's disease (JD), also known as paratuberculosis, in ruminants. The mechanisms of JD pathogenesis are not fully understood, but it is known that MAP subverts the host immune system by using macrophages as its primary reservoir. MAP infection in macrophages is often studied in healthy cows or experimentally infected calves, but reports on macrophages from naturally infected cows are lacking. In our study, primary monocyte-derived macrophages (MDMs) from cows diagnosed as positive (+) or negative (–) for JD were challenged *in vitro* with live MAP. Analysis using next-generation RNA sequencing revealed that macrophages from JD(+) cows did not present a definite pattern of response to MAP infection. Interestingly, a considerable number of genes, up to 1436, were differentially expressed in JD(–) macrophages. The signatures of the infection time course of 1, 4, 8, and 24 h revealed differential expression of *ARG2, COL1A1, CCL2, CSF3, IL1A, IL6, IL10, PTGS2, PTX3, SOCS3, TNF*, and *TNFAIP6* among other genes, with major effects on host signaling pathways. While several immune pathways were affected by MAP, other pathways related to hepatic fibrosis/hepatic stellate cell activation, lipid homeostasis, such as LXR/RXR (liver X receptor/retinoid X receptor) activation pathways, and autoimmune diseases (rheumatoid arthritis or atherosclerosis) also responded to the presence of live MAP. Comparison of the profiles of the unchallenged MDMs from JD(+) vs. JD(–) cows showed that 868 genes were differentially expressed, suggesting that these genes were already affected before monocytes differentiated into macrophages. The downregulated genes predominantly modified the general cell metabolism by downregulating amino acid synthesis and affecting cholesterol biosynthesis and other energy production pathways while introducing a pro-fibrotic pattern associated with foam cells. The upregulated genes indicated that lipid homeostasis was already supporting fat storage in uninfected JD(+) MDMs. For JD(+) MDMs, differential gene expression expounds long-term mechanisms established during disease progression of paratuberculosis. Therefore, MAP could further promote disease persistence by influencing long-term macrophage behavior by using both tolerance and fat-storage states. This report contributes to a better understanding of MAP's controls over the immune cell response and mechanisms of MAP survival.

## Introduction

*Mycobacterium avium* subsp. *paratuberculosis* (MAP) is an obligate intracellular pathogen causing paratuberculosis, an incurable disease also known as Johne's disease (JD). This chronic inflammatory disease induces a granulomatous enteritis (1). The MAP bacterium affects ruminants, both domestic and wild, around the world, affects livestock productivity, and jeopardizes animal health (2). Additionally, there is a long-standing debate on the precise role played by MAP in Crohn's disease pathogenesis in humans. Because MAP introduces some symptoms in ruminants similar to those of Crohn's disease, this pathogen will remain an incriminating zoonotic factor until conclusive proof is established (3–5).

Different infection models have been used to study disease progression. The host–MAP cross-talk turns into a duel that lasts for years with unpredictable disease progression. When infecting macrophages, MAP elicits an initial strong T helper type 1 (Th1)-mediated response that is dominated by interferon gamma (IFN-γ)–secreting T cells (6, 7). The Th1 response is normally effective at controlling intracellular infections such as those caused by non-pathogenic mycobacteria, but the host is unable to clear MAP infection because MAP has developed strategies to survive within infected macrophages (6). As JD progresses, Th1 response subsides and a non-protective T helper type 2 (Th2) response becomes prominent (7, 8). This Th1-to-Th2 switch dogma was stated because the dominating IFN-γ response was barely detected in the later stages of the disease (9). This model has been challenged from time to time by subsequent studies, since the conversion to a Th2 humoral immune response is not the most accurate description of the progression of the disease (10–12). As JD progresses, T cell hyporesponsiveness is observed (11), which is also documented as T cell exhaustion (13, 14) and/or anergy (12). Alternatively, it was suggested that another subtype of T cells, the regulatory T cells (Treg), play a regulatory role in JD (13–15). Of particular relevance is the interplay between Treg and T helper type 17 (Th17) cells producing interleukin-17 (IL-17) (16). Higher level of IL-17 has been detected in naturally MAP-infected animals (11). JD also appears to affect other host processes, such as the ability of macrophages to become activated by IFN-γ and to produce nitric oxide (17). For its long-term survival, MAP modifies first its microenvironment which might shape the local immune response.

It is known that MAP uses macrophages as its primary reservoir. Therefore, macrophages have been used as a model to study the pro- or anti-inflammatory shift influencing the effector functions of the immune cells following MAP exposure. To investigate the effect of MAP on gene expression, human monocytic cell lines (18, 19), bovine monocytes, or monocyte-derived macrophages (MDMs) from cows (20–23) have been used. The two well-studied polarized macrophage subsets M1 and M2, which are conceptually analogous with Th1 and Th2 immune responses (24), have been described for bovine. When experimentally infected with MAP, a heterogeneous monocyte/macrophage population with a mixed phenotype has been observed in calves (20). In our study, primary MDMs from naturally MAP-infected and JD-free cows were used in order to study *in vitro* their response to living MAP.

There is a wealth of evidence suggesting the role of pathogen- and host-associated lipids in the survival and persistence of pathogenic MAP (25). Interestingly, phagosome maturation and lysosomal fusion are affected only by living MAP, since dead bacilli cannot prevent these processes (18, 26) similar to what is observed for *Mycobacterium tuberculosis* (27). For invasion, MAP interacts with cell receptors such as toll-like receptors (TLRs), DC-SIGN (dendritic cell-specific intercellular adhesion molecule-3-grabbing non-integrin), CD14, CR3 (complement receptor), and mannose receptors (28, 29). The TLR signaling pathways are one of the survival strategies that MAP uses to escape the host's defense mechanisms. For instance, following TLR2 recognition, MAP activates MAPK-p38, which results in an inhibition of phagosome maturation, independent to the upregulation of interleukin-10 (IL-10) (30, 31). Other studies reported the role of metal transporters such as SLC11A1, which pumps out divalent cation from the phagosome as a host strategy to restrict pathogen growth by iron deprivation (32). However, MAP deploys different strategies to create its protected microenvironment. Notably, by preventing the maturation and acidification of the phagosome, MAP facilitates its persistence (18), as observed also in *M. tuberculosis* infection (33, 34). The macrophage–MAP cross-talk is most likely the main sustained activity that the host has to deal with during infection.

The purpose of our study was to better understand the macrophage–MAP cross-talk during the subclinical and MAP shedding stage of the disease. Primary MDMs from naturally infected cows were investigated using next-generation RNA sequencing (RNA-seq). Using a clinical strain of MAP, the response of the macrophages to an *in vitro* MAP infection was analyzed to characterize the biological processes and biological pathways enriched by the differentially expressed (DE) genes that MAP induces to establish a persistent infection. This is the first study that contributes to a better understanding of the mechanisms used by MAP to control blood-circulating immune cells during the subclinical stage of the disease.

## Methodology

### Ethical Approval, Herd Selection, and Consent to Participate

All animal procedures were carried out according to the Canadian Council on Animal Care guidelines for institutional animal use (ethical approval protocols 424 and 431). The source and target populations were, respectively, the dairy cow herds enrolled in the voluntary program for the prevention and control of paratuberculosis in Quebec and the herds in which a JD clinical case had been reported during the previous year. Enrollment of JD-positive herds was confirmed using environmental samples and using pools of dry cow and sick cow fecal samples. Similar criteria are described elsewhere (35). The owners of all animals used in this study signed a collaborative agreement allowing the use of their animals.

### Animal Selection and JD Diagnosis

Sixteen commercial dairy farms (tie and free stall) in the province of Québec, Canada, were selected for this study. Blood was sampled from animals and tested for the presence of MAP antibodies using the Pourquier ELISA assay (IDEXX Laboratories, Markham, Ontario, Canada) according to the manufacturer's instructions. Feces was also sampled from animals and fecal excretion of MAP was confirmed using the mycobacterial culture method by the Laboratoire d'épidémiosurveillance animale du Québec (Saint-Hyacinthe, Québec, Canada), as previously described (35). The cows were negative [JD(–)] if both tests (serum ELISA and fecal culture) were negative (–/–; *n* = 6) and the second group of cows were positive [JD(+)] if both tests were positive (+/+; *n* = 6). These animals (*n* = 12) were selected for the RNA-seq analysis. The 6 JD(–) cows were from herds with no past history of JD while the 6 JD(+) cows and additional 37 cows [18 JD(–) and 19 JD(+)] were selected from JD(+) herds. These additional cows (*n* = 37) were used for RT-qPCR validation of the RNA-seq data. These animals were tested every 6 months during a 3–5 year period as described (36). Their sera were analyzed using the Map detection ELISA kit (IDEXX Laboratories) and fecal excretion of MAP DNA was confirmed by PCR. Confirmation of both tests during the longitudinal study was required to classify the cows as negative (–/–; *n* = 18) or positive (+/+; *n* = 19) for the RT-qPCR validation analysis. At the time blood samples were taken for *in vitro* experiments, JD(–) cows from the validation group were specifically selected to be in at least their second lactation to increase the likelihood of selecting truly negative cows. Meanwhile, these JD(–) cows from the JD(–) herds were continuously monitored thereafter, every 6 months until they were culled aged >7 years old, with no history of intermittent shedding and with a constant basal blood ELISA scores (<0.1 S/P). Feces from JD(–) cows were analyzed by cultural and qPCR methods to check for the absence of MAP. The mean age of JD(–) cows was 6.4 ± 1.2 years and was 5.1 ± 1.4 years for the JD(+) cows at the time *in vitro* experiments were conducted.

### Monocyte Isolation and MDM Differentiation

Peripheral blood mononuclear cells (PBMCs) were isolated from 700 ml of blood drawn from the jugular vein using two commercial transfusion bags containing citrate–phosphate–dextrose–adenine anticoagulant (Animal Blood Resources International, Dixon, CA, USA). The methods used to isolate PBMCs and monocytes by adherence and to culture the MDMs have previously been described (11, 37). The identity and purity of CD14+ monocytes were confirmed by flow cytometry using Pacific Blue anti-human CD14 (clone M5E2) antibody as described previously (11). The purity of CD14+ cells on day 2 was estimated at ≥90%. For differentiation of monocytes into macrophages, cultures were maintained for 7–10 days in a humid atmosphere at 39°C with 5% CO_2_. The culture medium was refreshed every 2 to 3 days. Macrophage purity was validated by flow cytometry using anti-CD68 antibody, targeting a macrophage specific lysosomal-associated membrane protein (38). The cells were fixed and permeabilized using Cytofix/cytoperm kit (BD Biosciences, Mississauga, Ontario, Canada). The primary antibody was a mouse monoclonal anti-human CD68 (M071801-5; Agilent) and the secondary antibody was a rat anti-Mouse PE labeled IgG1 (P-21129; ThermoFisher, Waltham, MA, USA). The flow cytometry analysis was performed on the 3-laser FACSCanto II flow cytometer (BD Biosciences). After 7–10 days, differentiation was estimated at 90 ± 3%. Once the cell displayed macrophage morphology, the culture medium was replaced with a complete media without antibiotics/antimycotics. The macrophages were then incubated overnight under the same conditions for the MAP infection experiment on the following day.

### Bacteria Preparation and *in vitro* MAP Infection of Primary Macrophages

A clinical field strain of MAP (MAP 39382; type Cattle) was cultured (passages 6–10) using Middlebrook 7H9 liquid media supplemented with mycobactin J (Allied Monitor, Fayette, MO, USA) at a final concentration of 2 μg/L, 100 ml/L of oleic albumin dextrose catalase (OADC) growth supplement (BD Biosciences), and 2% (v/v) glycerol (Bioshop, Burlington, Ontario, Canada). The absorbance (A_600nm_) of the bacterial suspension was measured weekly to assess bacterial growth. After 10 weeks, bacteria were harvested, washed with sterile phosphate buffer saline (PBS) (pH 7.4), and then resuspended in PBS. The suspension was passed through a 26-gauge needle to disperse the clumps and lay for 30 min to decant clumps, and MAP concentration was evaluated by absorbance using the formula 0.3 at OD_600_ = 10^9^ CFU/ml (22), validated by microscopic visual examination for enumeration of MAP as described (39), and also by cultural MGIT and colony-forming unit methods as described previously (40). Cell culture and infections were performed at 39°C, the body temperature at which MAP infectivity is enhanced in bovine (41). The experimental design of the MDM infection is shown in Supplementary Figure 1. Infections were performed for incubation periods of 1, 4, 8, and 24 h at a multiplicity of infection (MOI) of 10 bacteria for each macrophage. Uninfected control flasks were also harvested at 4 and 24 h. To stop the infection, cells were washed twice with PBS and harvested by adding 1.8 ml of RLT buffer (Qiagen, Toronto, Ontario, Canada) to each culture flask. Lysed cells were stored at −80°C until required for RNA extraction.

### Detection of MAP in Macrophages

The MDMs were seeded at a density of 1 million cells on a glass coverslip and cultured in a six-well plate under the same conditions as described above. After MAP infection, the MDMs were washed with RPMI and then fixed using ice-cold 100% ethanol. The coverslips were then stained with an acid-fast staining using the commercial BD Auramine M kit protocol (BD Biosciences) and a DAPI 300 nM solution (Roche Diagnostics, Indianapolis, IN, USA) for 30 min. Coverslips were mounted on a microscope slide using Fluoroshield (Sigma-Aldrich, St. Louis, MO, USA) and examined using the Zeiss Axio Observer Z1 (Zeiss Canada, Toronto, Ontario, Canada). Analyses were performed using the ZEN 2 (blue edition) v2.0.0.0 software at the imaging platform of the Department of Biology of the Université de Sherbrooke (Quebec, Canada). All images were taken with the 63× objective and consisted of a merged image of the eGFP, DAPI, and differential interference contrast (DIC) channels. To confirm the absence of MAP in control samples from both JD(–) and JD(+) cows, DNA was extracted from adherent monocytes, MDM, and PBMC using ZR Fecal DNA MiniPrep kit (Zymo Research Corp., Irvine, CA, USA) and qPCR was performed using the VETMAX Gold MAP Detection Kit (Life Technology Inc., Burlington, Ontario, Canada) as described previously (36).

### Lipid Accumulation Assay

The MDMs were seeded at a concentration of 5 × 10^5^ per well in 24-well plates (Corning, New York, NY, USA). Macrophages were infected with MAP at a MOI of 10 as described in section Bacteria preparation and *in vitro* MAP infection of primary macrophages for 24 h, washed using PBS, and cultured in complete media for an additional 5 days, as described previously (33). The lipids were stained using Oil Red O (ORO) as described by Xu et al. (42). The samples from one JD(+) cow and one JD(–) cow including all experimental infection conditions were simultaneously treated to eliminate any bias. The experiment was repeated with four additional cows (JD +/–) and included technical replicates (at least three MAP infected and three CTL wells). Lipid ORO staining was observed using the light microscopy channel of the Evos FL Auto microscope (Thermo Fisher). Photography and image processing were performed using the included EVOS FL Auto Software Revision 1.6 (Thermo Fisher).

### RNA Extraction, Library Preparation, and Sequencing

For RNA-seq analysis (MDM from 12 cows), RNA was extracted using RNeasy kit (Qiagen) with the on-column DNase treatment according to the manufacturer's recommendations. The RNA from the additional 37 animals used for qPCR validation were extracted using the miRNeasy kit (Qiagen), according to the manufacturer's recommendations, which allows for the extraction of both total RNA for qPCR validation and small RNA for future analysis. The RNeasy classic protocol does not retain small RNA in the final fraction. The RNA yield of the samples was quantified using a NanoDrop spectrophotometer (Thermo Fisher). The quality was assessed using the Bioanalyzer RNA 6000 kit (Agilent Technologies, Santa Clara, CA, USA).

Following rRNA removal using the Ribo-Zero Gold kit (Illumina, Victoria, British Columbia, Canada), 72 cDNA libraries (12 animals × 6 samples, including infection and control time points) were generated using 250 ng of total RNA/sample and the Illumina TruSeq Stranded Total mRNA Sample Preparation kit (Illumina). The length of the fragment was assessed using the Agilent High Sensitivity DNA Chip (Agilent Technologies) on a 2100 Bioanalyzer (Agilent Technologies), and the concentration was determined using a NanoDrop spectrophotometer. Libraries were multiplexed in equal ratios (three libraries per lane) and sequenced 100-bp paired-end reads on a HiSeq 2000 instrument (Illumina) by McGill University and Génome Québec Innovation Center (MUGQIC) (http://gqinnovationcenter.com/). RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE98363.

### RNA-Seq Read Preparation and Alignment

A minimum of 60 million paired reads were obtained for each sample. The bioinformatic analysis was performed using the pipeline RNA-seq pipeline v.1.2 developed by the MUGQIC team. Briefly, trimming and clipping were done using Trimmomatic software v0.32. Trimming was performed by removing extremities that had a phred quality score below 20. Clean reads with a minimum length of 32 nucleotides were aligned using TopHat software v2.0.9 to the Btau 4.6.1 reference genome, allowing for two mismatches per read. The quality of the alignment was verified by checking for high levels of duplicated reads and low transcript coverage with the RNA-SeQC package v1.1.7. Further analysis focused on uniquely mapped reads to calculate the gene count. These unique reads were used to calculate the fragments per kilobase per million mapped reads (FPKM) of each gene for downstream differential gene expression and system biology analyses. Transcripts covered by fewer than five read counts were filtered out to remove traces of trivial gene expression.

### RNA-Seq Gene Expression Evaluation

The FPKM calculated by Cufflinks software v2.1.1 was used to determine the transcript expression rate. Correlation analyses between samples were performed on the FPKM gene expression values to discriminate our samples and identify outsider samples using the *cor* function from the *stats* package of R software v3.1.2. All samples with a correlation value of <50% with the other biological replicates for their corresponding time point and JD status group were eliminated from subsequent analyses. To examine the global sample distribution, principal component analysis (PCA) plots of the FPKM values of each sample and time point were drawn using the *stats R* package. The PCA graphs were produced for the sample of each JD group separately and also using total samples from both groups. All R analyses and graphs were processed in RStudio v0.99.467. Cuffdiff v3.10 software was used to identify genes DE between groups. Two types of comparisons were performed using Cuffdiff. The effect of infection in each JD status group was evaluated by comparing the 12 controls (merged CTL 4 h and CTL 24 h replicates) to each infection time point (1 h, 4 h, 8 h, and 24 h). Second, the effect of the JD status was assessed by comparing CTLs macrophages from the JD(–) cows to the CTLs from JD(+) cows.

### Pathway Enrichment Analysis

Pathway enrichment analysis was performed using the Ingenuity Pathway Analysis (IPA) software (summer release, June 2016, Qiagen). This was used to depict the biological influence of the DE genes identified in all the comparisons carried out in the RNA-seq analysis. Significantly DE genes were analyzed through a functional clustering analysis to identify biological functions affected by those changes using Fisher's exact test. The IPA software also calculated a pathway activation and inhibition score (*z* score) using the DE genes fold-change values in addition to the number of DE gene enrichment of the pathway.

### RT-qPCR Validation Analysis

The RNA from MDM (four time points and controls) from the 49 animals was reversed transcribed using 1 μg of total RNA with SuperScript II reverse transcriptase (Life Technologies Inc.). The primers were designed using Primer Express software (Thermo Fisher) (Supplementary Table 1). The relative quantification of gene expression was determined using standard curves. Normalization was performed using the geometric mean of *PPIA* and *UXT*, which were identified as being among the five most stable housekeeping genes of primary bovine macrophages (11). Triplicate qPCR reactions were performed with the Fast SYBR Green Master Mix buffer (Thermo Fisher) in a final volume of 10 μl. Reactions were read on a 7500 Real-Time PCR System (Thermo Fisher). The qPCR validation focused on the control, 4-h, and 8-h time points because they had the greatest variation and biological meaning.

### Statistical Analysis

For RNA-seq data analysis, DE genes were defined as significant with a *p* < 0.05 after FDR correction (*q* value) using the approach of Benjamini and Hochberg. Genes having a fold-change >2 were considered in order to take into account the biological importance of the DE difference. Uninfected 4 and 24 h control samples were used as biological replicates to increase the statistical power. The statistical analysis of qPCR results was performed using SAS/STAT software (SAS Canada, Toronto, Ontario, Canada). Since the relative expressions returned non-normal distribution for all studied genes, a non-parametric one criterion variance analysis was done using the Kruskal–Wallis test. The differential gene expression was considered significant for the qPCR assay when the result of the Kruskal–Wallis test was below 0.05.

## Results

### Infection Efficiency Was Similar for JD(–) and JD(+) Macrophages

Primary MDMs from both JD groups were challenged *in vitro* with live MAP. Different time points were analyzed, including 1, 4, 8, and 24 h post infection (hpi) in addition to unchallenged control (CTL) as shown in Figure 1. 

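The RNA-seq experiment comprised 72 libraries, one for each of 12 cows at 6 conditions, with 6 JD(+) cows (A to F) and 6 JD(–) cows (G to L). Each cow contributed uninfected MDMs collected at 4 and 24 h and MDMs collected 1, 4, 8 and 24 h after MAP was added at a multiplicity of infection of 10. For each library the authors deposited a table of FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) per gene locus, with the bounds of a confidence interval, made with Cufflinks from uniquely mapped reads on the bovine build Btau 4.6.1. The tables list 14171 loci under 13580 gene symbols, and 492 symbols stand at more than 1 locus. FPKM is already scaled for library size and transcript length, and the tables hold no read counts, so the depth behind each value is unknown. The width of the confidence intervals gives a relative depth, which ran from 0.766 to 1.16 of the median library in JD(–) MDMs (median 1.01) and from 0.828 to 1.36 in JD(+) MDMs (median 0.990).

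From there, 38 loci without a usable value in some library were left out, and log2(FPKM + 1) was compared by the linear model of limma among loci with an FPKM of at least 1 in at least 6 of the libraries compared. Each infected group of 6 libraries was set against the 12 uninfected libraries of the same JD group, pooled over both collection times. A gene was taken as DE with a Benjamini–Hochberg adjusted p under 0.05 and a change of at least 2-fold. Single genes were also tested over the 6 cows by an exact sign-flip test of each cow's change from the mean of its own controls, for which 0.031 is the smallest two-sided p. Between JD groups, means per cow were compared by an exact permutation test of 6 cows against 6, for which 0.00216 is the smallest two-sided p.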

In the CTL samples of both JD groups, no MAP was detected by either qPCR or fluorescence microscopy (Supplementary Figure 2). Moreover, no MAP was detected in the genomic extracts from the PBMCs and the isolated monocytes before differentiation (data not shown). MAP uptake by the macrophages was similar in both JD status groups (Supplementary Figure 2, Supplementary Table 2). The infection of the MDMs was found to be widespread, with more than 90% of cells being infected at 8 and 24 hpi, while freshly differentiated macrophages from either JD(–) or JD(+) cows were free of MAP (Supplementary Figure 2). There was no significant difference between the two JD groups. Taken together, these results indicate that freshly isolated monocytes were not infected prior to MDM culture and their capacity to phagocytose MAP was similar for both JD(–) and JD(+) macrophage populations.

**Figure 1:**
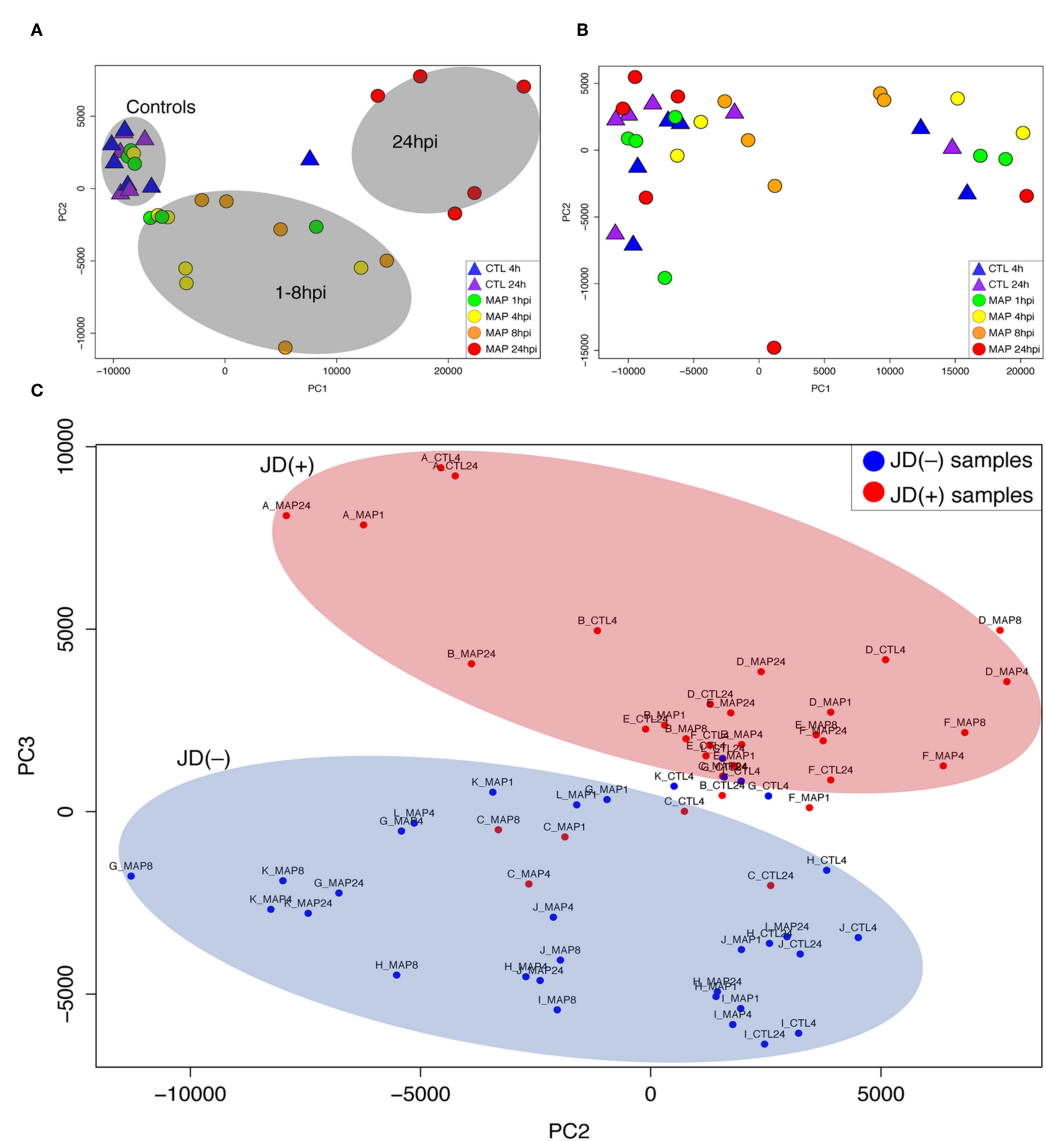
Principal component analysis (PCA) of RNA-seq expression values from macrophages of Johne's disease (JD) negative [JD(–)] cows **(A)**, JD positive [JD(+)] cows **(B)**, and analysis of macrophages from both JD status groups **(C)**. **(A,B)** report the first (PC1) and second (PC2) components, while (**C**) represents the second (PC2) and third (PC3) components. JD(–) cows are designated by letters A–F and JD(+) cows are designated by letters G–L. Each graph shows controls (CTL 4 h and 24 h) and MAP infection (MAP 1, 4, 8, and 24 h) time points.

### Depth RNA-Seq for Detecting Genes Across the Infection Times

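The deposited FPKM tables do not carry the number of reads per library. The sum of FPKM over all loci was 420233 ± 41595 (SD, n = 36 libraries) in JD(–) MDMs and 377805 ± 59445 (SD, n = 36) in JD(+) MDMs. Relative depth, read from the confidence intervals, was 0.997 ± 0.0963 (SD, n = 36) and 0.996 ± 0.102 (SD, n = 36), in the same order.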

The 72 RNA-seq libraries generated an average of 109 million paired-end reads per library, with an average read length of 88 bases after adapters and poor-quality sequences had been removed. After trimming and alignment to the bovine reference genome, 62.8% of the reads mapped to unique locations, whereas others mapped to multiple locations, ribosomal sequences, or mitochondrial sequences. Among the 72 libraries, a mean of 9691 assembled transcripts were identified, and 96.8% were annotated (9383 genes per library). 

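Over the 72 libraries, a mean of 10158 ± 209 loci (SD, n = 72) had an FPKM above 0, with a range from 9124 to 10608. An FPKM of at least 0.1 was reached by 8785 ± 308 loci and an FPKM of at least 1 by 7387 ± 463 loci.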

No significant difference (*p* = 0.4207) in the number of detected genes was observed between the JD status groups (Supplementary Table 3). 

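Per cow, a mean of 7262 ± 605 loci (SD, n = 6 cows) reached an FPKM of at least 1 in JD(+) MDMs and 7511 ± 76.1 (SD, n = 6) in JD(–) MDMs. The difference of -249 loci gave p = 0.461 in an exact permutation test of the cows' means, two-sided. With loci above 0 counted instead, the means were 10149 and 10168 (same exact test, p = 0.874). The JD(+) mean rested on cow A, and without it the JD(+) mean was 7505 ± 122 (exact permutation test, p = 0.92).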

Sequence coverage was adequate, as highly expressed genes in infected samples did not mask less abundant genes. In addition, the number of genes detected was similar across the different time points and among the 72 samples. 

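The number of loci with an FPKM of at least 1 ran from 7108 to 7849 over the 36 JD(–) libraries. Over the 36 JD(+) libraries it ran from 5094 to 7996, with the lowest number in cow A 8 h after infection.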

A large proportion of mapped reads (57.76%) were exonic sequences, and the remaining reads were intronic (8.96%) and intergenic (33.16%) sequences. Therefore, the expression spectrum at different infection time points of all the 9691 assembled transcripts was covered, allowing detection of both highly expressed and low-abundant transcripts.

### MAP Induced a Major Effect on the Transcriptome of JD(–) Macrophages but Not of JD(+) Macrophages

PCA was used to capture similarities and variations within this large multivariate dataset of 72 RNA-seq samples. These representations helped identify correlations between the different transcriptomic profiles in response to MAP infection. 

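In a PCA of FPKM, the first component held 82.8% of the variance of the 36 JD(–) libraries and 52.1% of the variance of the 36 JD(+) libraries. A single locus, the microRNA gene MIR2311, made up 98.6% of the squared loadings of the JD(–) component. That component set apart the libraries of cow L at 8 and 24 h after infection (scores 101575 and 150689, at most -4754 elsewhere). In the JD(+) component the largest share was 48.9%, for S100A12. On log2(FPKM + 1), the first component held 44.6% and 62.4% of the variance, and no locus made up more than 0.881% of its squared loadings. In JD(+) libraries this log2 component set cow A apart, with scores from 118 to 170 against -47.2 to 18.4 in the other cows.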

As shown in Figures 1A,B, the JD(–) and JD(+) samples showed distinct patterns. 

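All 12 JD(–) controls were kept, since the excluded control is not named. The 4 h control of cow K lay apart on the first component of log2(FPKM + 1), at 13.3 against -51.2 to -17.1 in the other JD(–) controls. Whether it is the control that the paper removed is unknown. Leaving out one 4 h control at a time gave from 1424 to 1602 DE genes at any time point after infection of JD(–) MDMs.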

With the exception of one outsider sample (one uninfected CTL at 4 h) that was removed from the downstream analysis, all the CTL samples from JD(–) cows were grouped together (Figure 1A). The distribution of time points for MAP infection correlated with infection progression. These patterns were not observed in the JD(+) macrophages, which presented a random pattern (Figure 1B). The signature of the transcriptome was clearly different in the JD(+) group. 

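Over all 72 libraries, the first 3 principal components of FPKM held 69.8%, 14.6% and 2.89% of the variance. MIR2311 made up 98.5% of the squared loadings of the first component and S100A12 41.6% of those of the second. On log2(FPKM + 1), the 3 shares were 49.1%, 15.0% and 5.42%. The first of these log2 components again set cow A apart, with scores from 141 to 190 against at most 42.4 in the other cows.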

The analysis of the second and third principal components confirmed the general distinction between the two JD status groups (Figure 1C), suggesting a distinct response of JD(–) and JD(+) macrophages to MAP infection.

Considering a significant *q* value threshold of 0.05 and fold changes ≥2, 1,533 genes were identified as DE in macrophages from JD(–) cows in response to MAP infection. 

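In MDMs from JD(–) cows, 1477 genes were DE at 1 or more time points after infection, 588 of them up and 891 down, with 2 genes up at one time and down at another. With the fold-change threshold left out, the count was 5524, the largest move among the alternatives. Each cow gave its own controls and infected samples, a pairing that is read from the labels. With the cow as a block in the model, 1498 genes were DE, against 1477 without it. After removal of the condition means, libraries of the same JD(–) cow correlated at a mean r of 0.53 over genes, and libraries of different cows at -0.10. Of the DE genes, 75 changed at all 4 time points, 290 at 3, 480 at 2 and 632 at a single time point.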

Before *in vitro* infection, these macrophages had presumably not been exposed to MAP, since the cows were confirmed negative for JD during a survey period of 3–5 years. 

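At 1 h after infection of JD(–) MDMs, 118 genes were DE, 107 up and 11 down, out of 7770 tested. With the cow as a block, the count was 152. No threshold on the fold change gave 325 genes. F3 lies on chromosome 3 from 51781195 to 51792080, and its mean FPKM was 1.37 ± 1.45 (SD, n = 12) in uninfected JD(–) MDMs. After infection, F3 had a mean FPKM of 61.3 ± 56.1 (SD, n = 6) at 1 h. F3 changed by 4.20 on the log2 scale at 1 h, with a standard error of 0.50 and an adjusted p value of 2.1e-05 from limma. F3 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). NR4A1 lies on chromosome 5 from 30668414 to 30682139, and its mean FPKM was 0.0495 ± 0.0230 (SD, n = 12) in uninfected JD(–) MDMs. After infection, NR4A1 had a mean FPKM of 1.57 ± 1.02 (SD, n = 6) at 1 h. NR4A1 was too low for the limma test at 1 h, and the ratio of its mean FPKM to that of the controls was 31.8. NR4A1 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). MMP2 lies on chromosome 18 from 23152877 to 23181495, and its mean FPKM was 2.50 ± 8.10 (SD, n = 12) in uninfected JD(–) MDMs. After infection, MMP2 had a mean FPKM of 0.110 ± 0.0745 (SD, n = 6) at 1 h. MMP2 was too low for the limma test at 1 h, and the ratio of its mean FPKM to that of the controls was 0.0442. MMP2 moved in the direction of the mean change in 2 of 6 cows (exact sign-flip test, two-sided, p = 0.5).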

In these JD(–) macrophages, an important shift was observed as early as 1 hpi, with 221 DE genes, 148 upregulated and 73 downregulated, in response to MAP infection (Figure 2A). The number of DE genes increased as the infection progressed, with a total of 839, 1,436, and 1,269 DE genes at 4, 8, and 24 hpi, respectively. 

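The number of DE genes in JD(–) MDMs was 566 at 4 h, 1139 at 8 h and 939 at 24 h, out of 7767, 7783 and 7810 genes tested. With the cow as a block, the counts were 583, 1155 and 953. Without the fold-change threshold, they were 3474, 4635 and 3758. The same genes were often DE at consecutive times, with 102 DE at both 1 and 4 h and 674 at both 8 and 24 h.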

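By direction, 107 genes rose and 11 fell at 1 h, 318 rose and 248 fell at 4 h, 413 rose and 726 fell at 8 h, and 433 rose and 506 fell at 24 h. After median ratio scaling of the libraries, 391 genes rose and 141 fell at 4 h, 577 rose and 429 fell at 8 h, and 516 rose and 390 fell at 24 h. With a pseudocount of 0.1, 359 rose and 592 fell at 4 h.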

Upregulated and downregulated genes were in similar proportions. In primary JD(+) macrophages, the *in vitro* MAP infection had a minor effect on the transcriptome (Figure 2B). Only 32 genes were found to be significantly affected in the presence of live MAP, and that effect was observed only at 4 hpi. Incubation for 1, 8, or 24 h did not have a significant effect on gene expression of the six replicates in response to MAP infection. 

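In JD(+) MDMs, 3 genes were DE at 1 h (NFKBIZ, PDE4B and PRDM1, all up), 0 at 4 h, 1 at 8 h (ARHGAP15, down) and 0 at 24 h. At an unadjusted p under 0.05, 122, 172, 389 and 112 genes changed at these times. Pairing each cow's samples from their labels, with the cow as a block, gave 11, 0, 37 and 15 DE genes, with 1179 at an unadjusted p under 0.05 at 4 h. Libraries of the same JD(+) cow correlated at a mean r of 0.66 after removal of the condition means, and those of different cows at -0.05.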

The effect of MAP on bovine macrophages was therefore more informative when JD(–) were analyzed, with a predictable trend of response to MAP infection that was not observed in JD(+) macrophages.

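At any time point, 4 genes were DE in JD(+) MDMs and 1477 in JD(–) MDMs. With the cow as a block, they were 60 and 1498. The difference between the groups was tested on each cow's own change, 6 JD(–) cows against 6 JD(+) cows. The response differed in 0 genes at 1 h (774 at an unadjusted p under 0.05), 209 at 4 h, 712 at 8 h and 730 at 24 h. From the counts in the groups, the paper concludes that the effect of MAP was better read in JD(–) macrophages.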

**Figure 2:**
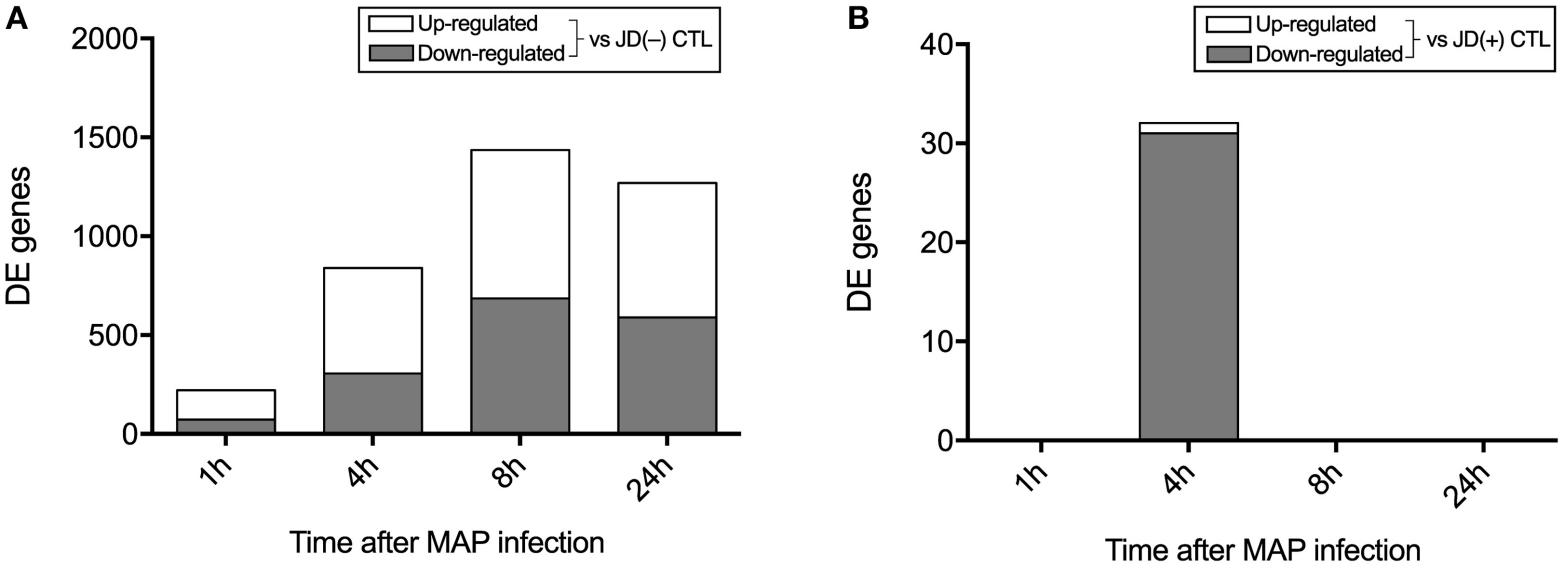
Number of differently expressed (DE) genes following MAP infection compared to the controls (CTL) in Johne's disease (JD) negative [JD(–)] macrophages **(A)** and JD positive [JD(+)] macrophages **(B)**.

### MAP Affected the Expression of Genes Related to Specific Biological Processes in JD(–) Macrophages

#### Inflammatory Processes

Gram-positive bacteria such as MAP present pathogen-associated molecular patterns to members of the TLR family (29). In MAP-infected JD(–) macrophages, *TLR2* increased 2.1- to 3.1-fold (*q* ≤ 0.0147) throughout the 1-to-24-hpi period (Supplementary Table 4), while *TLR5* was distinctly downregulated (7.0-fold; *q* = 0.0042) at 4 hpi (Table 1) and remained negatively regulated at the 8 and 24 hpi period (Supplementary Table 4). 

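TLR2 lies on chromosome 17 from 4298804 to 4312030, and its mean FPKM was 90.9 ± 44.5 (SD, n = 12) in uninfected JD(–) MDMs. After infection, TLR2 had a mean FPKM of 174 ± 68.5, 204 ± 64.6, 234 ± 56.7 and 266 ± 59.9 (SD, n = 6) at 1, 4, 8 and 24 h. TLR2 changed by 0.96, 1.20, 1.43 and 1.64 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.27, 0.27, 0.25 and 0.24 and adjusted p values of 0.044, 0.00154, 1.1e-04 and 3.1e-05 from limma. TLR2 was past both thresholds at 4, 8 and 24 h. TLR2 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). TLR5 lies on chromosome 16 from 23621201 to 23623783, and its mean FPKM was 1.29 ± 0.863 (SD, n = 12) in uninfected JD(–) MDMs. After infection, TLR5 had a mean FPKM of 0.166 ± 0.155, 0.183 ± 0.121 and 0.213 ± 0.210 (SD, n = 6) at 4, 8 and 24 h. TLR5 changed by -0.89, -0.86 and -0.84 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.22, 0.22 and 0.22 and adjusted p values of 0.00357, 0.00245 and 0.00471 from limma. TLR5 was not past both thresholds at any of these times. TLR5 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). TLR5 passed both thresholds at 4, 8 and 24 h with a pseudocount of 0.1 (log2 changes of -2.29, -2.11 and -2.09, limma adjusted p values of 8.3e-04, 5.9e-04 and 0.00142).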

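TLR8 lies on chromosome X from 82100334 to 82103436, and its mean FPKM was 40.9 ± 13.4 (SD, n = 12) in uninfected JD(–) MDMs. After infection, TLR8 had a mean FPKM of 42.4 ± 10.7, 30.5 ± 13.3, 21.9 ± 8.97 and 17.5 ± 5.33 (SD, n = 6) at 1, 4, 8 and 24 h. TLR8 changed by 0.08, -0.46, -0.91 and -1.16 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.20, 0.24, 0.23 and 0.20 and adjusted p values of 0.944, 0.131, 0.00255 and 1.4e-04 from limma. TLR8 was past both thresholds at 24 h. TLR8 moved in the direction of the mean change in 4, 5, 5 and 6 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.406, 0.0625, 0.0625 and 0.031).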

*TLR8* expression only decreased later on at 24 hpi (Supplementary Table 4). It is well-known that MAP induces a pro-inflammatory program. Many pro-inflammatory genes were highly expressed during the first exposure of JD(–) macrophages to MAP infection. Tumor necrosis factor alpha (*TNF*), chemokine (CC), chemokine C-X-C motif ligand (CXCL), and interleukin (IL) genes, notably *CCL2–5, -8*, and *-10, CXCL2–3* and *-13, IL1A*, and *IL6*, were highly upregulated at several time points (Table 1, Supplementary Table 4). In addition, TNF receptor family members increased in response to MAP infection. 

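TNF lies on chromosome 23 from 26510162 to 26512935, and its mean FPKM was 1.39 ± 0.944 (SD, n = 12) in uninfected JD(–) MDMs. After infection, TNF had a mean FPKM of 58.2 ± 29.7, 146 ± 41.8, 97.9 ± 46.5 and 29.4 ± 13.3 (SD, n = 6) at 1, 4, 8 and 24 h. TNF changed by 4.47, 5.97, 5.32 and 3.63 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.34, 0.24, 0.28 and 0.26 and adjusted p values of 6.1e-08, 2.8e-12, 1.5e-10 and 2.2e-08 from limma. TNF moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). IL1A lies on chromosome 11 from 48182722 to 48193702, and its mean FPKM was 12.9 ± 14.5 (SD, n = 12) in uninfected JD(–) MDMs. After infection, IL1A had a mean FPKM of 677 ± 613, 603 ± 486, 769 ± 584 and 684 ± 430.2 (SD, n = 6) at 1, 4, 8 and 24 h. IL1A changed by 5.48, 5.44, 6.06 and 5.97 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.70, 0.67, 0.59 and 0.58 and adjusted p values of 4.7e-05, 7.7e-06, 2.7e-07 and 5.1e-07 from limma. IL1A moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). CCL5 lies on chromosome 19 from 13930052 to 13936802, and its mean FPKM was 108 ± 102 (SD, n = 12) in uninfected JD(–) MDMs. After infection, CCL5 had a mean FPKM of 143 ± 105, 201 ± 89.2, 384 ± 220.0 and 562 ± 299 (SD, n = 6) at 1, 4, 8 and 24 h. CCL5 changed by 0.89, 1.54, 2.43 and 2.96 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.73, 0.71, 0.71 and 0.72 and adjusted p values of 0.746, 0.0846, 0.00669 and 0.00231 from limma. CCL5 was past both thresholds at 8 and 24 h. CCL5 moved in the direction of the mean change in 4, 6, 6 and 6 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.125, 0.031, 0.031 and 0.031). CCL5 passed both thresholds at 4 h with the cow as a block (log2 change of 1.54, limma adjusted p = 0.00297). Of the 13 loci of these cytokine and chemokine genes at 1 h, 9 rose past both thresholds, 3 did neither, and 1 was too low for the limma test, with log2 changes from 0.89 to 5.48 among those tested. Of the 13 loci of these cytokine and chemokine genes at 4 h, 11 rose past both thresholds, 1 did neither, and 1 was too low for the limma test, with log2 changes from 1.54 to 6.58 among those tested. Of the 13 loci of these cytokine and chemokine genes at 8 h, 12 rose past both thresholds, and 1 was too low for the limma test, with log2 changes from 2.43 to 6.99 among those tested. Of the 13 loci of these cytokine and chemokine genes at 24 h, 12 rose past both thresholds, and 1 was too low for the limma test, with log2 changes from 2.72 to 6.38 among those tested.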

The levels of TNF receptors *TNFRSF12A, TNFRSF18*, and *TNFRSF1B* increased from 4 hpi and remained DE throughout the 4–24 hpi period (Supplementary Table 4). 

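TNFRSF12A lies on chromosome 25 from 3001468 to 3005227, and its mean FPKM was 4.40 ± 2.80 (SD, n = 12) in uninfected JD(–) MDMs. After infection, TNFRSF12A had a mean FPKM of 14.0 ± 3.94, 14.3 ± 2.15 and 11.6 ± 2.90 (SD, n = 6) at 4, 8 and 24 h. TNFRSF12A changed by 1.56, 1.62 and 1.31 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.24, 0.23 and 0.24 and adjusted p values of 6.7e-05, 1.2e-05 and 2.4e-04 from limma. TNFRSF12A moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). TNFRSF18 lies on chromosome 16 from 48523304 to 48526058, and its mean FPKM was 0.890 ± 1.02 (SD, n = 12) in uninfected JD(–) MDMs. After infection, TNFRSF18 had a mean FPKM of 4.87 ± 3.21, 5.65 ± 2.33 and 2.52 ± 0.779 (SD, n = 6) at 4, 8 and 24 h. TNFRSF18 changed by 1.56, 1.85 and 1.01 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.34, 0.30 and 0.26 and adjusted p values of 0.00132, 4.7e-05 and 0.00337 from limma. TNFRSF18 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). TNFRSF1B lies on chromosome 16 from 38225955 to 38259528, and its mean FPKM was 76.6 ± 21.6 (SD, n = 12) in uninfected JD(–) MDMs. After infection, TNFRSF1B had a mean FPKM of 159 ± 62.8, 205 ± 56.8 and 135 ± 46.9 (SD, n = 6) at 4, 8 and 24 h. TNFRSF1B changed by 1.01, 1.41 and 0.79 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.20, 0.18 and 0.19 and adjusted p values of 5.6e-04, 4.1e-06 and 0.00213 from limma. TNFRSF1B was past both thresholds at 4 and 8 h. TNFRSF1B moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031).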

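TNFRSF6B lies on chromosome 13 from 54557166 to 54558676, and its mean FPKM was 2.15 ± 3.40 (SD, n = 12) in uninfected JD(–) MDMs. After infection, TNFRSF6B had a mean FPKM of 1.80 ± 1.79, 2.82 ± 4.56, 5.80 ± 3.87 and 14.4 ± 7.38 (SD, n = 6) at 1, 4, 8 and 24 h. TNFRSF6B changed by 0.02, 0.16, 1.29 and 2.56 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.42, 0.46, 0.43 and 0.40 and adjusted p values of 0.995, 0.797, 0.0145 and 4.9e-05 from limma. TNFRSF6B was past both thresholds at 8 and 24 h. TNFRSF6B moved in the direction of the mean change in 2, 4, 6 and 6 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.969, 0.375, 0.031 and 0.031).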

The *TNFRSF6B* increased from 8 hpi and even later on up to 24 hpi (Supplementary Table 4). 

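NOS2 lies on chromosome 19 from 19134269 to 19175089, and its mean FPKM was 3.48 ± 5.58 (SD, n = 12) in uninfected JD(–) MDMs. After infection, NOS2 had a mean FPKM of 108 ± 75.9 and 217 ± 140.4 (SD, n = 6) at 4 and 8 h. NOS2 changed by 4.90 and 5.96 on the log2 scale at 4 and 8 h, with standard errors of 0.57 and 0.56 and adjusted p values of 4.3e-06 and 1.8e-07 from limma. NOS2 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). PTGS2 lies on chromosome 16 from 65373124 to 65380748, and its mean FPKM was 2.97 ± 4.17 (SD, n = 12) in uninfected JD(–) MDMs. After infection, PTGS2 had a mean FPKM of 128 ± 75.2 and 76.6 ± 46.9 (SD, n = 6) at 4 and 8 h. PTGS2 changed by 5.22 and 4.49 on the log2 scale at 4 and 8 h, with standard errors of 0.43 and 0.43 and adjusted p values of 1.3e-07 and 2.5e-07 from limma. PTGS2 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). Of the 5 loci of the 5 genes named at 4 h, 4 rose past both thresholds, and 1 was too low for the limma test, with log2 changes from 1.20 to 5.22 among those tested. Of the 5 loci of the 5 genes named at 8 h, 5 rose past both thresholds, with log2 changes from 1.29 to 5.96 among those tested.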

The expression of other immune regulating genes, including leukemia inhibitory factor (*LIF*), interleukin receptor-associated kinase 2 (*IRAK2*), oxidative stress responders such as prostaglandin-endoperoxide synthase 2 (*PTGS2*), hypoxia-inducible factor 1 subunit alpha (*HIF1*α), and nitric oxide synthase 2 (*NOS2*) (Table 1, Supplementary Table 4), were upregulated by MAP infection.

**Table 1:** Top 20 DE genes after MAP infection vs. uninfected CTL samples of macrophages from JD(–) cows.

**1 hpi**			**4 hpi**			**8 hpi**			**24 hpi**		
**Gene symbol**	**FC^a^**	***q*-value^b^**	**Gene symbol**	**FC^a^**	***q*-value^b^**	**Gene symbol**	**FC^a^**	***q*-value^b^**	**Gene symbol**	**FC^a^**	***q*-value^b^**
*IL6*	92.2	0.0027	*PTX3*	396.7	0.0007	*PTX3*	344.1	0.0005	*EDN1*	145.7	0.0005
*IL1A*	57.1	0.0027	*EDN1*	216.8	0.0007	*EDN1*	264.5	0.0005	*IL6*	132.8	0.0005
*PTX3*	54.2	0.0027	*IL6*	153.4	0.0007	*IL6*	175.5	0.0005	*CSF2*	92.7	0.0005
*EDN1*	47.4	0.0027	*TNF*	124.2	0.0007	*CSF2*	154.2	0.0005	*CTSL*	75.4	0.0005
*F3*	44.3	0.0027	*CSF2*	123.8	0.0007	*LIF*	127.6	0.0023	*WFDC18*	70.6	0.0005
*TNF*	42.3	0.0027	*LIF*	112.5	0.0007	*CCL20*	127.5	0.0005	*IL1A*	60.4	0.0005
*NR4A1*	34.4	0.0027	*F3*	85.4	0.0007	*F3*	97.2	0.0005	*F3*	57.7	0.0005
*CCL8*	32.8	0.0027	*CCL8*	55.5	0.0007	*CSF3*	79.5	0.0005	*KCNJ15*	56.8	0.0005
*LIF*	28.3	0.0131	*IL1A*	55.4	0.0007	*TNF*	73.5	0.0005	*MT1A*	56.4	0.0005
*RND1*	26.8	0.0027	*CCL4*	51.5	0.0007	*FGF18*	70.6	0.0256	*CSF3*	54.6	0.0005
*MMP2*	−24.5	0.0027	*SLC40A1*	0-6.7	0.0007	*EHHADH*	−23.0	0.0005	*MMP2*	−40.5	0.0027
*SPARC*	−38.0	0.0027	*TFAP4*	−6.8	0.0156	*TNC*	−26.6	0.0005	*ALOX5*	−48.0	0.0009
*ACTA2*	−41.1	0.0311	*EHHADH*	−6.9	0.0007	*SLC40A1*	−27.0	0.0005	*GJA1*	−48.7	0.0005
*TAGLN*	−82.6	0.0131	*TLR5*	−7.0	0.0042	*COL3A1*	−27.4	0.0005	*S1PR1*	−55.6	0.0005
*COL3A1*	−87.5	0.0027	*S1PR1*	−7.4	0.0007	*COL1A2*	−28.6	0.0005	*FBN1*	−61.1	0.0005
*COL6A2*	−93.3	0.0297	*PDK4*	−7.6	0.0007	*COL1A1*	−29.9	0.0005	*SLC1A3*	−66.8	0.0009
*COL1A2*	−110.6	0.0027	*FLNC*	−8.9	0.0171	*S1PR1*	−33.5	0.0005	*SPIC*	−97.6	0.0062
*COL6A1*	−113.7	0.0297	*ANKRD1*	−12.1	0.0257	*COL6A2*	−33.6	0.0097	*SPARC*	−199.6	0.0062
*TNC*	−148.5	0.0047	*PIK3IP1*	−14.8	0.0007	*COL6A1*	−34.2	0.0040	*COL1A1*	−433.2	0.0487
*COL1A1*	−258.4	0.0196	*GSTM3*	−18.7	0.0072	*PIK3IP1*	−44.7	0.0005	*COL1A2*	−524.6	0.0051

a *Fold change (FC) values are the ratio (log2) of FPKM values of MAP-infected MDMs vs. uninfected controls (CTL) from JD(–) cows. A negative fold change reports downregulated gene expression*.

b *FDR-corrected q-value*.

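IL10 lies on chromosome 16 from 3568210 to 3572149, and its mean FPKM was 8.81 ± 3.45 (SD, n = 12) in uninfected JD(–) MDMs. After infection, IL10 had a mean FPKM of 80.2 ± 34.4 (SD, n = 6) at 4 h. IL10 changed by 3.03 on the log2 scale at 4 h, with a standard error of 0.27 and an adjusted p value of 2.6e-07 from limma. IL10 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). TNFAIP6 lies on chromosome 2 from 46185841 to 46202020, and its mean FPKM was 0.564 ± 0.830 (SD, n = 12) in uninfected JD(–) MDMs. After infection, TNFAIP6 had a mean FPKM of 16.5 ± 12.6 (SD, n = 6) at 4 h. TNFAIP6 changed by 3.20 on the log2 scale at 4 h, with a standard error of 0.40 and an adjusted p value of 7.7e-06 from limma. TNFAIP6 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). IRAK3 lies on chromosome 5 from 51282422 to 51325278, and its mean FPKM was 13.4 ± 4.92 (SD, n = 12) in uninfected JD(–) MDMs. After infection, IRAK3 had a mean FPKM of 24.0 ± 4.77 (SD, n = 6) at 4 h. IRAK3 changed by 0.86 on the log2 scale at 4 h, with a standard error of 0.21 and an adjusted p value of 0.00336 from limma. IRAK3 was not past both thresholds at that time. IRAK3 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). IRAK3 passed both thresholds at 4 h after median ratio scaling (log2 change of 1.04, limma adjusted p = 9.7e-04). Of the 15 loci of the anti-inflammatory genes at 4 h, 11 rose past both thresholds, 3 did neither, and 1 was too low for the limma test, with log2 changes from 0.54 to 3.20 among those tested.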

Other genes known to be implicated in the resolution of inflammation were also identified as being significantly upregulated, including genes encoding anti-inflammatory cytokines, or mediators of, such as *IL10, IL33, BCL3, CISH* (cytokine-inducible SH2-containing protein), *SOCS3* (suppressor of cytokine signaling 3), *TRAF1* (TNF receptor-associated factor 1), *TNFAIP3* (TNF alpha-induced protein 3), *TNIP1* (TNFAIP3-interacting protein 1), *TNIP2, TNFAIP6, NFKB1* (nuclear factor kappa B [NF-κβ] subunit 1), *NFKBB* (NF-κβ inhibitor beta), *MAP3K8* (mitogen-activated protein 3 kinase 8), *IRAK3*, and *ATF3* (activating transcription factor 3) (Supplementary Table 4). 

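ATF3 lies on chromosome 16 from 68734834 to 68747788, and its mean FPKM was 36.0 ± 8.34 (SD, n = 12) in uninfected JD(–) MDMs. After infection, ATF3 had a mean FPKM of 180.0 ± 32.6, 175 ± 50.4, 131 ± 62.0 and 59.1 ± 19.1 (SD, n = 6) at 1, 4, 8 and 24 h. ATF3 changed by 2.31, 2.24, 1.76 and 0.67 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.16, 0.18, 0.21 and 0.20 and adjusted p values of 2.9e-08, 1.0e-07, 2.2e-06 and 0.0098 from limma. ATF3 was past both thresholds at 1, 4 and 8 h. ATF3 moved in the direction of the mean change in 6, 6, 6 and 5 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.031, 0.031, 0.031 and 0.125).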

The negative regulator of NF-κB gene promoters, *ATF3*, was already greatly induced by MAP at 1 hpi (5.1-fold) and also for the entire infection period (Supplementary Table 4). ATF3 is the transcriptional inhibitor of tenascin-C (*TNC*) (43). 

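TNC lies on chromosome 8 from 109490395 to 109562936, and its mean FPKM was 2.92 ± 9.70 (SD, n = 12) in uninfected JD(–) MDMs. After infection, TNC had a mean FPKM of 0.0205 ± 0.0295 (SD, n = 6) at 1 h. TNC was too low for the limma test at 1 h, and the ratio of its mean FPKM to that of the controls was 0.00701. TNC moved in the direction of the mean change in 3 of 6 cows (exact sign-flip test, two-sided, p = 0.375).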

Supporting the *TNC* downregulation effect of ATF3, *TNC* was one of the most downregulated genes by MAP infection, being reduced 148 times at 1 hpi in MAP-infected JD(–) macrophages (Table 1). Both anti- and pro-inflammatory DE genes were confirmed by qPCR, notably *IL1A, IL6, IL10, CCL2, SOCS3*, and *TNFAIP6* (Table 2). Taken together, these results show that both pro- and anti-inflammatory gene expressions were observed, suggesting an initial concomitant pro- and anti-inflammatory reaction at the beginning of the infection in JD(–) macrophages.

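Of the 40 loci of all the immune genes named for JD(–) macrophages at 4 h, 30 rose past both thresholds, 7 did neither, and 3 were too low for the limma test, with log2 changes from -0.89 to 6.58 among those tested. TNF and IL1A on the pro-inflammatory side and IL10 on the other rose past both thresholds at 1 h, with log2 changes of 4.47, 5.48 and 4.01. SOCS3 had a log2 change of 2.17 and was not past both thresholds (limma adjusted p = 0.163), although it rose in all 6 cows (exact sign-flip test, two-sided, p = 0.031). With the cow as a block, SOCS3 passed both thresholds (log2 change of 2.17, limma adjusted p = 0.00403). The paper proposes from such genes a pro- and an anti-inflammatory reaction at the start of the infection.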

**Table 2:** RNA-seq analysis and validation by qPCR of DE genes from MAP-infected macrophages.

**Gene symbol**	**JD(–) at 8 hpi vs. CTL JD(–)**				**JD(+) at 8 hpi vs. CTL JD(+)**				**CTL JD(+)/CTL JD(–)**			
	**RNA-seq (*****n*** **=** **6)**		**qPCR (*****n*** **=** **18)**		**RNA-seq (*****n*** **=** **6)**		**qPCR (*****n*** **=** **19)**		**RNA-seq (*****n*** **=** **6/6)**		**qPCR (*****n*** **=** **19/18)**	
	**FC^a^**	***q*-value**	**FC^b^**	***p*-value**	**FC^a^**	***q*-value**	**FC^b^**	***p*-value**	**FC^c^**	***q*-value**	**FC^d^**	***p*-value**
*ABCA1*	1.1	0.7320	1.1	0.9341	1.4	0.9999	−1.3	0.0135	−1.2	0.6503	1.2	0.3690
*ABCA7*	−2.1	0.0133	−2.2	0.0002	−1.1	0.9999	−2.4	<0.0001	−2.5	0.0268	1.2	0.6516
*ABCA9*	−3.7	0.0005	−14.9	0.0001	−2.5	0.6510	−8.3	0.0007	−2.3	0.0217	−3.1	0.0042
*ABCG1*	−1.1	0.9541	1.3	0.5340	1.5	1.0000	−2.6	0.0324	−6.2	0.0745	2.0	0.4502
*ARG2*	5.6	0.0005	4.1	0.0001	2.0	0.9823	1.5	0.0020	1.5	0.4285	3.0	<0.0001
*CCL2*	7.6	0.0005	18.4	<0.0001	−1.4	0.9999	2.1	0.1278	2.2	0.0886	5.6	<0.0001
*CSF3*	79.5	0.0005	70.9	<0.0001	3.0	0.9673	4.1	0.0001	3.1	0.1253	18.8	<0.0001
*CYP27A1*	−4.0	0.0005	−2.3	0.0009	−1.4	0.9999	−1.9	0.002	−2.9	0.0018	−1.2	0.0001
*GAS7*	−1.2	0.3280	−2.1	0.0052	−1.3	0.9999	−5.2	0.0005	−2.0	0.0225	2.2	0.2078
*GPD2*	3.3	0.0005	3.5	0.0001	1.2	0.9999	2.8	0.0002	2.0	0.0185	2.2	0.0026
*GPX4*	1.2	0.3496	1.3	0.0402	1.6	0.9893	1.0	0.1526	−2.7	0.0018	−1.2	0.2609
*GSR*	−2.3	0.0005	1.2	0.4831	1.6	0.9999	1.0	0.0914	−1.6	0.1739	−1.1	0.9033
*HIF1A*	2.8	0.0019	3.0	<0.0001	−1.3	0.9999	1.5	0.0033	2.2	0.0330	2.4	<0.0001
*IDO1*	55.5	0.0005	125.5	<0.0001	1.8	0.9999	5.0	0.0152	1.6	0.3977	40.0	0.0193
*IL10*	8.8	0.0005	4.0	<0.0001	−1.3	0.9999	1.1	0.0030	3.9	0.0018	2.5	0.0002
*IL1A*	66.2	0.0005	130.6	<0.0001	1.5	0.9999	4.1	0.0001	8.0	0.0018	31.4	<0.0001
*IL33*	8.2	0.0005	5.1	0.0676	−2.2	0.9999	−1.8	0.3396	7.8	0.0163	6.2	0.7550
*IL6*	175.5	0.0005	55.4	0.0010	1.1	0.9999	5.7	0.0002	31.6	0.0018	7.4	0.0138
*NOS2*	64.2	0.0005	44.4	<0.0001	2.8	0.8084	7.9	<0.0001	8.7	0.0018	9.8	<0.0001
*PPARG*	−4.8	0.0023	−3.7	0.0067	−1.5	0.9999	−1.8	0.0067	−1.9	0.1030	1.1	0.0001
*NR1H3 (LXRα)*	1.3	0.2776	1.4	0.0001	1.2	0.9999	−1.5	0.0001	1.0	0.9039	2.2	0.0032
*NR1H4 (RXR)*	−4.4	0.0344	−8.6	0.0039	−1.9	1.0000	−3.9	0.0011	−1.7	0.4365	−2.6	0.0344
*NRIP1 (RIP140)*	*n*.*a*.	n.a.	−1.8	0.0084	*n*.*a*.	n.a.	−1.3	0.0215	*n*.*a*.	n.a.	−1.4	0.2694
*PTGS2*	21.3	0.0005	18.1	0.0039	2.5	0.6906	5.1	0.0006	2.5	0.0708	8.3	0.0032
*PTX3*	344.1	0.0005	35.0	0.0020	5.7	0.3513	8.8	0.0005	19.8	0.0018	26.7	0.0015
*SERPINE1*	−1.1	0.7813	2.9	0.0046	−2.0	0.9999	−1.1	0.0266	11.3	0.0032	1.8	0.2116
*SLC39A14*	9.3	0.0005	2.6	0.2188	−2.0	0.9999	−1.1	0.0781	5.6	0.0018	1.2	0.7095
*SOCS3*	7.9	0.0005	14.5	0.0001	3.0	0.4989	3.2	0.0002	−1.8	0.2378	5.8	0.0018
*SPINT2*	−1.1	0.8910	1.1	0.8077	−1.0	0.9999	−1.0	0.6257	−2.2	0.0477	−1.8	0.0093
*TNFAIP6*	33.0	0.0005	19.6	0.0002	−1.4	0.9999	1.2	0.7148	5.8	0.0333	37.0	0.0002

a *Fold change values are the ratio of FPKM values of MAP-infected macrophages vs. non-infected CTL macrophages. A negative fold change value reports downregulated gene expression. The number of replicates were n = 18 for JD(–D cow and n = 19 for JD(+) cows*.

b *Fold change values are the ratio of normalized values obtained by qPCR of MAP-infected macrophages versus CTL macrophages. The log2 fold values are reported as fold change values. A negative fold change reports downregulated gene expression. Number of replicates were n = 6 for both JD groups*.

c *Fold change values are the ratio of FPKM values of CTL JD(+) macrophages vs. non-infected CTL JD(–) macrophages. A negative fold change value reports downregulated gene expression. The number of replicates were n = 18 for JD(–D cows and n = 19 for JD(+) cows*.

d *Fold change values are the ratio of normalized values obtained by qPCR of MAP-infected macrophages versus CTL macrophages. The log2 fold values are reported as fold-change values. A negative fold-change reports down-regulated gene expression. The number of replicates were n = 19 for JD(+) cows and n = 18 for JD(−) cows*.

*n.a., not available (i.e., not detected by RNA-seq analysis)*.

#### Macrophage Polarization

The plasticity of macrophages is well-known, and polarization markers reflect the transition of macrophages to different phenotypes (24). Both M1 and M2 polarization markers were DE in JD(–) macrophages in response to MAP infection. Classically activated M1 macrophages are phenotypically characterized by M1 markers such as CD80. During the infection of JD(–) macrophages, *CD80* expression was already DE at 1 hpi and progressively increased during the 24-h period (Supplementary Table 4). 

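CD80 lies on chromosome 1 from 65181797 to 65203751, and its mean FPKM was 1.49 ± 1.33 (SD, n = 12) in uninfected JD(–) MDMs. After infection, CD80 had a mean FPKM of 6.53 ± 2.84, 10.00 ± 4.84, 9.88 ± 4.19 and 17.4 ± 7.28 (SD, n = 6) at 1, 4, 8 and 24 h. CD80 changed by 1.65, 2.14, 2.20 and 2.93 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.29, 0.31, 0.27 and 0.29 and adjusted p values of 0.00115, 3.4e-05, 3.0e-06 and 5.4e-07 from limma. CD80 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031).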

Also, these macrophages were metabolically associated with glycolysis activity.

The glucose transporter encoding genes were also significantly affected by MAP infection. 

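SLC2A1 lies on chromosome 3 from 109256166 to 109284361, and its mean FPKM was 38.6 ± 44.0 (SD, n = 12) in uninfected JD(–) MDMs. After infection, SLC2A1 had a mean FPKM of 96.4 ± 41.4, 117 ± 26.3 and 94.9 ± 18.9 (SD, n = 6) at 4, 8 and 24 h. SLC2A1 changed by 1.71, 2.06 and 1.77 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.47, 0.45 and 0.45 and adjusted p values of 0.00653, 7.5e-04 and 0.00312 from limma. SLC2A1 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). SLC2A3 lies on chromosome 5 from 108269027 to 108281907, and its mean FPKM was 59.1 ± 91.7 (SD, n = 12) in uninfected JD(–) MDMs. After infection, SLC2A3 had a mean FPKM of 532 ± 323, 686 ± 317 and 389.6 ± 166 (SD, n = 6) at 4, 8 and 24 h. SLC2A3 changed by 3.76, 4.25 and 3.47 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.62, 0.60 and 0.59 and adjusted p values of 1.3e-04, 1.1e-05 and 1.1e-04 from limma. SLC2A3 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). SLC2A6 lies on chromosome 11 from 108105285 to 108112535, and its mean FPKM was 5.87 ± 5.00 (SD, n = 12) in uninfected JD(–) MDMs. After infection, SLC2A6 had a mean FPKM of 37.3 ± 17.0, 52.8 ± 11.3 and 50.1 ± 19.7 (SD, n = 6) at 4, 8 and 24 h. SLC2A6 changed by 2.63, 3.26 and 3.11 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.42, 0.38 and 0.40 and adjusted p values of 9.4e-05, 1.6e-06 and 9.1e-06 from limma. SLC2A6 moved in the direction of the mean change in 5, 6 and 6 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.0625, 0.031 and 0.031).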

The solute carriers 2 (SLC2) genes *SLC2A1, SLC2A3*, and *SCL2A6* were all upregulated at 4 hpi and remained overexpressed until 24 hpi (Supplementary Table 4). The *PFKFB3* gene, another gene known for promoting cell glycolysis (44), was transiently upregulated at 4- and 8-hpi time points (Supplementary Table 4). 

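PFKFB3 lies on chromosome 13 from 16109300 to 16135154, and its mean FPKM was 112 ± 43.4 (SD, n = 12) in uninfected JD(–) MDMs. After infection, PFKFB3 had a mean FPKM of 155 ± 55.0, 219.9 ± 74.4, 216 ± 76.4 and 148 ± 61.9 (SD, n = 6) at 1, 4, 8 and 24 h. PFKFB3 changed by 0.45, 0.98, 0.95 and 0.38 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.26, 0.25, 0.25 and 0.26 and adjusted p values of 0.522, 0.00413, 0.00317 and 0.234 from limma. PFKFB3 was not past both thresholds at any of these times. PFKFB3 moved in the direction of the mean change in 4, 6, 6 and 6 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.125, 0.031, 0.031 and 0.031). PFKFB3 passed both thresholds at 4 and 8 h after median ratio scaling (log2 changes of 1.18 and 1.20, limma adjusted p values of 0.00195 and 7.4e-04).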

Metabolic reprogramming is required for appropriate glucose flux during macrophage polarization (45). The carbohydrate kinase-like protein (CARKL) controls the cellular metabolism like a rheostat on the pentose phosphate pathway, which is an alternative to glycolysis (46). In our study, *CARKL* was downregulated from 4 until 24 hpi in MAP-infected JD(–) macrophages (Supplementary Table 4). 

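SHPK lies on chromosome 19 from 24243448 to 24261165, and its mean FPKM was 6.30 ± 2.16 (SD, n = 12) in uninfected JD(–) MDMs. After infection, SHPK had a mean FPKM of 2.10 ± 1.13, 1.20 ± 0.809 and 2.27 ± 0.757 (SD, n = 6) at 4, 8 and 24 h. SHPK changed by -1.24, -1.73 and -1.11 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.25, 0.24 and 0.22 and adjusted p values of 6.0e-04, 1.0e-05 and 4.6e-04 from limma. SHPK moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). SHPK did not pass both thresholds at 24 h after median ratio scaling (log2 change of -1.00, limma adjusted p = 8.5e-04).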

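ARG1 lies on chromosome 9 from 72025327 to 72042322, and its mean FPKM was 0.0328 ± 0.0201 (SD, n = 12) in uninfected JD(–) MDMs. After infection, ARG1 had a mean FPKM of 0.0213 ± 0.0112, 0.0235 ± 0.0122, 0.0201 ± 0.00972 and 0.0214 ± 0.00750 (SD, n = 6) at 1, 4, 8 and 24 h. ARG1 was too low for the limma test at 1, 4, 8 and 24 h, and the ratio of its mean FPKM to that of the controls was 0.652, 0.717, 0.615 and 0.653. ARG1 moved in the direction of the mean change in 5, 4, 5 and 5 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.312, 0.312, 0.0625 and 0.25).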

While arginine metabolism via arginase is at the center of the M1/M2 polarization of macrophages (47), the arginase gene 1 (*ARG1*) was marginally abundant and not affected by MAP infection (Supplementary Table 4). 

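ARG2 at the locus on chromosome 10 starting at 81488008 had a mean FPKM of 45.3 ± 26.6 (SD, n = 12) in uninfected JD(–) MDMs. After infection, ARG2 at the locus on chromosome 10 starting at 81488008 had a mean FPKM of 114 ± 27.4, 208 ± 45.6, 219 ± 55.6 and 182 ± 52.9 (SD, n = 6) at 1, 4, 8 and 24 h. ARG2 at the locus on chromosome 10 starting at 81488008 changed by 1.47, 2.35, 2.41 and 2.13 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.32, 0.32, 0.32 and 0.33 and adjusted p values of 0.00957, 1.7e-05, 6.3e-06 and 4.6e-05 from limma. ARG2 at the locus on chromosome 10 starting at 81488008 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). A second ARG2 locus, on an unplaced contig from 2224 to 3571, had an FPKM of 0 in all these libraries.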

The arginase gene 2 (*ARG2*), however, was promptly upregulated at 1 hpi and further increased later on during the 4-to-24-hpi period. The scavenger receptor CD163, a marker of the alternative activation pathway, was reduced only at a later time (24 hpi, Supplementary Table 4). In contrast, genes associated to M2 polarization, such as Krüppel-like factor 4 (*KLF4*) and *IL10*, were upregulated at the early time. 

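CD163 lies on chromosome 5 from 108591917 to 108623899, and its mean FPKM was 771 ± 244 (SD, n = 12) in uninfected JD(–) MDMs. After infection, CD163 had a mean FPKM of 711 ± 152, 542 ± 221, 348 ± 147 and 162.6 ± 120.2 (SD, n = 6) at 1, 4, 8 and 24 h. CD163 changed by -0.07, -0.55, -1.18 and -2.43 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.21, 0.25, 0.25 and 0.30 and adjusted p values of 0.955, 0.0838, 5.1e-04 and 5.1e-06 from limma. CD163 was past both thresholds at 8 and 24 h. CD163 moved in the direction of the mean change in 4, 6, 6 and 6 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.562, 0.031, 0.031 and 0.031). CD163 did not pass both thresholds at 8 h after median ratio scaling (log2 change of -0.93, limma adjusted p = 0.00218).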

*KLF4* was found transiently upregulated at 1 and 4 hpi while *IL10* was drastically increased by ~20-fold at 1 hpi (Supplementary Table 4). 

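KLF4 lies on chromosome 8 from 102192342 to 102196400, and its mean FPKM was 1.87 ± 1.66 (SD, n = 12) in uninfected JD(–) MDMs. After infection, KLF4 had a mean FPKM of 4.84 ± 2.05, 3.53 ± 1.85, 2.74 ± 1.63 and 2.35 ± 1.19 (SD, n = 6) at 1, 4, 8 and 24 h. KLF4 changed by 1.11, 0.73, 0.44 and 0.33 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.29, 0.30, 0.30 and 0.28 and adjusted p values of 0.0346, 0.0509, 0.211 and 0.353 from limma. KLF4 was past both thresholds at 1 h. KLF4 moved in the direction of the mean change in 6, 6, 5 and 5 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.031, 0.031, 0.0625 and 0.0938). KLF4 passed both thresholds at 4 h with a pseudocount of 0.1 (log2 change of 1.10, limma adjusted p = 0.0447). IL10 lies on chromosome 16 from 3568210 to 3572149, and its mean FPKM was 8.81 ± 3.45 (SD, n = 12) in uninfected JD(–) MDMs. After infection, IL10 had a mean FPKM of 163.1 ± 71.4, 80.2 ± 34.4, 56.7 ± 28.3 and 25.9 ± 9.35 (SD, n = 6) at 1, 4, 8 and 24 h. IL10 changed by 4.01, 3.03, 2.50 and 1.46 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.29, 0.27, 0.28 and 0.25 and adjusted p values of 2.9e-08, 2.6e-07, 1.0e-06 and 1.2e-04 from limma. IL10 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031).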

*IL10* declined later on but remained DE at 24 hpi (Supplementary Table 4). The 4.0-fold change of *IL10* at 8 hpi was confirmed by qPCR (*p* < 0.0001; Table 2). 

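PRMT1 lies on chromosome 18 from 55987586 to 55997668, and its mean FPKM was 22.8 ± 1.62 (SD, n = 12) in uninfected JD(–) MDMs. After infection, PRMT1 had a mean FPKM of 34.3 ± 6.86 (SD, n = 6) at 8 h. PRMT1 changed by 0.55 on the log2 scale at 8 h, with a standard error of 0.10 and an adjusted p value of 1.3e-04 from limma. PRMT1 was not past both thresholds at that time. PRMT1 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). MYC lies on chromosome 14 from 12157977 to 12163151, and its mean FPKM was 3.07 ± 1.59 (SD, n = 12) in uninfected JD(–) MDMs. After infection, MYC had a mean FPKM of 6.58 ± 4.02 (SD, n = 6) at 8 h. MYC changed by 0.78 on the log2 scale at 8 h, with a standard error of 0.31 and an adjusted p value of 0.0359 from limma. MYC was not past both thresholds at that time. MYC moved in the direction of the mean change in 5 of 6 cows (exact sign-flip test, two-sided, p = 0.0938).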

The gene expression of protein arginine methyltransferase 1 (*PRMT1*), whose activity is necessary for the proto-oncogene c-Myc function in M2 macrophage differentiation (48), and MYC was slightly increased at 8 hpi (2.0- and 3.2-fold change, respectively) in MAP-infected JD(–) macrophages (Supplementary Table 4). Overall, some M1 and M2 marker genes were upregulated by MAP, while a dominant metabolic profile promoting glycolysis seemed to prevail during the early stage of the infection.

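Of the 14 loci of the polarization and glycolysis genes at 8 h, 6 rose past both thresholds, 2 fell past both thresholds, 4 did neither, and 2 were too low for the limma test, with log2 changes from -1.73 to 4.25 among those tested.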

#### Intracellular Transport

In mycobacteria-infected cells, the prevention of fusion between phagosomes and lysosomes contributes to mycobacterial survival. A tryptophan aspartate-containing coat protein, CORO1A is present on the phagosomal membrane and prevents lysosomal fusion. 

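CORO1A lies on chromosome 25 from 27998363 to 28003778, and its mean FPKM was 41.2 ± 24.6 (SD, n = 12) in uninfected JD(–) MDMs. After infection, CORO1A had a mean FPKM of 71.0 ± 41.6, 108 ± 38.8 and 118 ± 30.4 (SD, n = 6) at 4, 8 and 24 h. CORO1A changed by 0.78, 1.45 and 1.62 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.31, 0.29 and 0.27 and adjusted p values of 0.0475, 3.5e-04 and 1.1e-04 from limma. CORO1A was past both thresholds at 8 and 24 h. CORO1A moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031).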

The expression of *CORO1A* was upregulated from 4 hpi and reached 4.0-fold at 24 hpi (Supplementary Table 4). A gene encoding the rate-limiting enzyme of tryptophan metabolism, indoleamine 2,3-dioxygenase (*IDO1*), was confirmed by qPCR to be 125.5-fold increased at 8 hpi (*p* < 0.0001; Table 2). It remained DE at 24 hpi (15.1-fold; Supplementary Table 4). 

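IDO1 lies on chromosome 27 from 37178805 to 37191721, and its mean FPKM was 1.94 ± 1.34 (SD, n = 12) in uninfected JD(–) MDMs. After infection, IDO1 had a mean FPKM of 33.3 ± 27.3 (SD, n = 6) at 24 h. IDO1 changed by 2.96 on the log2 scale at 24 h, with a standard error of 0.55 and an adjusted p value of 2.6e-04 from limma. IDO1 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031).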

Other genes encoding nascent autophagosome inhibitors or regulators of macroendosome biogenesis were upregulated in MAP-infected JD(–) macrophages, notably *RUBCNL* from 1 hpi and throughout the infection period (Supplementary Table 4). 

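KIAA0226L lies on chromosome 12 from 15389752 to 15428842, and its mean FPKM was 17.0 ± 4.57 (SD, n = 12) in uninfected JD(–) MDMs. After infection, KIAA0226L had a mean FPKM of 34.2 ± 19.6, 56.4 ± 33.7, 60.5 ± 21.2 and 51.0 ± 16.1 (SD, n = 6) at 1, 4, 8 and 24 h. KIAA0226L changed by 0.87, 1.55, 1.72 and 1.50 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.21, 0.22, 0.19 and 0.18 and adjusted p values of 0.0189, 2.6e-05, 1.2e-06 and 4.6e-06 from limma. KIAA0226L was past both thresholds at 4, 8 and 24 h. KIAA0226L moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031).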

The p53-inducible protein 1 (TP53INP1) promotes autophagy by interacting with autophagosome-localized autophagy-related protein family (ATG) proteins (49). 

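ATG4D lies on chromosome 7 from 13516764 to 13525256, and its mean FPKM was 6.61 ± 2.01 (SD, n = 12) in uninfected JD(–) MDMs. After infection, ATG4D had a mean FPKM of 12.6 ± 5.65, 15.6 ± 4.42 and 15.6 ± 4.16 (SD, n = 6) at 4, 8 and 24 h. ATG4D changed by 0.77, 1.12 and 1.12 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.20, 0.16 and 0.17 and adjusted p values of 0.00397, 1.4e-05 and 3.5e-05 from limma. ATG4D was past both thresholds at 8 and 24 h. ATG4D moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). TP53INP1 lies on chromosome 14 from 67533576 to 67543303, and its mean FPKM was 16.4 ± 2.82 (SD, n = 12) in uninfected JD(–) MDMs. After infection, TP53INP1 had a mean FPKM of 5.49 ± 2.17 (SD, n = 6) at 8 h. TP53INP1 changed by -1.47 on the log2 scale at 8 h, with a standard error of 0.16 and an adjusted p value of 6.9e-07 from limma. TP53INP1 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031).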

Even though *ATG4D* expression was slightly (~2-fold) sustained by 4 hpi and throughout the infection period, *TP53INP1* was repressed by 2.6-fold at 8 hpi (Supplementary Table 4). Interestingly, the solute carrier (*SLC*) genes *SLC1A3, SLC2A5, SLC40A1*, and *SLC46A3*, which encode, respectively, glutamate transporter, glucose/fructose transporter, iron transporter, and carrier of catabolites across the lysosomal membrane, were all downregulated during the 8-to-24-hpi period in JD(–) macrophages (Supplementary Table 4). 

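SLC1A3 lies on chromosome 20 from 39690870 to 39772181, and its mean FPKM was 2.41 ± 2.08 (SD, n = 12) in uninfected JD(–) MDMs. After infection, SLC1A3 had a mean FPKM of 0.267 ± 0.322 and 0.0309 ± 0.0290 (SD, n = 6) at 8 and 24 h. SLC1A3 changed by -1.23 and -1.49 on the log2 scale at 8 and 24 h, with standard errors of 0.35 and 0.33 and adjusted p values of 0.00518 and 0.00127 from limma. SLC1A3 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). SLC2A5 lies on chromosome 16 from 41455953 to 41483387, and its mean FPKM was 17.9 ± 11.6 (SD, n = 12) in uninfected JD(–) MDMs. After infection, SLC2A5 had a mean FPKM of 2.63 ± 3.06 and 4.04 ± 3.28 (SD, n = 6) at 8 and 24 h. SLC2A5 changed by -2.41 and -1.86 on the log2 scale at 8 and 24 h, with standard errors of 0.44 and 0.43 and adjusted p values of 1.5e-04 and 0.00172 from limma. SLC2A5 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). SLC40A1 lies on chromosome 2 from 7080819 to 7168479, and its mean FPKM was 305 ± 231 (SD, n = 12) in uninfected JD(–) MDMs. After infection, SLC40A1 had a mean FPKM of 8.96 ± 12.6 and 7.89 ± 6.61 (SD, n = 6) at 8 and 24 h. SLC40A1 changed by -5.43 and -5.12 on the log2 scale at 8 and 24 h, with standard errors of 0.51 and 0.42 and adjusted p values of 2.0e-07 and 8.3e-08 from limma. SLC40A1 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). SLC46A3 lies on chromosome 12 from 31145732 to 31163766, and its mean FPKM was 20.7 ± 15.2 (SD, n = 12) in uninfected JD(–) MDMs. After infection, SLC46A3 had a mean FPKM of 2.44 ± 3.87 and 1.70 ± 1.71 (SD, n = 6) at 8 and 24 h. SLC46A3 changed by -2.85 and -2.86 on the log2 scale at 8 and 24 h, with standard errors of 0.53 and 0.47 and adjusted p values of 1.6e-04 and 8.7e-05 from limma. SLC46A3 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031).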

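SLC39A14 lies on chromosome 8 from 72551623 to 72602592, and its mean FPKM was 1.10 ± 0.426 (SD, n = 12) in uninfected JD(–) MDMs. After infection, SLC39A14 had a mean FPKM of 1.18 ± 0.352, 4.60 ± 2.22, 8.08 ± 3.83 and 3.17 ± 1.26 (SD, n = 6) at 1, 4, 8 and 24 h. SLC39A14 changed by 0.07, 1.37, 2.01 and 0.96 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.14, 0.18, 0.22 and 0.17 and adjusted p values of 0.925, 1.2e-05, 7.1e-07 and 2.0e-04 from limma. SLC39A14 was past both thresholds at 4 and 8 h. SLC39A14 moved in the direction of the mean change in 3, 6, 6 and 6 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.5, 0.031, 0.031 and 0.031). SLC39A14 passed both thresholds at 24 h with a pseudocount of 0.1 (log2 change of 1.43, limma adjusted p = 3.3e-04). SLC39A14 passed both thresholds at 24 h after median ratio scaling (log2 change of 1.06, limma adjusted p = 1.4e-04).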

Only the expression of divalent metal transporter *SLC39A14* increased during MAP infection (Supplementary Table 4). With those two exceptions, negative regulation of SLC genes can promote host survival by limiting access of MAP to nutrients in intracellular compartments and by autophagy.

#### Enriched DE-Genes Associated to Microbial Recognition Receptor Pathways

Analysis of canonical signaling DE genes revealed the top enriched pathways at 8 hpi (Table 3), notably in the inflammatory signaling pathways, namely, IL6, IL10, TNF, CD40 (cluster of differentiation 40), and TREM1 (triggering receptor expressed on myeloid cells 1). The top 30 most enriched pathways at other time points are reported in Supplementary Tables 5–8. The TREM1 and TLR pathways present similar DE genes. The *TREM1* was increased by 4 hpi and remained overexpressed later on at 24 hpi in JD(–) macrophages (Supplementary Table 4). Those pathways exerted synergistic effects (i.e., positive IPA *z* score; Table 3, Supplementary Tables 5–8). 

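TREM1 lies on chromosome 23 from 15643358 to 15658480, and its mean FPKM was 50.0 ± 57.5 (SD, n = 12) in uninfected JD(–) MDMs. After infection, TREM1 had a mean FPKM of 178 ± 136, 355 ± 184 and 363 ± 113 (SD, n = 6) at 4, 8 and 24 h. TREM1 changed by 2.07, 3.27 and 3.41 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.60, 0.55 and 0.53 and adjusted p values of 0.00928, 6.8e-05 and 4.8e-05 from limma. TREM1 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031).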

Microbial recognition triggers the formation of the inflammasome complex that involves specific nucleotide oligomerization domain (NOD)-like receptors (NLR) of the TREM1 and TLR pathways (50). *NLRP3, NLRP12*, and *NLRC4* were upregulated at 4 hpi and remained highly expressed up to 24 hpi (Supplementary Table 4). These NLR members contain carboxy-terminal leucine-rich repeats similar to NOD1 and NOD2, the intracellular sensors of bacterial pathogens (51). 

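NLRP3 lies on chromosome 7 from 39985173 to 40032247, and its mean FPKM was 33.9 ± 14.3 (SD, n = 12) in uninfected JD(–) MDMs. After infection, NLRP3 had a mean FPKM of 137 ± 64.6, 109 ± 30.3 and 55.5 ± 13.9 (SD, n = 6) at 4, 8 and 24 h. NLRP3 changed by 1.93, 1.72 and 0.77 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.30, 0.25 and 0.24 and adjusted p values of 7.1e-05, 1.5e-05 and 0.0135 from limma. NLRP3 was past both thresholds at 4 and 8 h. NLRP3 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). NLRP12 lies on chromosome 18 from 61080149 to 61099341, and its mean FPKM was 2.59 ± 3.43 (SD, n = 12) in uninfected JD(–) MDMs. After infection, NLRP12 had a mean FPKM of 24.4 ± 22.5, 40.7 ± 27.5 and 46.5 ± 24.5 (SD, n = 6) at 4, 8 and 24 h. NLRP12 changed by 2.78, 3.47 and 3.94 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.50, 0.53 and 0.44 and adjusted p values of 2.4e-04, 2.7e-05 and 1.8e-06 from limma. NLRP12 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). NLRC4 lies on chromosome 11 from 15547252 to 15583433, and its mean FPKM was 17.0 ± 4.71 (SD, n = 12) in uninfected JD(–) MDMs. After infection, NLRC4 had a mean FPKM of 48.6 ± 18.8, 41.5 ± 14.0 and 28.3 ± 11.7 (SD, n = 6) at 4, 8 and 24 h. NLRC4 changed by 1.43, 1.22 and 0.65 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.19, 0.19 and 0.21 and adjusted p values of 1.7e-05, 2.7e-05 and 0.0149 from limma. NLRC4 was past both thresholds at 4 and 8 h. NLRC4 moved in the direction of the mean change in 6, 6 and 5 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.031, 0.031 and 0.0938).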

While these NLR members were upregulated, *NOD1* was downregulated from 4 to 24 hpi, whereas *NOD2* remained unchanged in response to MAP (Supplementary Table 4). 

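NOD1 at the locus on chromosome 4 starting at 68004189 had a mean FPKM of 12.7 ± 5.54 (SD, n = 12) in uninfected JD(–) MDMs. After infection, NOD1 at the locus on chromosome 4 starting at 68004189 had a mean FPKM of 4.39 ± 3.32, 3.29 ± 2.11 and 3.92 ± 1.27 (SD, n = 6) at 4, 8 and 24 h. NOD1 at the locus on chromosome 4 starting at 68004189 changed by -1.41, -1.69 and -1.38 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.33, 0.32 and 0.27 and adjusted p values of 0.00208, 1.7e-04 and 4.2e-04 from limma. NOD1 at the locus on chromosome 4 starting at 68004189 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). NOD1 at the locus on chromosome 4 starting at 68052212 had a mean FPKM of 15.2 ± 7.50 (SD, n = 12) in uninfected JD(–) MDMs. After infection, NOD1 at the locus on chromosome 4 starting at 68052212 had a mean FPKM of 5.28 ± 4.01, 3.99 ± 3.13 and 4.56 ± 1.73 (SD, n = 6) at 4, 8 and 24 h. NOD1 at the locus on chromosome 4 starting at 68052212 changed by -1.42, -1.72 and -1.40 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.41, 0.40 and 0.35 and adjusted p values of 0.00896, 0.00115 and 0.00286 from limma. NOD1 at the locus on chromosome 4 starting at 68052212 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). NOD2 lies on chromosome 18 from 18032274 to 18062072, and its mean FPKM was 6.58 ± 1.97 (SD, n = 12) in uninfected JD(–) MDMs. After infection, NOD2 had a mean FPKM of 3.76 ± 1.69, 4.27 ± 1.73 and 6.69 ± 2.93 (SD, n = 6) at 4, 8 and 24 h. NOD2 changed by -0.71, -0.54 and -0.02 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.21, 0.20 and 0.20 and adjusted p values of 0.011, 0.0229 and 0.955 from limma. NOD2 was not past both thresholds at any of these times. NOD2 moved in the direction of the mean change in 6, 6 and 3 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.031, 0.031 and 0.938). NOD2 changed in the opposite direction at 24 h after median ratio scaling (log2 change of 0.12, limma adjusted p = 0.644).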

Upon activation, NLRs or NOD1/2 recruit the receptor-interacting serine/threonine kinase 2 (RIPK2) (51). *RIPK2* was transiently upregulated from 4 to 8 hpi (Supplementary Table 4). 

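RIPK2 lies on chromosome 14 from 72348996 to 72387598, and its mean FPKM was 25.9 ± 8.35 (SD, n = 12) in uninfected JD(–) MDMs. After infection, RIPK2 had a mean FPKM of 79.9 ± 25.8, 67.0 ± 17.3 and 31.2 ± 5.31 (SD, n = 6) at 4, 8 and 24 h. RIPK2 changed by 1.57, 1.35 and 0.29 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.19, 0.17 and 0.16 and adjusted p values of 7.5e-06, 4.4e-06 and 0.136 from limma. RIPK2 was past both thresholds at 4 and 8 h. RIPK2 moved in the direction of the mean change in 6, 6 and 5 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.031, 0.031 and 0.0938).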

RIPK2, which is the cornerstone of the NLR pathway, is a potent activator of NF-κB cascade (52).

**Table 3:** Top 30 IPA pathways enriched by DE genes at 8 hpi in macrophages from JD(–) cows.

**Pathways**	**Adj. *p*-value^a^**	**Number of genes^b^**	***z* score^c^**
Hepatic fibrosis/Hepatic stellate cell activation	3.16E−11	43	n.a.
Role of macrophages, fibroblasts and endothelial cells in rheumatoid arthritis	3.16E−11	57	n.a.
IL-10 signaling	3.98E−09	23	n.a.
Atherosclerosis signaling	7.76E−09	31	n.a.
TREM1 signaling	2.24E−08	23	2.00
IL-6 signaling	1.02E−07	28	3.27
Production of nitric oxide and reactive oxygen species in macrophages	1.10E−07	36	2.00
Valine degradation I	1.26E−07	11	n.a.
Role of IL-17A in arthritis	2.57E−07	18	n.a.
Virus entry via endocytic pathways	4.57E−07	23	n.a.
TNFR2 signaling	4.68E−07	13	1.90
LXR/RXR activation	6.31E−07	27	−2.86
Caveolar-mediated endocytosis signaling	6.46E−07	20	n.a.
Death receptor signaling	6.46E−07	23	1.04
CD40 signaling	6.76E−07	19	0.00
Cholecystokinin/Gastrin-mediated signaling	8.13E−07	24	2.04
PPAR signaling	8.32E−07	23	−3.96
Toll-like receptor signaling	9.77E−07	20	2.14
IL-12 signaling and production in macrophages	9.77E−07	28	n.a.
Differential regulation of cytokine production in macrophages and T helper cells by IL-17A and IL-17F	1.00E−06	10	n.a.
Acute phase response signaling	1.15E−06	32	2.65
HMGB1 signaling	1.20E−06	26	1.96
Differential regulation of cytokine production in intestinal epithelial cells by IL-17A and IL-17F	1.38E−06	11	n.a.
IL-8 signaling	2.45E−06	33	2.04
Glutaryl-CoA degradation	2.75E−06	8	n.a.
Role of tissue factor in cancer	2.88E−06	24	n.a.
Folate transformations I	3.16E−06	7	n.a.
Altered T cell and B cell signaling in rheumatoid arthritis	3.16E−06	21	n.a.
Induction of apoptosis by HIV1	3.24E−06	17	0.50
Agranulocyte adhesion and diapedesis	3.72E−06	33	n.a.

a *The Benjamini–Hochberg multiple testing adjusted p-value*.

b *The DE genes associated with their respective pathway are listed in the Supplementary Table 7*.

c *IPA activation score (positive value, activated pathway; negative value, inhibited pathway). n.a., not available*.

#### DE-Gene-Enriched Chronic Disease Related Pathways

In the functional analysis, IPA pathways were identified at all infection periods. The “Role of macrophages, fibroblasts and endothelial cells in rheumatoid arthritis” pathway was top-ranked from 4 hpi (Supplementary Table 6) and included the highest number of DE genes at the 8-hpi time point (Table 3, Supplementary Table 7, Supplementary Figure 3). The “Hepatic fibrosis/hepatic stellate cell activation” pathway was also constantly among the top-ranked pathways. These two pathways ranked first at all other infection time points (Supplementary Tables 5–8). DE genes reported in both pathways in MAP-infected JD(–) macrophages were notably pro-inflammatory (e.g., *CCL2, CCL5, IL1A*, and *IL6*), anti-inflammatory (e.g., *SOCS3, NFKB1* [p50], and *IL10*), anti-apoptotic (e.g., *TNFRSF1B*), and extracellular matrix remodeling or pro-fibrotic genes (e.g., *MMP13, PDGFA*, and *PDGFB*). 

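MMP13 lies on chromosome 15 from 4611282 to 4621971, and its mean FPKM was 0.210 ± 0.324 (SD, n = 12) in uninfected JD(–) MDMs. After infection, MMP13 had a mean FPKM of 1.65 ± 1.18 (SD, n = 6) at 8 h. MMP13 was too low for the limma test at 8 h, and the ratio of its mean FPKM to that of the controls was 7.85. MMP13 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). PDGFA lies on chromosome 25 from 43810306 to 43825398, and its mean FPKM was 2.25 ± 1.92 (SD, n = 12) in uninfected JD(–) MDMs. After infection, PDGFA had a mean FPKM of 12.6 ± 6.20 (SD, n = 6) at 8 h. PDGFA changed by 2.06 on the log2 scale at 8 h, with a standard error of 0.33 and an adjusted p value of 4.3e-05 from limma. PDGFA moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). PDGFB lies on chromosome 5 from 117227335 to 117247770, and its mean FPKM was 1.34 ± 0.731 (SD, n = 12) in uninfected JD(–) MDMs. After infection, PDGFB had a mean FPKM of 7.18 ± 4.35 (SD, n = 6) at 8 h. PDGFB changed by 1.62 on the log2 scale at 8 h, with a standard error of 0.32 and an adjusted p value of 2.8e-04 from limma. PDGFB moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). EDN1 lies on chromosome 23 from 43785591 to 43792575, and its mean FPKM was 0.101 ± 0.105 (SD, n = 12) in uninfected JD(–) MDMs. After infection, EDN1 had a mean FPKM of 25.3 ± 18.6 (SD, n = 6) at 8 h. EDN1 changed by 4.22 on the log2 scale at 8 h, with a standard error of 0.31 and an adjusted p value of 1.5e-08 from limma. EDN1 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031).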

Most of the pro-fibrotic genes were associated with the “Hepatic fibrosis/hepatic stellate cell activation” pathway (Supplementary Figure 5), with the exception of *COL12A1* and *EDN*-*1*, the latter being among the top upregulated genes (Table 1). Many collagen alpha-chain protein genes, notably *COL1A1, COL1A2, COL6A1, COL6A2*, and *CTGF*, were downregulated by MAP (Supplementary Tables 4, 8). They represented half of the top 10 downregulated DE genes at 1 and 8 hpi in JD(–) macrophages (Table 1). 

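COL1A1 lies on chromosome 19 from 37326069 to 37342824, and its mean FPKM was 4.90 ± 16.5 (SD, n = 12) in uninfected JD(–) MDMs. After infection, COL1A1 had a mean FPKM of 0.0199 ± 0.0291, 0.983 ± 2.29, 0.120 ± 0.277 and 0.00845 ± 0.0163 (SD, n = 6) at 1, 4, 8 and 24 h. COL1A1 was too low for the limma test at 1, 4, 8 and 24 h, and the ratio of its mean FPKM to that of the controls was 0.00406, 0.201, 0.0245 and 0.00173. COL1A1 moved in the direction of the mean change in 4, 2, 3 and 4 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.188, 0.875, 0.688 and 0.125). COL3A1 lies on chromosome 2 from 7760251 to 7799885, and its mean FPKM was 7.27 ± 24.4 (SD, n = 12) in uninfected JD(–) MDMs. After infection, COL3A1 had a mean FPKM of 0.0874 ± 0.129, 1.15 ± 2.50, 0.196 ± 0.405 and 0.00782 ± 0.0191 (SD, n = 6) at 1, 4, 8 and 24 h. COL3A1 was too low for the limma test at 1, 4, 8 and 24 h, and the ratio of its mean FPKM to that of the controls was 0.0120, 0.158, 0.0270 and 0.00107. COL3A1 moved in the direction of the mean change in 4, 2, 2 and 4 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.125, 0.875, 0.875 and 0.125). CTGF lies on chromosome 9 from 72421069 to 72424301, and its mean FPKM was 4.25 ± 6.27 (SD, n = 12) in uninfected JD(–) MDMs. After infection, CTGF had a mean FPKM of 1.03 ± 0.699, 1.11 ± 0.737, 0.713 ± 0.396 and 0.557 ± 0.354 (SD, n = 6) at 1, 4, 8 and 24 h. CTGF changed by -0.98, -0.92, -1.19 and -1.32 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.41, 0.41, 0.40 and 0.40 and adjusted p values of 0.273, 0.0742, 0.016 and 0.0102 from limma. CTGF was past both thresholds at 8 and 24 h. CTGF moved in the direction of the mean change in 6, 5, 6 and 6 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.031, 0.0938, 0.031 and 0.031). For the 6 loci named, the ratio of the infected to the control mean FPKM at 1 h ran from 0.00406 to 0.242. One library, the 24 h control of cow I, held 95.3% of the summed FPKM of a list of 12 fibroblast genes over the 12 JD(–) controls.

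**Figure D1:**
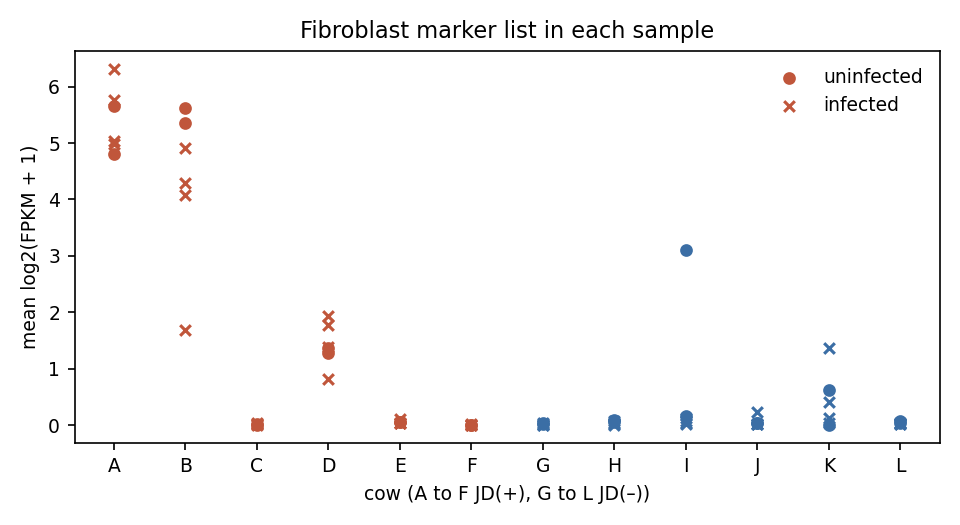
Mean log2(FPKM + 1) of 12 fibroblast or mesenchymal genes (vertical axis) in the 6 samples of each of the 12 cows (horizontal axis), with one point per sample. All samples of cows A and B stand high except the 4 h infected sample of cow B. In JD(–) cows the 24 h control of cow I is the highest (3.10), followed by the 4 h infected sample of cow K (1.37).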

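EHHADH lies on chromosome 1 from 83419708 to 83472964, and its mean FPKM was 9.42 ± 6.03 (SD, n = 12) in uninfected JD(–) MDMs. After infection, EHHADH had a mean FPKM of 0.330 ± 0.440 (SD, n = 6) at 8 h. EHHADH changed by -2.72 on the log2 scale at 8 h, with a standard error of 0.42 and an adjusted p value of 2.7e-05 from limma. EHHADH moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). SLC40A1 lies on chromosome 2 from 7080819 to 7168479, and its mean FPKM was 305 ± 231 (SD, n = 12) in uninfected JD(–) MDMs. After infection, SLC40A1 had a mean FPKM of 8.96 ± 12.6 (SD, n = 6) at 8 h. SLC40A1 changed by -5.43 on the log2 scale at 8 h, with a standard error of 0.51 and an adjusted p value of 2.0e-07 from limma. SLC40A1 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). S1PR1 lies on chromosome 3 from 44718016 to 44722672, and its mean FPKM was 15.7 ± 7.23 (SD, n = 12) in uninfected JD(–) MDMs. After infection, S1PR1 had a mean FPKM of 0.453 ± 0.298 (SD, n = 6) at 8 h. S1PR1 changed by -3.38 on the log2 scale at 8 h, with a standard error of 0.33 and an adjusted p value of 2.3e-07 from limma. S1PR1 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). PIK3IP1 lies on chromosome 17 from 73324014 to 73334701, and its mean FPKM was 11.5 ± 6.89 (SD, n = 12) in uninfected JD(–) MDMs. After infection, PIK3IP1 had a mean FPKM of 0.194 ± 0.149 (SD, n = 6) at 8 h. PIK3IP1 changed by -3.16 on the log2 scale at 8 h, with a standard error of 0.37 and an adjusted p value of 1.6e-06 from limma. PIK3IP1 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). TNC lies on chromosome 8 from 109490395 to 109562936, and its mean FPKM was 2.92 ± 9.70 (SD, n = 12) in uninfected JD(–) MDMs. After infection, TNC had a mean FPKM of 0.0919 ± 0.0919 (SD, n = 6) at 8 h. TNC was too low for the limma test at 8 h, and the ratio of its mean FPKM to that of the controls was 0.0315. TNC moved in the direction of the mean change in 2 of 6 cows (exact sign-flip test, two-sided, p = 0.594).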

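Of 38 genes that the paper lists for the hepatic fibrosis pathway at 24 h, 35 stand in the tables and 27 were high enough for the limma test. Among these, 18 rose past both thresholds, 5 fell past both and 4 did neither. At 8 h, 41 of 43 listed genes stand in the tables, and of 29 tested genes 22 rose and 4 fell. Listed genes too low for the test are not in these counts. COL1A1 and COL3A1 were too low for it at both times.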

Most of the genes that enriched pathways such as the “Hepatic fibrosis/hepatic stellate cell activation” pathway were downregulated (Supplementary Table 8, Supplementary Figure 5A). In contrast, the genes that enriched the “Role of macrophages, fibroblasts and endothelial cells in rheumatoid arthritis” pathway were upregulated (Table 1, Supplementary Tables 5–8). 

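For the rheumatoid arthritis pathway, 30 of 46 tested genes rose past both thresholds at 8 h and 5 fell. At 24 h, 28 of 41 rose and 5 fell.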

Overall, numerous NF-κβ pathway members involving pro- and anti-inflammatory signals were upregulated. Additionally, in the functional analysis, significant pathways associated with IL-17 were identified by IPA software, notably the “Differential regulation of cytokine production in macrophages by IL-17A and IL-17F” pathway, the “Differential regulation of cytokine production in intestinal epithelial cells by IL-17A and IL-17F” pathway, and the “Role of IL-17A in arthritis” pathway at 4 hpi (Supplementary Table 6) and during other MAP-infection periods (Supplementary Tables 5, 7, 8). Among others, the TLR, CD40, TREM, iNOS, and IL10 signaling pathways were identified in MAP-infected JD(–) macrophages. Defective inflammation resolution is the underlying cause of prevalent chronic inflammatory diseases, notably arthritis, rheumatitis, and atherosclerosis diseases. It is noteworthy that these putative pathways driving these diseases were also associated to paratuberculosis in this study.

### JD(+) Macrophages Were Less Responsive to MAP Infection

Macrophages from infected JD(+) animals did not show a clear response when exposed *in vitro* to live MAP challenge (Figure 2B). Only 32 significantly DE genes (*q* ≤ 0.05) were identified with a biologically relevant expression threshold (≥2-fold change, Table 4). 

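In JD(+) MDMs 4 h after infection, 0 of 7750 genes tested were DE, and 172 changed at an unadjusted p under 0.05. The cow as a block gave 0 DE genes and 1179 at an unadjusted p under 0.05. The median over genes of the ratio of JD(+) to JD(–) residual SD 8 h after infection was 2.00.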

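COL1A1 lies on chromosome 19 from 37326069 to 37342824, and its mean FPKM was 15.9 ± 22.7 (SD, n = 12) in uninfected JD(+) MDMs. After infection, COL1A1 had a mean FPKM of 8.74 ± 16.8 (SD, n = 6) at 4 h. COL1A1 changed by -0.40 on the log2 scale at 4 h, with a standard error of 1.16 and an adjusted p value of 1 from limma. COL1A1 was not past both thresholds at that time. COL1A1 moved in the direction of the mean change in 3 of 6 cows (exact sign-flip test, two-sided, p = 0.625). SERPINE2 lies on chromosome 2 from 117990820 to 118061240, and its mean FPKM was 14.4 ± 24.3 (SD, n = 12) in uninfected JD(+) MDMs. After infection, SERPINE2 had a mean FPKM of 8.82 ± 20.9 (SD, n = 6) at 4 h. SERPINE2 was too low for the limma test at 4 h, and the ratio of its mean FPKM to that of the controls was 0.614. SERPINE2 moved in the direction of the mean change in 4 of 6 cows (exact sign-flip test, two-sided, p = 0.656). Over the 21 loci of Table 4 compared at 4 h, 12 of 13 tested had a negative log2 change, from -0.82 to 1.47, and the lowest adjusted p was 1.000. Without cow B, the log2 change had the opposite sign in 8 of these genes, COL1A1 among them (0.13). Without cow A, the fall in mean FPKM was larger for some of them. The signed ratio of mean FPKM went from -1.36 to -51.6 for DCN and from -2.42 to -25.1 for FBN1.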

Most of the significant DE genes were downregulated at 4 hpi in JD(+) macrophages. 

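PTX3 lies on chromosome 1 from 111508770 to 111514835, and its mean FPKM was 3.76 ± 4.01 (SD, n = 12) in uninfected JD(+) MDMs. After infection, PTX3 had a mean FPKM of 67.2 ± 109.6 (SD, n = 6) at 4 h. PTX3 changed by 1.47 on the log2 scale at 4 h, with a standard error of 1.07 and an adjusted p value of 1 from limma. PTX3 was not past both thresholds at that time. PTX3 moved in the direction of the mean change in 3 of 6 cows (exact sign-flip test, two-sided, p = 0.375).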

The inflammatory marker pentraxin 3 (*PTX3*) was upregulated in JD(+) macrophages at 4 hpi (Table 4), which was confirmed by qPCR at 8 hpi (Table 2). 

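PTX3 lies on chromosome 1 from 111508770 to 111514835 and had a mean FPKM of 3.76 ± 4.01 (SD, n = 12) in uninfected JD(+) MDMs and 0.324 ± 0.475 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, PTX3 differed by 1.36 on the log2 scale (standard error 0.38, adjusted p = 0.0127 from limma). PTX3 lay above all JD(–) cows in 5 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.00433). PTX3 did not pass both thresholds with the mean of each cow's 2 controls (log2 change of 1.36, limma adjusted p = 0.106).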

Interestingly, CTL macrophages (i.e., not infected) from JD(+) cows expressed already ~20 times more *PTX3* than the CTL JD(–) macrophages did (Supplementary Table 4), a result confirmed by qPCR (26.7-fold; Table 2). In addition, the repression of *NR1H3* (encoding LXRα), which is known to be downregulated by PTX3 (53), was confirmed using qPCR to be lower expressed in CTL JD(+) in comparison with CTL JD(–) macrophages. A number of cytokines, including TNFα, induce the extracellular matrix glycoprotein, *TNC*, associated with the pathogenesis of atherosclerosis and foam cell formation (54). Both *TNF* and *TNC* level in CTL JD(+) macrophages was upregulated in comparison to JD(–) macrophages (Supplementary Table 4).

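TNF lies on chromosome 23 from 26510162 to 26512935 and had a mean FPKM of 7.96 ± 11.7 (SD, n = 12) in uninfected JD(+) MDMs and 1.39 ± 0.944 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, TNF differed by 0.92 on the log2 scale (standard error 0.51, adjusted p = 0.147 from limma), not past both thresholds. TNF lay above all JD(–) cows in 3 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.169). TNC lies on chromosome 8 from 109490395 to 109562936 and had a mean FPKM of 31.3 ± 53.2 (SD, n = 12) in uninfected JD(+) MDMs and 2.92 ± 9.70 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, TNC differed by 1.67 on the log2 scale (standard error 0.94, adjusted p = 0.152 from limma), not past both thresholds. TNC lay above all JD(–) cows in 2 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.316).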

**Table 4:** Top 20 DE genes at 4 hpi in JD(+) macrophages.

**Gene symbol**	**FC^a^**	***q*-value^b^**
*PTX3*	20.7	0.0419
*COL1A2*	−39.9	0.0333
*NT5E*	−40.5	0.0481
*COL3A1*	−42.7	0.0206
*SERPINE2*	−45.0	0.0206
*LGR4*	−46.8	0.0333
*FBN1*	−48.3	0.0206
*NID2*	−52.0	0.0206
*NES*	−53.5	0.0206
*GJA1*	−56.8	0.0206
*LAMA4*	−57.5	0.0481
*SFRP4*	−58.7	0.0333
*LUM*	−58.9	0.0333
*CDH11*	−64.4	0.0206
*DCN*	−78.2	0.0206
*PDGFRA*	−82.5	0.0419
*CAV1*	−101.4	0.0206
*COL1A1*	−124.9	0.0206
*PTN*	−127.3	0.0206
*TNFSF18*	−197.8	0.0206

a *Fold change (FC) values are the FPKM ratio of MAP-infected vs. CTL macrophages from JD(+) cows. A negative fold change reports downregulated gene expression*.

b *FDR-corrected q-value*.

While MAP infection did not have much impact on JD(+) macrophages, the basal expression of several genes in the unchallenged (CTL) JD(+) macrophages was more elevated in comparison with CTL JD(–) macrophages. 

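IL10 lies on chromosome 16 from 3568210 to 3572149 and had a mean FPKM of 30.8 ± 29.1 (SD, n = 12) in uninfected JD(+) MDMs and 8.81 ± 3.45 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, IL10 differed by 1.11 on the log2 scale (standard error 0.46, adjusted p = 0.0582 from limma), not past both thresholds. IL10 lay above all JD(–) cows in 4 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.128). CCL2 lies on chromosome 19 from 15557680 to 15559548 and had a mean FPKM of 679 ± 659 (SD, n = 12) in uninfected JD(+) MDMs and 339.9 ± 344 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, CCL2 differed by 1.30 on the log2 scale (standard error 0.76, adjusted p = 0.168 from limma), not past both thresholds. CCL2 lay above all JD(–) cows in 2 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.262). Of the 8 loci of the genes measured by qPCR in uninfected MDMs, 3 stood higher in JD(+) MDMs past both thresholds, 4 did neither, and 1 was too low for the limma test, with log2 changes from 1.05 to 3.02 among those tested. These calls treat the controls of a cow as separate samples, although they are not independent.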

The comparison of CTL samples from both JD groups showed 868 DE genes, with the top DE genes shown in Table 5. This difference was confirmed using qPCR for *CCL2, CSF3, IL10, IL6, H1F1A, NOS2*, and *IL1A* with 37 animals (Table 2). This phenomenon was not generalized but rather gene-specific, since other genes like *CYP27A1, GAS7, GPX4, GSR, PPARG, SERPINE1, SLC39A14, ABCA1, ABCG1*, and *NRIP1* were not confirmed DE by qPCR (Table 2).

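Between uninfected JD(+) and JD(–) MDMs, 767 of 7929 genes were DE with the 12 controls of each group, 149 higher in JD(+) and 618 lower. Each cow gave 2 of these controls, so the 24 controls are not independent. With the mean of each cow's 2 controls, 6 cows against 6, 2 genes were DE and 2000 differed at an unadjusted p under 0.05. The 4 h controls alone gave 0 DE genes (2212 at an unadjusted p under 0.05), and the 24 h controls alone 0 (1448). FAP lies on chromosome 2 from 35270939 to 35350076 and had a mean FPKM of 10.2 ± 18.9 (SD, n = 12) in uninfected JD(+) MDMs and 0.0326 ± 0.0714 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, FAP was too low for the limma test, and the ratio of the means was 312. FAP lay above all JD(–) cows in 3 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.123). MATK lies on chromosome 7 from 18818656 to 18826334 and had a mean FPKM of 1.43 ± 1.35 (SD, n = 12) in uninfected JD(+) MDMs and 6.53 ± 2.83 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, MATK differed by -1.72 on the log2 scale (standard error 0.26, adjusted p = 4.8e-04 from limma). MATK lay below all JD(–) cows in 6 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.00216). MATK did not pass both thresholds with the mean of each cow's 2 controls (log2 change of -1.72, limma adjusted p = 0.0718). Of the 20 loci of Table 5, 3 stood higher in JD(+) MDMs past both thresholds, 9 stood lower past both thresholds, 2 did neither, and 6 were too low for the limma test, with log2 changes from -2.47 to 3.15 among those tested.

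**Figure D2:**
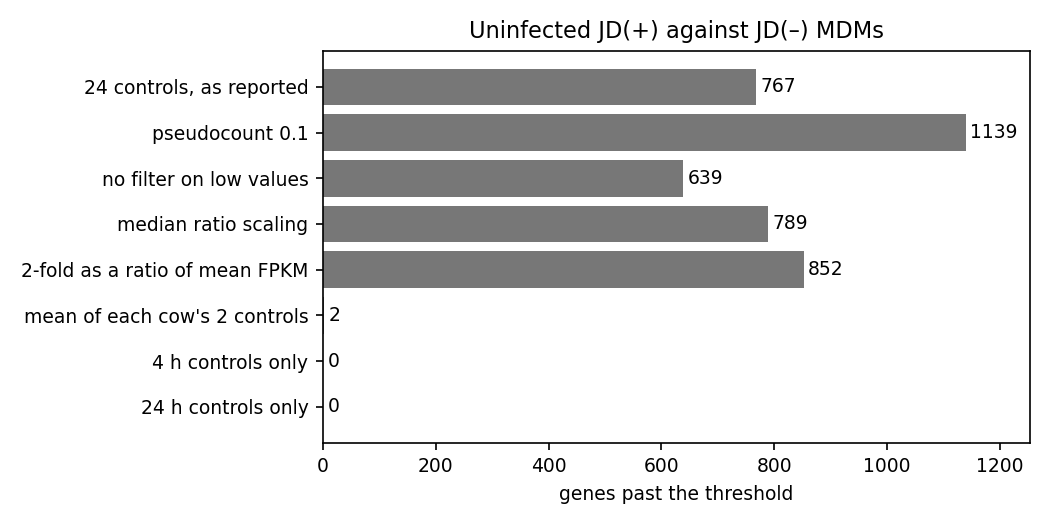
Number of genes that differ between uninfected JD(+) and JD(–) MDMs (horizontal axis) under each setting of the test (vertical axis). The bar for 24 controls as separate samples reaches 767 genes, and the bars for the cow as the unit or a single collection time reach 2 or 0.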

**Table 5:** Top 20 DE genes between CTL macrophages from JD(+) cows vs. JD(–) cows.

**Gene symbol**	**FC^a^**	***q*-value^b^**
*FAP*	313.4	0.0073
*SFRP4*	202.1	0.0018
*COL11A1*	190.9	0.0352
*FGF7*	161.1	0.0054
*LUM*	157.4	0.0018
*NOV*	153.3	0.0032
*IL1RL1*	148.1	0.0201
*C1QTNF3*	145.6	0.0018
*SGCE*	137.3	0.0195
*PTN*	127.1	0.0018
*MATK*	−4.7	0.0018
*FAM195A*	−4.7	0.0018
*HCRTR1*	−5.1	0.0284
*DNM1*	−5.7	0.0054
*TRIM47*	−6.1	0.0018
*ELMO3*	−6.6	0.0352
*FABP4*	−7.4	0.0018
*SGCA*	−7.9	0.0018
*EEF1A2*	−9.1	0.0018
*OOSP1*	−12.0	0.0144

a *Fold change (FC) values are the ratio of FPKM values of JD(+) CTL macrophages vs. JD(–) CTL macrophages. A negative fold change reports downregulated gene expression*.

b *FDR corrected q-value*.

The comparison of CTL samples from both JD groups showed several pathways affected by JD status (Table 6). Moreover, they were found to be similar to the ones affected by 24 hpi in JD(–) macrophages (Supplementary Table 8); i.e., the DE genes associated with those pathways were also similar (Supplementary Tables 8 vs. 9). 

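In JD(–) MDMs at 4 h, 27 of 43 tested genes of the rheumatoid arthritis list rose past both thresholds and 3 fell, and 19 of 27 of the hepatic fibrosis list rose and 1 fell. In JD(+) MDMs at 4 h, 0 of the 6 tested hepatic fibrosis genes passed both thresholds, and all 6 had a negative log2 change.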

Although JD(+) macrophages are less responsive to MAP infection than JD(–) macrophages, a signature of chronic disease-related pathways was observed in both groups at 4 hpi (Supplementary Tables 6, 10, respectively). 

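Between uninfected groups, 5 of 22 tested hepatic fibrosis genes were higher past both thresholds in JD(+) MDMs and 0 lower. For rheumatoid arthritis, 8 of 19 were higher and 2 lower, and for atherosclerosis 2 of 10 were higher and 2 lower. These calls treat the 24 controls as separate samples.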

Interestingly, these pathways, namely, the “Role of macrophages in rheumatoid arthritis,” “Hepatic fibrosis,” and “Atherosclerosis” signaling, were also identified when CTL JD(+) macrophages were compared with CTL JD(–) macrophages (Supplementary Table 9). 

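Over the 200 genes with the highest mean response at 8 h across all 12 cows, the mean change in log2(FPKM + 1) per cow was 2.93 ± 0.56 (SD, n = 6) in JD(–) cows and 0.52 ± 1.11 (SD, n = 6) in JD(+) cows (exact permutation test, two-sided, p = 0.00216, the smallest that 6 cows against 6 allow). The score was above 0 in 6 of 6 JD(–) cows and 4 of 6 JD(+) cows. From the smaller response and the differences between uninfected groups, the paper proposes that the JD(+) profile was set before the infection. The JD groups also came from different herds, which these comparisons cannot separate from JD status.

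**Figure D3:**
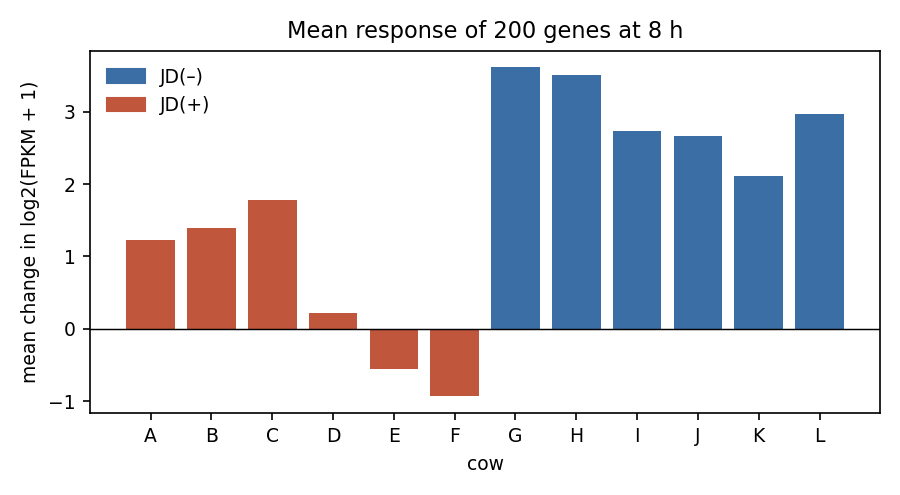
Mean change in log2(FPKM + 1) of 200 genes from the mean of a cow's controls to 8 h after infection (vertical axis), one bar per cow (horizontal axis). The 6 JD(–) cows lie above all 6 JD(+) cows, and 2 JD(+) cows lie below 0.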

Overall, JD(+) macrophages were less responsive to MAP infection than JD(–) macrophages, suggesting that the transcriptomic profile of JD(+) macrophages was already formatted prior to *in vitro* infection.

**Table 6:** Top 30 IPA pathways enriched by DE genes between CTL JD(+) and CTL JD(–) macrophages.

**Pathways**	**Adj. *p*-value^a^**	**Number of genes^b^**	***z* score^c^**
Hepatic fibrosis/Hepatic stellate cell activation	7.94E−14	37	n.a.
Semaphorin signaling in neurons	2.45E−05	13	n.a.
Role of macrophages, fibroblasts, and endothelial cells in rheumatoid arthritis	4.57E−05	32	n.a.
Granulocyte adhesion and diapedesis	2.45E−04	22	n.a.
Inhibition of matrix metalloproteases	1.55E−03	9	n.a.
LXR/RXR activation	1.66E−03	16	−0.58
Axonal guidance signaling	1.66E−03	36	n.a.
Role of tissue factor in cancer	1.70E−03	15	n.a.
Acute phase response signaling	2.24E−03	19	2.18
ILK signaling	2.40E−03	20	2.52
Agranulocyte adhesion and diapedesis	2.69E−03	20	n.a.
Colorectal cancer metastasis signaling	2.69E−03	23	2.13
HMGB1 signaling	2.88E−03	15	1.07
Intrinsic prothrombin activation pathway	3.63E−03	7	n.a.
Atherosclerosis signaling	3.63E−03	15	n.a.
TREM1 signaling	4.90E−03	11	n.a.
IL-6 signaling	4.90E−03	14	2.14
Ephrin receptor signaling	4.90E−03	18	n.a.
Role of osteoblasts, osteoclasts, and chondrocytes in rheumatoid arthritis	4.90E−03	21	n.a.
Differential regulation of cytokine production in intestinal epithelial cells by IL-17A and IL-17F	5.01E−03	6	n.a.
Folate transformations I	5.75E−03	4	n.a.
IL-10 signaling	6.92E−03	10	n.a.
Coagulation system	7.76E−03	7	1.13
Renal cell carcinoma signaling	8.32E−03	10	0.82
Chemokine signaling	8.32E−03	10	1.27
Signaling by rho family GTPases	8.32E−03	21	−0.24
Superpathway of cholesterol biosynthesis	1.15E−02	6	n.a.
Altered T cell and B cell signaling in rheumatoid arthritis	1.15E−02	11	n.a.
HIF1α signaling	1.15E−02	12	n.a.
CCR3 signaling in eosinophils	1.17E−02	13	n.a.

a *The Benjamini–Hochberg multiple testing adjusted p-value*.

b *The DE genes associated with pathways are listed in Supplementary Table 9*.

c *PA activation score (positive value, activated pathway; negative value, inhibited pathway)*.

### Expression of Putative Tolerized Genes Was Promptly Induced in MAP-Infected JD(–) Macrophages

The NF-κB related genes *NFKBIA* (alias IκBα) and *TNFAIP3* (encoding A20 protein) play critical roles in termination of the canonical NF-κB pathway (55). Those genes were significantly upregulated at all time points in JD(–) macrophages in response to MAP exposure, presumably at the first exposure to MAP since macrophages were from J(–) cows. It is well-known that endotoxin-tolerant cells increase the expression of negative NF-κB regulators, notably *TNFAIP3, NFKB1* (encoding p50), NF-κB inhibitor Zeta (*NFKBIZ*), *IRAK3*/IRAK-M, and the suppressor of cytokine signaling (SOCS) genes (56), among others. Those factors are part of a classical negative feedback system that regulates cytokine signal transduction through a so-called tolerization mechanism. These tolerized genes were significantly upregulated in JD(–) macrophages in response to first MAP exposure. 

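NFKBIA lies on chromosome 21 from 46427726 to 46431125, and its mean FPKM was 73.5 ± 27.2 (SD, n = 12) in uninfected JD(–) MDMs. After infection, NFKBIA had a mean FPKM of 274.2 ± 164, 185 ± 92.9, 162.8 ± 72.4 and 118 ± 36.6 (SD, n = 6) at 1, 4, 8 and 24 h. NFKBIA changed by 1.78, 1.29, 1.13 and 0.70 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.29, 0.25, 0.24 and 0.22 and adjusted p values of 5.3e-04, 4.7e-04, 6.3e-04 and 0.0142 from limma. NFKBIA was past both thresholds at 1, 4 and 8 h. NFKBIA moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). TNFAIP3 lies on chromosome 9 from 78465079 to 78475397, and its mean FPKM was 18.1 ± 5.48 (SD, n = 12) in uninfected JD(–) MDMs. After infection, TNFAIP3 had a mean FPKM of 196 ± 62.1, 97.7 ± 14.7, 88.1 ± 20.0 and 66.7 ± 15.5 (SD, n = 6) at 1, 4, 8 and 24 h. TNFAIP3 changed by 3.35, 2.42, 2.25 and 1.84 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.22, 0.18, 0.19 and 0.20 and adjusted p values of 9.4e-09, 4.0e-08, 5.8e-08 and 1.4e-06 from limma. TNFAIP3 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031).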

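NFKBIZ lies on chromosome 1 from 47265457 to 47276471, and its mean FPKM was 7.86 ± 6.89 (SD, n = 12) in uninfected JD(–) MDMs. After infection, NFKBIZ had a mean FPKM of 186 ± 50.0, 77.7 ± 17.1, 50.2 ± 15.3 and 31.2 ± 6.99 (SD, n = 6) at 1, 4, 8 and 24 h. NFKBIZ changed by 4.63, 3.40, 2.77 and 2.12 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.36, 0.35, 0.35 and 0.35 and adjusted p values of 6.7e-08, 1.3e-06, 3.8e-06 and 7.7e-05 from limma. NFKBIZ moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). IRAK3 lies on chromosome 5 from 51282422 to 51325278, and its mean FPKM was 13.4 ± 4.92 (SD, n = 12) in uninfected JD(–) MDMs. After infection, IRAK3 had a mean FPKM of 18.0 ± 5.05, 24.0 ± 4.77, 23.5 ± 3.65 and 19.2 ± 3.14 (SD, n = 6) at 1, 4, 8 and 24 h. IRAK3 changed by 0.45, 0.86, 0.84 and 0.56 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.22, 0.21, 0.21 and 0.21 and adjusted p values of 0.402, 0.00336, 0.00195 and 0.0311 from limma. IRAK3 was not past both thresholds at any of these times. IRAK3 moved in the direction of the mean change in 5, 6, 6 and 6 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.0625, 0.031, 0.031 and 0.031). IRAK3 passed both thresholds at 4 and 8 h after median ratio scaling (log2 changes of 1.04 and 1.08, limma adjusted p values of 9.7e-04 and 3.4e-04). Of the 5 loci of these negative regulators at 1 h, 3 rose past both thresholds, 2 did neither, with log2 changes from 0.45 to 4.63 among those tested. Of the 5 loci of these negative regulators at 4 h, 4 rose past both thresholds, 1 did neither, with log2 changes from 0.86 to 3.40 among those tested. Of the 5 loci of these negative regulators at 8 h, 4 rose past both thresholds, 1 did neither, with log2 changes from 0.84 to 3.38 among those tested. Of the 5 loci of these negative regulators at 24 h, 4 rose past both thresholds, 1 did neither, with log2 changes from 0.56 to 3.63 among those tested.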

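SOCS3 lies on chromosome 19 from 55003553 to 55004253, and its mean FPKM was 23.8 ± 31.1 (SD, n = 12) in uninfected JD(–) MDMs. After infection, SOCS3 had a mean FPKM of 70.1 ± 62.1 and 151 ± 52.6 (SD, n = 6) at 1 and 24 h. SOCS3 changed by 2.17 and 3.63 on the log2 scale at 1 and 24 h, with standard errors of 0.78 and 0.71 and adjusted p values of 0.163 and 4.2e-04 from limma. SOCS3 was past both thresholds at 24 h. SOCS3 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). SOCS3 passed both thresholds at 1 h with the cow as a block (log2 change of 2.17, limma adjusted p = 0.00403).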

The expression of *SOCS3* was promptly upregulated at 1 hpi and increased to 8.9-fold at 24 hpi (Supplementary Table 4). The upregulation of SOC3 was confirmed DE at 8 hpi by qPCR (Table 2). Other negative regulators, notably the monocyte chemoattractant protein 1 gene (*CCL2)* and the granulocyte colony-stimulating factor (known as G-CSF) gene (*CSF3*), were upregulated at 8 hpi (Table 2). The response to MAP infection was prompt and sustained in JD(–) macrophages for tolerizable NF-κβ target genes such as *IL10, CCL2, CSF3, IDO1*, and *NOS2*, whereas slight or no changes were detected in JD(+) macrophages for *CCL2, NOS2*, and *IL1A* (Table 2). 

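IL10 changed by 2.50 ± 0.44 (SD, n = 6) on the log2 scale in JD(–) MDMs at 8 h and by -0.85 ± 1.66 (SD, n = 6) in JD(+) MDMs, a difference of 3.35 (exact permutation test, two-sided, p = 0.00216). CCL2 changed by 3.71 ± 1.34 (SD, n = 6) on the log2 scale in JD(–) MDMs at 8 h and by -0.59 ± 2.60 (SD, n = 6) in JD(+) MDMs, a difference of 4.31 (exact permutation test, two-sided, p = 0.00433). CSF3 changed by 7.04 ± 2.10 (SD, n = 6) on the log2 scale in JD(–) MDMs at 8 h and by 0.54 ± 3.35 (SD, n = 6) in JD(+) MDMs, a difference of 6.50 (exact permutation test, two-sided, p = 0.00216). IDO1 changed by 3.89 ± 2.65 (SD, n = 6) on the log2 scale in JD(–) MDMs at 8 h and by 0.68 ± 1.76 (SD, n = 6) in JD(+) MDMs, a difference of 3.21 (exact permutation test, two-sided, p = 0.039). NOS2 changed by 5.96 ± 1.15 (SD, n = 6) on the log2 scale in JD(–) MDMs at 8 h and by 0.43 ± 3.01 (SD, n = 6) in JD(+) MDMs, a difference of 5.53 (exact permutation test, two-sided, p = 0.00216). IL1A changed by 6.06 ± 1.30 (SD, n = 6) on the log2 scale in JD(–) MDMs at 8 h and by 0.62 ± 4.08 (SD, n = 6) in JD(+) MDMs, a difference of 5.44 (exact permutation test, two-sided, p = 0.0108).

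**Figure D4:**
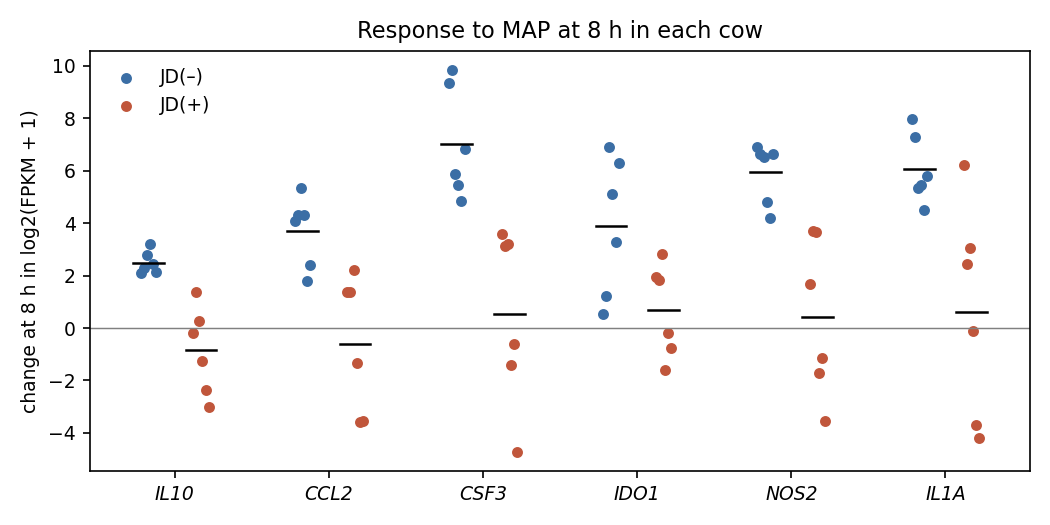
Change in log2(FPKM + 1) from a cow's controls to 8 h after infection (vertical axis) for 6 genes (horizontal axis), one point per cow, in JD(–) and JD(+) cows.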

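ABCA1 lies on chromosome 8 from 99287137 to 99412920, and its mean FPKM was 98.0 ± 43.7 (SD, n = 12) in uninfected JD(–) MDMs. After infection, ABCA1 had a mean FPKM of 84.5 ± 36.0 (SD, n = 6) at 8 h. ABCA1 changed by -0.18 on the log2 scale at 8 h, with a standard error of 0.32 and an adjusted p value of 0.646 from limma. ABCA1 was not past both thresholds at that time. ABCA1 moved in the direction of the mean change in 4 of 6 cows (exact sign-flip test, two-sided, p = 0.438). ABCA1 changed in the opposite direction at 8 h after median ratio scaling (log2 change of 0.07, limma adjusted p = 0.872). GPX4 lies on chromosome 7 from 42592799 to 42595221, and its mean FPKM was 117 ± 42.7 (SD, n = 12) in uninfected JD(–) MDMs. After infection, GPX4 had a mean FPKM of 111 ± 39.2 (SD, n = 6) at 8 h. GPX4 changed by -0.07 on the log2 scale at 8 h, with a standard error of 0.26 and an adjusted p value of 0.833 from limma. GPX4 was not past both thresholds at that time. GPX4 moved in the direction of the mean change in 3 of 6 cows (exact sign-flip test, two-sided, p = 0.562). GPX4 changed in the opposite direction at 8 h after median ratio scaling (log2 change of 0.18, limma adjusted p = 0.564). Of the 9 loci of 9 of the genes named, those reported here, at 8 h, 4 fell past both thresholds, 4 did neither, and 1 was too low for the limma test, with log2 changes from -2.25 to -0.07 among those tested.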

Genes that are not NF-κβ targets, such as *CYP27A1, GAS7, GPX4, GSR, PPARG, SERPINE1, ABCA1, ABCA7, ABCA9, ABCG1*, and *NRIP1*, were not upregulated in MAP-infected JD(–) macrophages (Table 2).

Globally, whereas few DE genes were observed in JD(+) macrophages, the magnitude of the response to MAP infection was always much more considerable in macrophages from JD(–) compared to JD(+). 

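The response at 8 h differed between JD groups in 712 genes, 371 with a higher change in JD(–) MDMs and 341 with a lower one. Without the filter on low values the count was 581. With the filter, it was 0 at 1 h, 209 at 4 h and 730 at 24 h, and at 4 and 24 h it was lower without the filter.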

For example, at 8 hpi, *NOS2* and *IDO1* were upregulated in both JD(+) and JD(–) macrophages but at a higher degree in the latter (7.9- vs. 44.4-fold change, respectively; *p* < 0.0001) (Table 2). Other genes were affected in the same way, notably the oxidative stress marker *NOS2*, which is one of the tolerized immune genes (56). NOS2 is also part of the “Role of macrophages in rheumatoid arthritis” (Supplementary Figure 4) and “LXR/RXR activation” pathways (Supplementary Figure 6).

### Putative Epigenetic Modifiers in the Second Wave of Gene Expression Following MAP Infection

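DNMT1 lies on chromosome 7 from 13143848 to 13186846, and its mean FPKM was 8.05 ± 2.35 (SD, n = 12) in uninfected JD(–) MDMs. After infection, DNMT1 had a mean FPKM of 11.0 ± 3.29 and 15.3 ± 3.56 (SD, n = 6) at 8 and 24 h. DNMT1 changed by 0.41 and 0.86 on the log2 scale at 8 and 24 h, with standard errors of 0.18 and 0.17 and adjusted p values of 0.064 and 4.2e-04 from limma. DNMT1 was not past both thresholds at any of these times. DNMT1 moved in the direction of the mean change in 5 and 6 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.0625 and 0.031). DNMT1 passed both thresholds at 24 h after median ratio scaling (log2 change of 1.01, limma adjusted p = 1.9e-04).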

During the initial “cytokine storm” (section inflammatory processes), the gene expression of DNA methyltransferase 1 (*DNMT1*), responsible for gene hypermethylation, increased ~2-fold at 24 hpi (Supplementary Table 4). The growth arrest and DNA-damage-inducible protein 45 alpha (*GADD45A*) and gamma (*GADD45G*) genes are members of a small family of stress-response genes and serve as a nexus between DNA repair and epigenetics (57). 

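GADD45A lies on chromosome 3 from 82659048 to 82662137, and its mean FPKM was 57.3 ± 18.6 (SD, n = 12) in uninfected JD(–) MDMs. After infection, GADD45A had a mean FPKM of 13.6 ± 7.89, 6.30 ± 2.41 and 6.58 ± 2.24 (SD, n = 6) at 4, 8 and 24 h. GADD45A changed by -2.07, -3.01 and -2.93 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.25, 0.22 and 0.21 and adjusted p values of 5.0e-06, 1.8e-08 and 2.0e-08 from limma. GADD45A moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). GADD45G lies on chromosome 8 from 93200081 to 93201631, and its mean FPKM was 4.24 ± 1.80 (SD, n = 12) in uninfected JD(–) MDMs. After infection, GADD45G had a mean FPKM of 2.41 ± 1.37, 1.91 ± 1.08 and 1.58 ± 1.07 (SD, n = 6) at 4, 8 and 24 h. GADD45G changed by -0.64, -0.84 and -1.03 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.24, 0.23 and 0.23 and adjusted p values of 0.0369, 0.00369 and 0.00117 from limma. GADD45G was past both thresholds at 24 h. GADD45G moved in the direction of the mean change in 5, 5 and 5 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.188, 0.0938 and 0.0625). GADD45G passed both thresholds at 8 h with a pseudocount of 0.1 (log2 change of -1.14, limma adjusted p = 0.0027). GADD45G did not pass both thresholds at 24 h after median ratio scaling (log2 change of -0.93, limma adjusted p = 0.00209).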

The *GADD45A* and *GADD45G* genes were downregulated from 4 hpi until 24 hpi in MAP-infected JD(–) macrophages (Supplementary Table 4). 

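LOXL2 lies on chromosome 8 from 74032203 to 74144071, and its mean FPKM was 0.849 ± 2.79 (SD, n = 12) in uninfected JD(–) MDMs. After infection, LOXL2 had a mean FPKM of 0.0436 ± 0.0163 (SD, n = 6) at 1 h. LOXL2 was too low for the limma test at 1 h, and the ratio of its mean FPKM to that of the controls was 0.0514. LOXL2 moved in the direction of the mean change in 3 of 6 cows (exact sign-flip test, two-sided, p = 0.531). LOXL2 had a mean FPKM of 7.25 ± 11.2 (SD, n = 12) in uninfected JD(+) MDMs and 0.849 ± 2.79 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, LOXL2 was too low for the limma test, and the ratio of the means was 8.54. LOXL2 lay above all JD(–) cows in 2 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.199).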

Another epigenetics-related gene, encoding lysyl oxidase-like 2 (*LOXL2*), was downregulated in JD(–) macrophages by −20.6-fold change as early as 1 hpi, while in CTL JD(+) macrophages, in comparison with CTL JD(–) macrophages, *LOXL2* was upregulated ~10-fold (Supplementary Table 4). This transcriptional corepressor specifically mediates the deamination of trimethylated Lys-4 of histone H3 (*H3K4me3*), a specific tag for epigenetic transcriptional activation (58). Histone deacetylases (HDACs) are other key participants in epigenetic regulation of immune responses. 

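HDAC6 lies on chromosome X from 55673729 to 55703983, and its mean FPKM was 19.1 ± 4.58 (SD, n = 12) in uninfected JD(–) MDMs. After infection, HDAC6 had a mean FPKM of 8.56 ± 3.17, 4.69 ± 1.88 and 6.16 ± 1.68 (SD, n = 6) at 4, 8 and 24 h. HDAC6 changed by -1.10, -1.85 and -1.48 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.19, 0.18 and 0.17 and adjusted p values of 1.8e-04, 3.5e-07 and 2.1e-06 from limma. HDAC6 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). HDAC6 did not pass both thresholds at 4 h after median ratio scaling (log2 change of -0.93, limma adjusted p = 3.3e-04).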

The *HDAC6* gene, involved in the HDAC6/STAT3/IL10 axis (59), was downregulated ~3-fold later on (24 hpi) during infection in JD(–) macrophages (Supplementary Table 4). 

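IL10 lies on chromosome 16 from 3568210 to 3572149, and its mean FPKM was 8.81 ± 3.45 (SD, n = 12) in uninfected JD(–) MDMs. After infection, IL10 had a mean FPKM of 163.1 ± 71.4 and 25.9 ± 9.35 (SD, n = 6) at 1 and 24 h. IL10 changed by 4.01 and 1.46 on the log2 scale at 1 and 24 h, with standard errors of 0.29 and 0.25 and adjusted p values of 2.9e-08 and 1.2e-04 from limma. IL10 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031).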

In parallel, *IL10* expression that was drastically upregulated ~20-fold at 1 hpi was progressively reduced to a 3.7-fold change at 24 hpi (Supplementary Table 4). The change in these epigenetic modifiers during MAP infection suggests that gene expression is also regulated at the epigenetic level.

### MAP Affected Expression of Genes Involved in Lipid Homeostasis and Accumulated Lipids in JD(+) Macrophages

#### Lipid-Mediated Immunosuppressive Effect

In response to mycobacterial infection, the TLR-mediated signaling cascade releases arachidonic acid by the action of phospholipases (60). In JD(–) macrophages, genes encoding phospholipases, notably LDL-associated phospholipase A2 (*PLA2G7*), phosphatidylcholine 2-acylhydrolase 12A (*PLA2G12A*), and lysosomal phospholipase A2 (*PLA2G15*), were all downregulated at 8 and 24 hpi in response to MAP infection (Supplementary Table 4). 

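PLA2G7 lies on chromosome 23 from 20512945 to 20550839, and its mean FPKM was 170.3 ± 77.8 (SD, n = 12) in uninfected JD(–) MDMs. After infection, PLA2G7 had a mean FPKM of 36.2 ± 17.0 and 22.7 ± 19.2 (SD, n = 6) at 8 and 24 h. PLA2G7 changed by -2.14 and -3.02 on the log2 scale at 8 and 24 h, with standard errors of 0.39 and 0.45 and adjusted p values of 1.4e-04 and 3.1e-05 from limma. PLA2G7 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). PLA2G12A lies on chromosome 6 from 17023870 to 17038231, and its mean FPKM was 16.5 ± 4.60 (SD, n = 12) in uninfected JD(–) MDMs. After infection, PLA2G12A had a mean FPKM of 5.90 ± 2.15 and 6.26 ± 0.484 (SD, n = 6) at 8 and 24 h. PLA2G12A changed by -1.34 and -1.22 on the log2 scale at 8 and 24 h, with standard errors of 0.19 and 0.16 and adjusted p values of 1.3e-05 and 1.3e-05 from limma. PLA2G12A moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). PLA2G15 lies on chromosome 18 from 34517562 to 34531363, and its mean FPKM was 34.9 ± 14.3 (SD, n = 12) in uninfected JD(–) MDMs. After infection, PLA2G15 had a mean FPKM of 8.04 ± 5.64 and 9.83 ± 5.46 (SD, n = 6) at 8 and 24 h. PLA2G15 changed by -2.09 and -1.74 on the log2 scale at 8 and 24 h, with standard errors of 0.33 and 0.30 and adjusted p values of 3.3e-05 and 1.2e-04 from limma. PLA2G15 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031).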

Eicosanoids are normally metabolized into either leukotriene by the activity of arachidonate 5-lipoxygenase (ALOX5) or prostaglandin (PGE2) by the activity of cyclooxygenase (COX2) (61). 

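ALOX5 lies on chromosome 28 from 44361281 to 44407974, and its mean FPKM was 2.18 ± 1.38 (SD, n = 12) in uninfected JD(–) MDMs. After infection, ALOX5 had a mean FPKM of 1.09 ± 0.747, 0.145 ± 0.130 and 0.0446 ± 0.0333 (SD, n = 6) at 4, 8 and 24 h. ALOX5 changed by -0.54, -1.33 and -1.45 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.32, 0.29 and 0.28 and adjusted p values of 0.176, 6.8e-04 and 4.1e-04 from limma. ALOX5 was past both thresholds at 8 and 24 h. ALOX5 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). PTGS2 lies on chromosome 16 from 65373124 to 65380748, and its mean FPKM was 2.97 ± 4.17 (SD, n = 12) in uninfected JD(–) MDMs. After infection, PTGS2 had a mean FPKM of 128 ± 75.2, 76.6 ± 46.9 and 14.2 ± 4.96 (SD, n = 6) at 4, 8 and 24 h. PTGS2 changed by 5.22, 4.49 and 2.28 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.43, 0.43 and 0.39 and adjusted p values of 1.3e-07, 2.5e-07 and 1.3e-04 from limma. PTGS2 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031).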

In our results, *ALOX5* was drastically downregulated (−12- to 48-fold), whereas the inducible COX2 encoding gene, *PTGS2*, increased (47- to 21-fold) during the 8-to-24-hpi period (Supplementary Table 4). The COX2 enzyme catalyzes the rate-limiting step of inflammatory production of bioactive lipid PGE2 that plays important immunosuppressive roles (60), notably by modulating the gene expression of program cell death ligand-1 (*CD274*) (62). 

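CD274 lies on chromosome 8 from 41294346 to 41311742, and its mean FPKM was 85.5 ± 36.4 (SD, n = 12) in uninfected JD(–) MDMs. After infection, CD274 had a mean FPKM of 173 ± 43.7, 174 ± 57.8 and 121 ± 45.8 (SD, n = 6) at 4, 8 and 24 h. CD274 changed by 1.08, 1.06 and 0.49 on the log2 scale at 4, 8 and 24 h, with standard errors of 0.25, 0.26 and 0.28 and adjusted p values of 0.00197, 0.00165 and 0.156 from limma. CD274 was past both thresholds at 4 and 8 h. CD274 moved in the direction of the mean change in 6, 6 and 4 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.031, 0.031 and 0.219).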

The expression of *CD274* increased transiently (4–8 hpi) ~2-fold in response to MAP infection in JD(–) macrophages (Supplementary Table 4). The S100A8/9 proteins are members of the S100 gene family of calcium-binding proteins and are also known to function as fatty acid carriers. 

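S100A8 lies on chromosome 3 from 18249109 to 18250091, and its mean FPKM was 1299 ± 2665 (SD, n = 12) in uninfected JD(–) MDMs. After infection, S100A8 had a mean FPKM of 6576 ± 3114 (SD, n = 6) at 8 h. S100A8 changed by 3.66 on the log2 scale at 8 h, with a standard error of 0.75 and an adjusted p value of 4.3e-04 from limma. S100A8 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). S100A9 lies on chromosome 3 from 18278413 to 18281115, and its mean FPKM was 437 ± 971 (SD, n = 12) in uninfected JD(–) MDMs. After infection, S100A9 had a mean FPKM of 3259 ± 1762 (SD, n = 6) at 8 h. S100A9 changed by 4.59 on the log2 scale at 8 h, with a standard error of 0.88 and an adjusted p value of 2.4e-04 from limma. S100A9 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031).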

Both S100A8/9 were upregulated at 8 hpi (Supplementary Table 4). Downregulation of the growth arrest-specific gene 7 (*GAS7*) has been associated with chronic inflammation and obesity (63). The qPCR results showed that *GAS7* was downregulated at 8 hpi in MAP-infected JD(+) macrophages (Table 2).

#### Lipid Synthesis

Lipid homeostasis pathways, including PPAR signaling, LXR/RXR activation, and hepatic cholestasis pathways, were gradually altered during MAP infection. The LXR/RXR activation pathway moved from the 39th most impacted pathway at 1 hpi to the 35th, 12th, and 3rd positions at 4, 8, and 24 hpi, respectively in JD(–) macrophages, suggesting an increased impact on cholesterol efflux and lipogenesis pathways as the infection progressed (Supplementary Tables 5–8). It is worth mentioning that the LXR/RXR activation pathway ranked 6th in CTL JD(+) macrophages in comparison with CTL JD(–) macrophages (Table 6). Their negative IPA *z* score value suggest that CTL JD(+) macrophages strongly repressed these pathways. The RXR gene *NR1H4*, which is the obligate partner of *LXR*, was confirmed to be downregulated −2.6-fold in CTL JD(+) macrophages (*p* = 0.0344) (Table 2) and even more downregulated in response to MAP infection in JD(–) macrophages (Table 2). 

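SREBF1 lies on chromosome 19 from 35434948 to 35450984 and had a mean FPKM of 4.20 ± 2.89 (SD, n = 12) in uninfected JD(+) MDMs and 10.4 ± 3.63 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, SREBF1 differed by -1.36 on the log2 scale (standard error 0.33, adjusted p = 0.00636 from limma). SREBF1 lay below all JD(–) cows in 5 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.00649). SREBF1 did not pass both thresholds with the mean of each cow's 2 controls (log2 change of -1.36, limma adjusted p = 0.122).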

In particular, the transcriptional activator required for lipid homeostasis, the gene encoding the sterol regulatory element-binding protein 1 (SREBF1), was downregulated in CTL JD(+) macrophages in comparison with CTL JD(–) macrophages (Supplementary Table 4). In contrast, some genes involved in fatty acid elongation (e.g., *ELOVL6* and *ELOVL7*) were upregulated in CTL JD(+) macrophages in comparison with JD(–) macrophages (Supplementary Table 4). 

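ELOVL6 lies on chromosome 6 from 16690800 to 16705291 and had a mean FPKM of 2.23 ± 2.62 (SD, n = 12) in uninfected JD(+) MDMs and 0.810 ± 0.389 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, ELOVL6 differed by 0.53 on the log2 scale (standard error 0.28, adjusted p = 0.134 from limma), not past both thresholds. ELOVL6 lay above all JD(–) cows in 3 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.292). ELOVL7 lies on chromosome 20 from 19774500 to 19928646 and had a mean FPKM of 1.78 ± 4.55 (SD, n = 12) in uninfected JD(+) MDMs and 0.0335 ± 0.0998 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, ELOVL7 was too low for the limma test, and the ratio of the means was 53.2. ELOVL7 lay above all JD(–) cows in 2 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.223).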

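OLR1 lies on chromosome 5 from 106703848 to 106715154, and its mean FPKM was 12.8 ± 9.03 (SD, n = 12) in uninfected JD(–) MDMs. After infection, OLR1 had a mean FPKM of 67.9 ± 23.2, 50.6 ± 33.3, 25.8 ± 20.8 and 4.79 ± 3.76 (SD, n = 6) at 1, 4, 8 and 24 h. OLR1 changed by 2.56, 1.98, 0.84 and -1.22 on the log2 scale at 1, 4, 8 and 24 h, with standard errors of 0.41, 0.45, 0.50 and 0.46 and adjusted p values of 4.9e-04, 0.0018, 0.155 and 0.0355 from limma. OLR1 was past both thresholds at 1, 4 and 24 h. OLR1 moved in the direction of the mean change in 6, 6, 4 and 6 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.031, 0.031, 0.219 and 0.031). OLR1 did not pass both thresholds at 24 h after median ratio scaling (log2 change of -1.09, limma adjusted p = 0.0529).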

A receptor of oxidized low-density lipoprotein (LDL), namely, *LOX1*, was upregulated in MAP-infected JD(–) macrophages during the 1-to-8-hpi period (Supplementary Table 4). 

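MYLIP lies on chromosome 23 from 40541635 to 40562297 and had a mean FPKM of 1.49 ± 0.741 (SD, n = 12) in uninfected JD(+) MDMs and 3.84 ± 1.73 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, MYLIP differed by -0.94 on the log2 scale (standard error 0.18, adjusted p = 0.00224 from limma), not past both thresholds. MYLIP lay below all JD(–) cows in 6 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.00216). MYLIP passed both thresholds with a pseudocount of 0.1 (log2 change of -1.34, limma adjusted p = 0.0035).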

In these CTL JD(+) macrophages, the gene expression of the LDL receptor, *LDLR*, was also increased while the *IDOL* (E3 ubiquitin ligase-inducible degrader of the LDL receptor) gene encoding the enzyme regulating its degradation was downregulated. While the expression of genes responsible for *de novo* lipid synthesis was reduced, LDL intake is supported by the increased expression of genes encoding LDL receptors or scavengers of modified LDL receptors and by increased expression of encoding fatty acid elongases in CTL JD(+) macrophages in comparison with CTL JD(–) macrophages.

#### Formation of Lipid Droplets and Macrophage-Derived Foam Cells

The KLF4 and c-MYC proteins are involved in macrophage polarization as well as in the formation of cytoplasmic lipid droplets (64). Both transcriptional activators *KLF4* and *MYC* were upregulated in CTL JD(+) macrophages vs. CTL JD(–) macrophages (Supplementary Table 4). 

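KLF4 lies on chromosome 8 from 102192342 to 102196400 and had a mean FPKM of 5.60 ± 7.11 (SD, n = 12) in uninfected JD(+) MDMs and 1.87 ± 1.66 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, KLF4 differed by 0.72 on the log2 scale (standard error 0.42, adjusted p = 0.162 from limma), not past both thresholds. KLF4 lay above all JD(–) cows in 2 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.299). MYC lies on chromosome 14 from 12157977 to 12163151 and had a mean FPKM of 6.54 ± 4.45 (SD, n = 12) in uninfected JD(+) MDMs and 3.07 ± 1.59 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, MYC differed by 0.69 on the log2 scale (standard error 0.31, adjusted p = 0.079 from limma), not past both thresholds. MYC lay above all JD(–) cows in 4 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.134).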

Overexpression of these partners is sufficient to drive cell differentiation into adipocyte-like cells (65), which might influence polarization as well. 

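EBF1 lies on chromosome 7 from 71025441 to 71435732 and had a mean FPKM of 1.41 ± 2.52 (SD, n = 12) in uninfected JD(+) MDMs and 0.0124 ± 0.0277 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, EBF1 was too low for the limma test, and the ratio of the means was 113. EBF1 lay above all JD(–) cows in 2 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.175).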

The gene encoding the transcription factor early B cell factor 1 (*EBF1*), which regulates genes controlling lipolysis and adipocyte morphology and differentiation, was much more (>100-fold) abundant in CTL JD(+) macrophages than in CTL JD(–) macrophages (Supplementary Table 4). Other members of lipid oxidation and accumulation of lipid droplets were affected by JD status. The gene encoding perilipin 2 (*PLIN2*), which coats intracellular lipid storage droplets, was more ~2-fold abundant in CTL JD(+) macrophages than in JD(–) macrophages (Supplementary Table 4).

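PLIN2 lies on chromosome 8 from 26595454 to 26604143 and had a mean FPKM of 559 ± 296 (SD, n = 12) in uninfected JD(+) MDMs and 297 ± 129 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, PLIN2 differed by 0.66 on the log2 scale (standard error 0.38, adjusted p = 0.159 from limma), not past both thresholds. PLIN2 lay above all JD(–) cows in 4 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.242).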

As described above, the impact of MAP infection and JD status on several pathways pointed toward the accumulation of lipids in macrophages through the involvement of fatty acid metabolism and the cholesterol influx/exflux, among others. The accumulation of lipids in CTL and MAP-infected macrophages was monitored using an Oil Red O lipids staining assay. A representative result is shown in Figure 3. Microscopy analysis of CTL macrophages from JD(+) cows revealed staining levels higher than in CTL JD(–) macrophages despite the fact that these macrophages were not infected by MAP. Our results suggest that blood circulating monocytes from JD(+) cows differentiating into macrophages are already accumulating lipids without any apparent stimuli. The accumulation of lipids in MAP-infected macrophages from both JD(–) and JD(+) cows correlated with the presence of clumps of cells, as shown at the lower (200×) magnification (Figure 3A). Their granulomatous appearance suggests high endogenous lipid droplets, as clearly observed at the 400× magnification (Figure 3B), while very few lipid droplets were visible in unexposed JD(–) macrophages. The Oil Red O stain was seen mostly at the cytoplasmic membrane in these JD(–) CTL cells. This contrasted with MAP-infected macrophages, where lipid droplets accumulated throughout the cytosol of most cells. Interestingly, some macrophages from CTL JD(+) cows assumed the morphological appearance of foam cells with many Oil Red O lipid droplets, despite the fact that these cells were not infected by MAP (Figure 3B, left panel, arrows). Foam cells were also observed in both JD groups in response to infection (Figure 3B, arrows). These larger cells showed an abundance of lipid droplets that was grossly correlated with the morphological appearance of foam cells. This foamy cell phenotype would support the top Hepatic stellate cell (also known as fat-storing cell) pathway found in our enrichment analysis.

**Figure 3:**
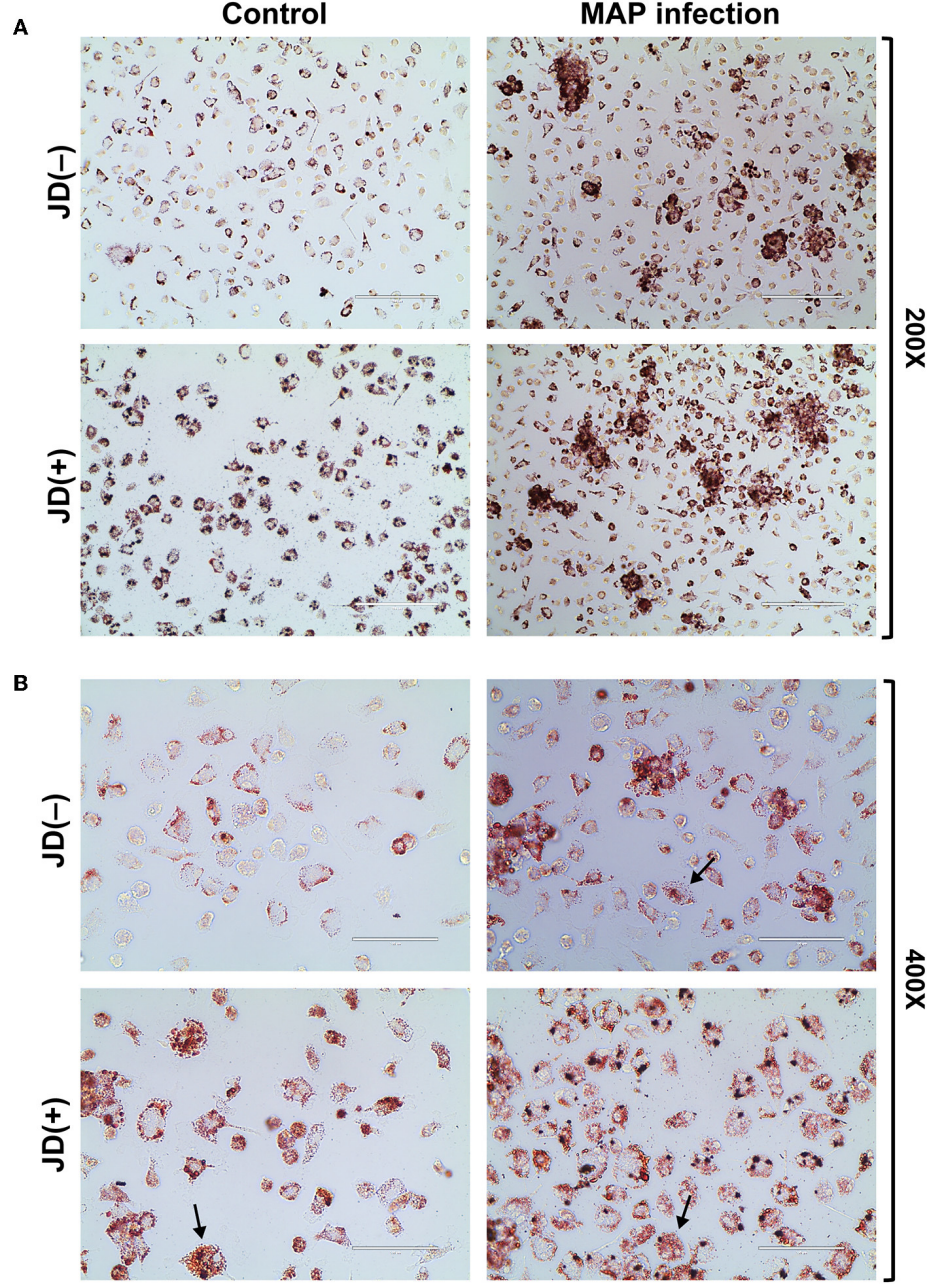
Lipid accumulation assay using Oil Red O staining. The staining is shown for macrophages from Johne's disease negative [JD(–)] and positive [JD(+)] cows and for uninfected (CTL) or MAP-infected (5 days) experimental condition. The images were observed at **(A)** 200× magnification (scale bar = 200 μm) and at **(B)** a 400× magnification (scale bar = 100 μm). Arrows show macrophages with a classical foam cell morphology suggesting macrophage-derived foam cells. These are representative images from three experiments. Lipid accumulation assay for macrophages from two additional JD(–) and JD(+) cows are given in Supplementary Figure 3.

Overall, MAP had a major influence on both cholesterol metabolism and lipid homeostasis. Our results suggest positive lipid entry. In addition, the transcription factor PPARG and LXR/RXR-related pathways were negatively affected both in response to MAP infection and in CTL JD(+) macrophages. 

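PPARG lies on chromosome 22 from 58046703 to 58119374, and its mean FPKM was 11.5 ± 4.51 (SD, n = 12) in uninfected JD(–) MDMs. After infection, PPARG had a mean FPKM of 2.04 ± 1.62 and 2.22 ± 0.668 (SD, n = 6) at 8 and 24 h. PPARG changed by -2.08 and -1.86 on the log2 scale at 8 and 24 h, with standard errors of 0.32 and 0.28 and adjusted p values of 3.1e-05 and 3.4e-05 from limma. PPARG moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). PPARG had a mean FPKM of 5.61 ± 3.09 (SD, n = 12) in uninfected JD(+) MDMs and 11.5 ± 4.51 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, PPARG differed by -0.96 on the log2 scale (standard error 0.28, adjusted p = 0.0156 from limma), not past both thresholds. PPARG lay below all JD(–) cows in 2 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.0476). PPARG passed both thresholds with a pseudocount of 0.1 (log2 change of -1.10, limma adjusted p = 0.0229). NR1H4 lies on chromosome 5 from 69048543 to 69100113, and its mean FPKM was 0.325 ± 0.195 (SD, n = 12) in uninfected JD(–) MDMs. After infection, NR1H4 had a mean FPKM of 0.0679 ± 0.0255 and 0.0432 ± 0.0269 (SD, n = 6) at 8 and 24 h. NR1H4 was too low for the limma test at 8 and 24 h, and the ratio of its mean FPKM to that of the controls was 0.209 and 0.133. NR1H4 moved in the direction of the mean change in 5 and 5 of 6 cows in turn (exact sign-flip test, two-sided, p = 0.0625 and 0.0625). NR1H4 had a mean FPKM of 0.189 ± 0.128 (SD, n = 12) in uninfected JD(+) MDMs and 0.325 ± 0.195 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, NR1H4 was too low for the limma test, and the ratio of the means was 0.582. NR1H4 lay below all JD(–) cows in 1 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.0909).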

Finally, the accumulation of lipids in CTL JD(+) macrophages confirmed the lipid homeostasis shift that is linked to JD.

## Discussion

### Lipid Homeostasis

At first glance, it makes sense that lipid droplets are an attractive target for MAP seeking energy resources from host macrophages. Lipid droplet (LD) formation occurs during activation of macrophages and also during infection of macrophages by intracellular pathogens, including *M. tuberculosis* (Mtb) (66). The HIF-1α-dependent signaling pathway implicated in host defense redistributes macrophage lipids into LDs (66). Interestingly, this *HIF1A* gene was DE in response to MAP infection (Table 2). The ability of Mtb to switch between glucose to host-derived fatty acids and cholesterol as sources of nitrogen, carbon, and energy during host infection is well-known (67). MAP is also able to use cholesterol as a carbon source (68) and manipulate host lipid metabolism during early infection (69). Our data support the fact that MAP promotes the uptake of LDL and modified LDL through the upregulation of some receptors (e.g., *LDLR, VDLR*, and *LOX1*). In addition, *MYLIP*, encoding the E3 ubiquitin ligase-inducible degrader of LDLR, was downregulated in macrophages of JD(+) cows compared to JD(–) macrophages. 

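MYLIP lies on chromosome 23 from 40541635 to 40562297, and its mean FPKM was 3.84 ± 1.73 (SD, n = 12) in uninfected JD(–) MDMs. After infection, MYLIP had a mean FPKM of 0.929 ± 0.829 (SD, n = 6) at 8 h. MYLIP changed by -1.35 on the log2 scale at 8 h, with a standard error of 0.24 and an adjusted p value of 1.1e-04 from limma. MYLIP moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031).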

The reduction was even greater in response to MAP infection in JD(–) macrophages. These results suggest that reduction of *MYLIP*, encoding the LDLR ubiquitination enzyme IDOL, might promote a sustained cell-surface LDLR level with the consequence of lipid accumulation observed in JD(+) macrophages (Figure 3), as schematized in Figure 4.

**Figure 4:**
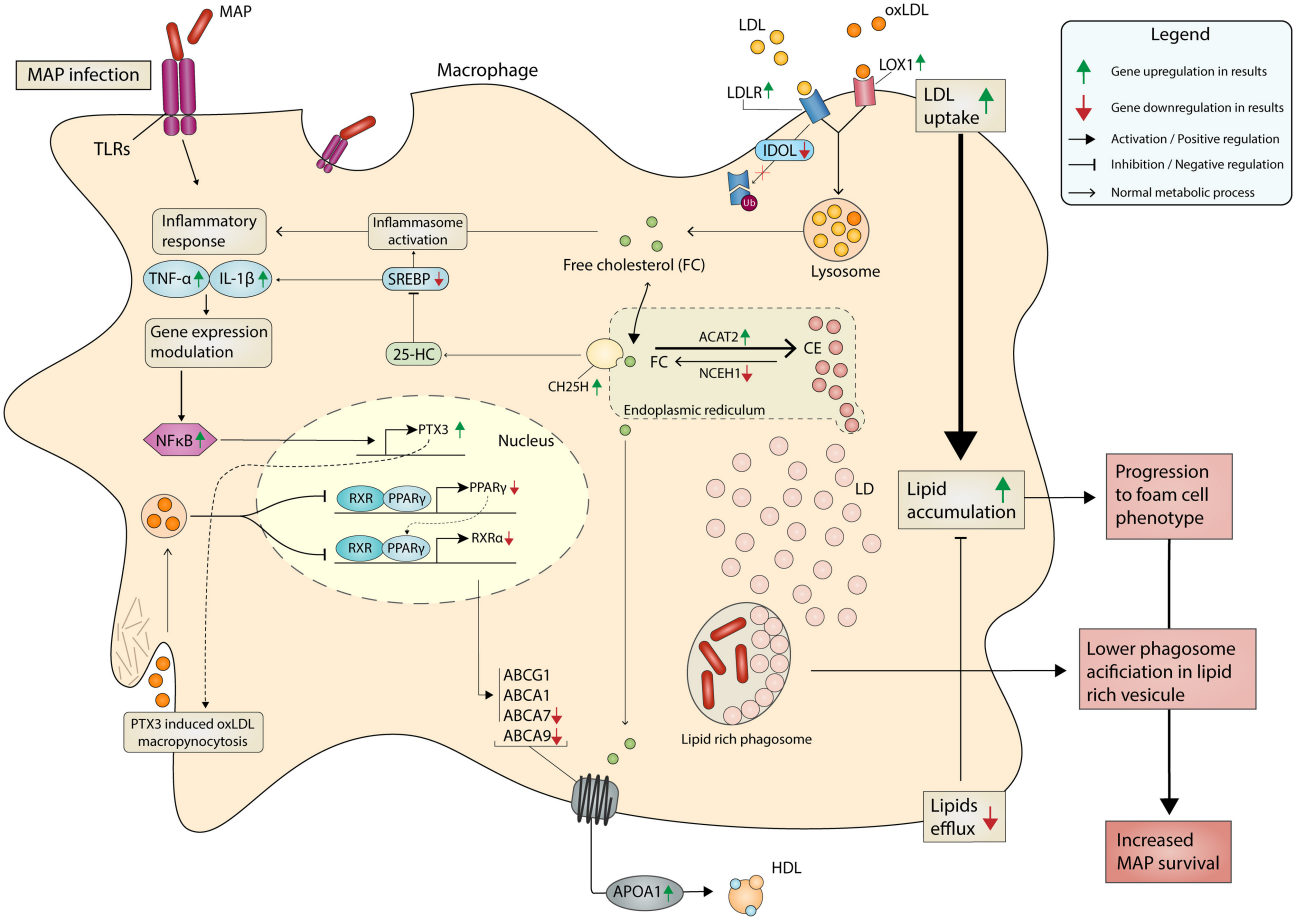
Metabolism in MAP-infected macrophage promotes lipid accumulation and chronic JD. MAP-mediated signaling induces an inflammation that results from the translocation of NF-κB (p50–p65 heterodimers) to gene promoter sites, as well as the assembly of a coactivator complex on these sites, together resulting in gene transcription, notably *IL1A, IL6, PTX3*, and *TNF* among others. In parallel, the lipid metabolism is greatly affected by MAP infection. Our results suggest that CTL JD(+) macrophages also depict a metabolism supporting lipid entry because scavenger receptors (LDLR, PTX, and SCAR5) were upregulated while the gene encoding LDLR degradation (IDOL) was downregulated. PTX3 promotes oxLDL uptake through macropynocytosis. The phagocytized LDL or oxLDL are released from the liposome as free cholesterol (FC) or oxLDL in the cell. Due to the higher expression of the *ACTA2* gene over *NCEH1* genes, which have reversed actions, the FC is then predominantly transformed in cholesterol ester (CE). These are then stored in the form of lipid droplets (LD). PPARs and LXRs are nuclear receptors activated by non-esterified fatty acids and cholesterol metabolites, respectively. The activation of PPAR-γ inhibits the expression of target genes through an epigenetic mechanism (histone deacetylase) and a process that prevents its degradation (inhibited ubiquitination) and thereby maintains the inflammatory genes in a repressed state. Sterol metabolites are natural ligands of LXRα, and LXRα is a sensor of cholesterol for controlling genes involved in a process known as reverse cholesterol transport. Downregulation of genes like *PPAR*γ and *LXR*α was observed in both MAP-infected and CTL JD(+) macrophages. They have a negative impact on the expression of cholesterol exporter genes like *ABCA7* and *ABCA9*, thus supporting the reverse cholesterol transport. The increased LDL uptake combined with limited lipid efflux induces lipid accumulation, which supports the phenotype of foam cell macrophages. It is well-known that phagosome acidification is limited in lipid-rich vesicles, which in turn supports MAP survival in macrophage. The DE genes observed by RNA-seq analysis are represented by upregulation and downregulation using green and red arrows, respectively.

Accumulation of lipids can also be induced by PTX3 (53), which is upregulated by TLR agonists such as the Mtb cell component lipoarabinomannan (70). In bovine macrophages, PTX3 was greatly upregulated during MAP infection, which confirms these former results and suggests that manosylated lipoarabinomannan from MAP has the potential to upregulate *PTX3*. The constitutive expression of *PTX3* is allowed by transcription binding factors, notably AP-1 and SP1, whose binding sites are located in its promoter (71). In addition, it contains the NFκB binding site and thus can be induced by several primary inflammatory signals, including TNFα and microbial components (72). In the CTL macrophages from the JD(+) cows, *PTX3* was upregulated 26.7-fold (Table 2) and lipids accumulated at a greater level in these cells (Figure 3) even though they were not infected. Studies on colorectal cancer reported evidence that methylation at the *PTX3* promoter affects plasmatic PTX3 levels (73). For JD, an epigenetic modification at the *PTX3* promoter could be one mechanism to explain the higher *PTX3* expression in CTL JD(+) macrophages.

The role and action of PTX3 is not restricted in the defense against microbial infections. Overexpression of PTX3 in human macrophage using a recombinant gene increased total lipid content and reduced cholesterol efflux (53). The association of foamy phenotype and colocalization of PTX3 was described in advanced human atherosclerotic plaques (74, 75). We hypothesize that upregulated *PTX3* can also contribute to the development of foam cell phenotype observed in MAP-infected or JD(+) macrophages (Figure 3) as schematized in Figure 4. Monocyte/macrophages play a pivotal role in the initiation and progression of atherosclerosis. The accumulation of lipid, the reduction of cholesterol efflux, and the expression of *PTX3* are particularly interesting in the context of mycobacterial infection. Notably, the presence of antibodies against mycobacterial or lipoarabinomannan cell wall antigen has been found in patients with atherosclerosis (76) and rheumatoid arthritis (77, 78). Our pathway analysis revealed an association of MAP infection with these chronic diseases through “Role of macrophages in rheumatoid arthritis” (Supplementary Figure 4) and “Hepatic fibrosis and Atherosclerosis signaling pathways” (Supplementary Figure 5). Although *PTX3* is not yet included in IPA pathways, the literature and our results suggest a potential role for PTX3 in them. Moreover, PTX3 should also be included in the classic PPARγ-LXRα-ABC transporter pathway, which pumps cholesterol out of macrophages. Our data corroborate observations reporting that PTX3 downregulates *PPARG, NR1H3* (LXRα), and LDL transporters (*ABCA7* and *ABCA9*) (53).

LXR/RXR is active in heterodimer complexes and controls many genes that regulate lipid uptake/efflux (79). 

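ABCA7 lies on chromosome 7 from 42549331 to 42565847, and its mean FPKM was 1.51 ± 0.797 (SD, n = 12) in uninfected JD(–) MDMs. After infection, ABCA7 had a mean FPKM of 0.516 ± 0.238 and 0.590 ± 0.439 (SD, n = 6) at 8 and 24 h. ABCA7 changed by -0.69 and -0.64 on the log2 scale at 8 and 24 h, with standard errors of 0.17 and 0.19 and adjusted p values of 0.00244 and 0.00873 from limma. ABCA7 was not past both thresholds at any of these times. ABCA7 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031). ABCA7 passed both thresholds at 8 and 24 h with a pseudocount of 0.1 (log2 changes of -1.34 and -1.30, limma adjusted p values of 9.3e-04 and 0.00412). ABCA9 lies on chromosome 19 from 62966240 to 63018175, and its mean FPKM was 18.8 ± 9.60 (SD, n = 12) in uninfected JD(–) MDMs. After infection, ABCA9 had a mean FPKM of 4.15 ± 3.33 and 1.52 ± 0.875 (SD, n = 6) at 8 and 24 h. ABCA9 changed by -2.00 and -2.86 on the log2 scale at 8 and 24 h, with standard errors of 0.37 and 0.32 and adjusted p values of 1.8e-04 and 2.1e-06 from limma. ABCA9 moved the same way in all 6 cows at each time (exact sign-flip test, two-sided, p = 0.031).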

MAP-infected macrophages downregulated both *PPARG* gene and the RXR encoding gene *NR1H4*, which in turn negatively affected the expression of their targets, namely, the cholesterol efflux transporters *ABCA7* and *ABCG9* genes. In addition, *ABCA7* and *ABCA9* were lowly expressed in the CTL JD(+) macrophages compared to the level observed in CTL JD(–) macrophages. 

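ABCA7 lies on chromosome 7 from 42549331 to 42565847 and had a mean FPKM of 0.615 ± 0.503 (SD, n = 12) in uninfected JD(+) MDMs and 1.51 ± 0.797 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, ABCA7 differed by -0.65 on the log2 scale (standard error 0.18, adjusted p = 0.0105 from limma), not past both thresholds. ABCA7 lay below all JD(–) cows in 4 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.0216). ABCA7 passed both thresholds with a pseudocount of 0.1 (log2 change of -1.52, limma adjusted p = 0.018). ABCA9 lies on chromosome 19 from 62966240 to 63018175 and had a mean FPKM of 7.64 ± 8.60 (SD, n = 12) in uninfected JD(+) MDMs and 18.8 ± 9.60 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, ABCA9 differed by -1.43 on the log2 scale (standard error 0.35, adjusted p = 0.00663 from limma). ABCA9 lay below all JD(–) cows in 5 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.0216). ABCA9 did not pass both thresholds with the mean of each cow's 2 controls (log2 change of -1.43, limma adjusted p = 0.119).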

The ABC lipid transporters are involved in the movement of cholesterol, lipid homeostasis, and inflammation (80). The reduction of RXR limits the cholesterol efflux in a process termed reverse cholesterol transport. The downregulation of *ABCA7, ABCA9*, and *NR1H4*, together with the increased expression of *PTX3* and the lipoproteins that traffic modified cholesterol and triglycerides through members of the LDL receptor family, notably *LDLR, MYLIP, VLDLR*, and *LOX1*, supports sterol deposits in macrophages as suggested in Figure 4. Interestingly, genes related to the LXR/RXR and PPAR pathways are also among the DE genes in foam cell macrophages (81). We suggest that increased *PTX3* expression, which has a negative impact on *PPARG* and *NR1H4* (RXR) expression, increases lipid uptake including oxidized LDL, and reverses cholesterol transport, and thus supports the foamy phenotype of JD(+) macrophages (Figure 3).

Re-esterification is a protective mechanism to prevent the toxicity of excess free cholesterol in cell membranes (82). Our results suggest that the sustained *ACAT2* expression over *NCEH1* observed during MAP infection and in CTL macrophages from JD(+) cows would be protective for the host as schematized in Figure 4. 

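ACAT2 lies on chromosome 9 from 100256129 to 100270606, and its mean FPKM was 31.4 ± 8.04 (SD, n = 12) in uninfected JD(–) MDMs. After infection, ACAT2 had a mean FPKM of 99.3 ± 36.1 (SD, n = 6) at 8 h. ACAT2 changed by 1.59 on the log2 scale at 8 h, with a standard error of 0.19 and an adjusted p value of 2.4e-06 from limma. ACAT2 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). ACAT2 had a mean FPKM of 67.7 ± 36.7 (SD, n = 12) in uninfected JD(+) MDMs and 31.4 ± 8.04 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, ACAT2 differed by 0.85 on the log2 scale (standard error 0.30, adjusted p = 0.0351 from limma), not past both thresholds. ACAT2 lay above all JD(–) cows in 5 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.0887). NCEH1 lies on chromosome 1 from 96347187 to 96411537, and its mean FPKM was 6.21 ± 1.75 (SD, n = 12) in uninfected JD(–) MDMs. After infection, NCEH1 had a mean FPKM of 1.65 ± 0.372 (SD, n = 6) at 8 h. NCEH1 changed by -1.41 on the log2 scale at 8 h, with a standard error of 0.16 and an adjusted p value of 9.5e-07 from limma. NCEH1 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). NCEH1 had a mean FPKM of 5.85 ± 2.50 (SD, n = 12) in uninfected JD(+) MDMs and 6.21 ± 1.75 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, NCEH1 differed by -0.12 on the log2 scale (standard error 0.18, adjusted p = 0.608 from limma), not past both thresholds. NCEH1 lay below all JD(–) cows in 2 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.634).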

Interesting hypothesis can be drawn from our results and supported by observations from a study on the effect of cholesterol loading on macrophage foam cell lysosomes. Cox et al. reported that cholesterol trafficking toward intracellular membranes, notably to lysosomal compartments, contributes to the loss of acidity that impaired their function (83). On one side, host acetylates cholesterol to reduce its toxicity, but on the other hand, MAP may upregulate genes encoding cholesterol synthesis proteins (e.g., *CYP51A1, CD38*, and *HMGCR*) for a protective effect on cholesterol loaded lysosomal membranes. This finding is particularly interesting considering that MAP localizes to cholesterol-rich compartments in macrophages (18) and that cholesterol impairs phagosome maturation (84). By further increasing intramembranous cholesterol levels, MAP could sabotage the protective role of lysosomes, while lipid droplets accumulate and predispose MAP survival by providing carbon-rich energy. Lipid metabolism is at the host:pathogenic mycobacteria interface. The importance of lipids derived from the host in mycobacterial pathogenesis has been identified for Mtb (85). Our results and the relevant literature on other mycobacterial diseases provide support for the role of host lipid accumulation in the pathogenicity of MAP. Owing to the sensitivity of RNA-seq analysis, a model of potential pathogen–host interactions involving these novel pathways was developed and suggests an important role for host lipids in MAP survival and persistence.

### M1/M2/Mreg Polarization

Understanding the impact of JD on the immune system of the ruminants remains a challenge. MAP belongs to the family *Mycobacteriaceae* and even if classified under the non-tuberculous bacilli, MAP induces a disease with many pathogenic features common to tuberculosis. Clearance of Mtb by the host promptly tilts macrophages toward M1 polarization which was also observed in MAP-infected primary JD(–) macrophages using the M1 fluorescent cell marker CD80 (data not shown). Moreover, in Mtb infection, the positive feedback loop of *NOS2* involves the transcription factor HIF-1α. In macrophage, HIF-1α coordinates an immunometabolic shift to aerobic glycolysis essential for controlling Mtb infection (86, 87). A similar transcriptomic trend was observed for MAP-infected macrophages in this study (Table 2). MAP-infected JD(–) macrophages might have to rely on rapid glycolysis for their ATP production, which is amplified by HIF1α (86), thus responding to the need for energy and for a rapid immune response. In our study, numerous genes associated with classically activated or M1 macrophages were found significantly upregulated, notably *HIFA, SLC2A1, SLC2A3*, and *SLC2A6*. At the same time, *CARKL*, which is associated to M1 polarization, was repressed by MAP infection. Downregulation of *CARKL* is critical for driving the macrophage metabolism toward increased pentose phosphate pathway activity and increased redox state, for supporting M1 polarization (46). Together, our data suggest that a clear metabolic switch occurs during the early event of MAP infection, suggesting a proper metabolic reprogramming as described previously (45).

Resolution of Mtb inflammation has been reported when Mtb entered dormancy. The phenomenon concurs with M2 polarization with an increased production of arginase and anti-inflammatory cytokine such as IL-10 (24). While *ARG1* was not affected in our study, *ARG2* and *IL10* promptly increased and their level remained elevated at 24 hpi. Arginine bioavailability is a critical element to NOS2 activity and its limitation contributes to reduce nitric oxide synthesis in mitochondria (88). For some intracellular pathogen, notably *Helicobacter pylori*, ARG2 supports immune evasion by controlling M1 macrophage activation (89). Limiting arginine availability to NOS2 as early as 1 hpi is a mechanism that MAP may use to promptly reduce the oxidative stress and support its survival. It is noteworthy that ARG2-positive macrophages prevailed in chronic inflammatory lesions of atherosclerosis patients (90). In our results, the “Atherosclerosis Signaling” was among the significant pathways at 1 hpi and still ranked second at 24 hpi in response to MAP in JD(–) macrophages. While the host might want to shape macrophages in a pro-inflammatory M1 polarized status, it is noteworthy several M2 markers were also detected, notably *EDN1* and *KLF4*. Like Mtb, MAP might exploit macrophage signaling pathways to orchestrate a response that dictates a bias toward M2 polarization on the long run. An example is Mtb using KLF4 to tilt macrophage response toward the production of arginase and the inhibition of autophagy. KLF4 inhibits M1 and activates M2 polarization (91) while the EDN1 factor mainly exerts a pro-fibrotic effect (92). In MAP-infected JD(–) macrophages, *KLF4* and *EDN1* were found strikingly induced. In addition to the transcriptional activator KLF4, c-Myc is also involved in the formation of cytoplasmic lipid droplets (64). The activity of PRMT1 is necessary for c-Myc transcriptional function in M2 polarization (48) and they were increased in MAP-infected JD(–) macrophages. Altogether, their effects associated with M2 polarization and lipid accumulation also support a role in the development of the foamy shape observed in response to MAP infection (Figure 3).

In CTL JD(+) macrophages, the higher levels of *IL10, KLF4, MYC*, and *EDN1* compared to CTL JD(–) macrophages also support the foamy phenotype observed in these cells (Figure 3). It suggests a priori M2 phenotype in the JD(+) CTL cells, even though its content of the M1 marker, CD80, was more abundant compared to JD(–) macrophages. 

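EDN1 lies on chromosome 23 from 43785591 to 43792575 and had a mean FPKM of 1.03 ± 1.65 (SD, n = 12) in uninfected JD(+) MDMs and 0.101 ± 0.105 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, EDN1 was too low for the limma test, and the ratio of the means was 10.1. EDN1 lay above all JD(–) cows in 4 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.039). KLF4 lies on chromosome 8 from 102192342 to 102196400 and had a mean FPKM of 5.60 ± 7.11 (SD, n = 12) in uninfected JD(+) MDMs and 1.87 ± 1.66 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, KLF4 differed by 0.72 on the log2 scale (standard error 0.42, adjusted p = 0.162 from limma), not past both thresholds. KLF4 lay above all JD(–) cows in 2 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.299).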

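CD80 lies on chromosome 1 from 65181797 to 65203751 and had a mean FPKM of 5.81 ± 4.30 (SD, n = 12) in uninfected JD(+) MDMs and 1.49 ± 1.33 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, CD80 differed by 1.30 on the log2 scale (standard error 0.33, adjusted p = 0.00739 from limma). CD80 lay above all JD(–) cows in 3 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.0281). CD80 did not pass both thresholds with the mean of each cow's 2 controls (log2 change of 1.30, limma adjusted p = 0.133).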

Similar observations were reported for experimentally MAP-infected cattle (20). They observed that MAP infection did not lead to a specific polarized pattern of the circulating monocytes. Although our main objective was not to characterize the dominant polarization phenotype, the mixed surface markers or inducible effector molecules observed in JD(+) macrophages might suggest a mixed M1/M2 polarization phenotypes in JD(+) macrophages. Indeed, the dichotomy M1/M2 has been reconsidered (20). And now, the regulatory M3 is described as a mixed M1/M2 macrophage phenotype (93–95). This subset can induce Th17 polarization (89, 95). It is particularly noteworthy that we found IL17 more elevated in the blood of JD(+) cows in a previous study (11). In addition, we found *CCL20* among the most highly upregulated genes in MAP-infected JD(–) macrophages, which also remained higher in CTL JD(+) macrophages (Supplementary Table 4). This cytokine is known to induce a strong chemotactic response and it is involved in the recruitment of both Th17 and Treg cells to sites of inflammation (96). 

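CCL20 lies on chromosome 2 from 121960305 to 121963388, and its mean FPKM was 8.90 ± 22.3 (SD, n = 12) in uninfected JD(–) MDMs. After infection, CCL20 had a mean FPKM of 1108 ± 1048 (SD, n = 6) at 8 h. CCL20 changed by 7.36 on the log2 scale at 8 h, with a standard error of 0.76 and an adjusted p value of 4.6e-07 from limma. CCL20 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031). CCL20 had a mean FPKM of 94.5 ± 138 (SD, n = 12) in uninfected JD(+) MDMs and 8.90 ± 22.3 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, CCL20 differed by 2.66 on the log2 scale (standard error 0.88, adjusted p = 0.0257 from limma). CCL20 lay above all JD(–) cows in 4 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.0195). CCL20 did not pass both thresholds with the mean of each cow's 2 controls (log2 change of 2.66, limma adjusted p = 0.119).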

Globally, our results suggest that blood circulating monocytes from JD(+) cows can potentially differentiate into macrophages under a mixed M1/M2 macrophage phenotype and accumulate lipids, while predisposing MAP survival by providing rich carbon source energy.

### Resolution of Inflammation

Similar to Mtb, the recognition of MAP is mediated through various pattern recognition receptors, including but not limited to TLRs, C-type lectin receptors, mannose receptors, and NOD-like receptors (97, 98). Globally, our RNA-seq analysis of the signaling cascades supports the recognition of these receptors, including TREM1 signaling (Figure 5). Several NLR family members downstream of the “TREM1 signaling” pathway were upregulated, notably *NLRP3–4* and *NLRP12*. Whereas, the ligand for TREM1 is unknown, TREM1 is considered a potent amplifier of the inflammatory response to invading microbes (99). Whether MAP is recognized by TREM1 receptor is not yet known. However, TREM1 may act as a key player in protective innate immunity during MAP infection. While *NOD2* was not DE, *SOCS3* was greatly upregulated upon MAP infection. In response to MAP infection, the protein SOCS3 would degrade NOD2, limiting its sensing capability (Figure 5). In MAP-infected macrophages, downstream of the TLR-induced pathway, *IRAK2, IRAK3*, and *TRAF1* were upregulated (Figure 5). Enhanced *TRAF1* gene expression and protein levels have been reported for infected bovine macrophages (100) and ileal tissues form JD cows (101). *TRAF1* suppresses the alternative NF-κB pathway, thus prioritizing the classical NF-κB pathway (102). Upregulation of *TRAF1* is particularly interesting for MAP persistence as TRAF1 promotes immune cell survival (103).

**Figure 5:**
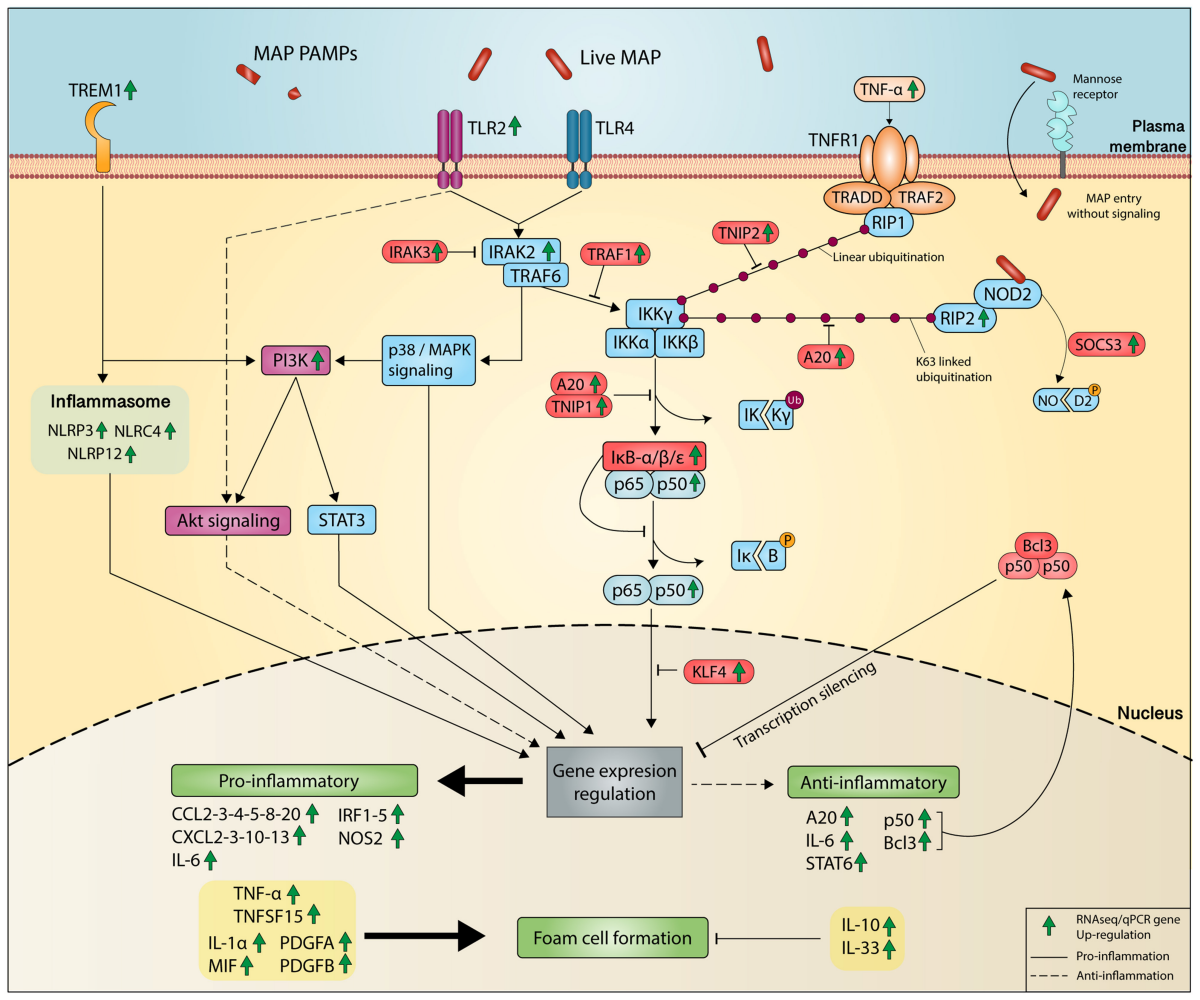
Molecular evidence of inflammatory response and resolution of inflammation during MAP infection. In the context of infection, the presence of MAP and/or its associated PAMP in the extracellular space is recognized at the plasma membrane of macrophage by TLR2, TLR4, TREM1, and mannose receptors. The TLRs and mannose receptor induce the MAP phagocytosis. The activation of canonical NF-κB pathway depends on the IKK complex, which contains two catalytic subunits (IKKα and IKKβ) and a regulatory subunit/IKBKγ (alias NEMO). Ubiquitination of IKBKγ activates these two associated kinase enzymes. Catalytically active IKKβ phosphorylates IκBα, signaling its ubiquitination toward its proteasomal degradation allowing the p65/p50 NF-kB heterodimer to translocate into the nucleus and to bind specific recognition sequences in genes (referred to as kB sites) to modulate transcription. Tight control of the IKK complex fate is controlled by numerous members. Members of the pro-inflammatory NFκB pathway (represented in blue) are activated by the TLR signaling with the help of IRAK proteins like IRAK2. Many genes that encode inhibitor (represented in red) of the NFκB pathway were upregulated and contribute to the resolution of the inflammation by avoiding overactivation of the NFκB pathway. Detection of intracellular MAP by the complex NOD2-RIP2 contributes to release NOD2. In turn, RIP2 contributes to the ubiquitination of IKKγ and SOCS3 induced by NOD2 activation, which further facilitates its degradation process and thus limiting NOD2 sensing capability. As *TNF* was greatly upregulated during infection, TNFα might activate TNF pathway that in turn supports linear ubiquitination between RIP1 and IKKγ, which are regulated by the inhibitor TNIP2. IRAK3 is a downstream negative effector of TLR signaling. The TLR activation triggers the p38/MAPK signaling that impacts the PI3K activation of anti-inflammatory (represented in purple) AKT signaling and STAT3 signaling. TREM1 pathway is involved in the innate inflammatory response to microbial infections and amplifies the TLR-mediated inflammation signaling pathway. In addition, TREM1 pathway induced the activation of the NOD-like receptor (NLR) inflammasome. While the translocation of p65/p50 NF-kB heterodimer specifically upregulated NFκB target genes, overexpression of transcription silencers p50 homodimer stabilized in the Bcl3 complex negatively controls NFκB target genes. Several genes associated with the formation of foam cells were upregulated and may support the foamy phenotype observed in MAP-infected macrophages. The significant upregulation observed in RNA-seq of the genes associated to the proteins represented is indicated by a green arrow.

Supported by the rapid upregulation of *TNF* and sustained expression of some associated receptors (e.g., *TNFRSF12A, TNFRSF18, TNFRSF1B*, and *TNFRSF6B*), the NF-κB activating pathway might be highly solicited. This is confirmed by the upregulation of several NF-κB target genes identified DE in MAP-infected JD(–) macrophage. Overall, among the 359 genes regulated by NF-κB identified in the RNA-seq analysis, 174 (34%) were identified DE at least at one time point of the MAP infection in JD(–) macrophages (data not shown). 

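CSF2 lies on chromosome 7 from 21090453 to 21092819, and its mean FPKM was 0.505 ± 0.821 (SD, n = 12) in uninfected JD(–) MDMs. After infection, CSF2 had a mean FPKM of 91.7 ± 89.1 (SD, n = 6) at 8 h. CSF2 changed by 5.42 on the log2 scale at 8 h, with a standard error of 0.46 and an adjusted p value of 6.1e-08 from limma. CSF2 moved the same way in all 6 cows (exact sign-flip test, two-sided, p = 0.031).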

The top DE genes with the highest upregulated fold changes include many interleukins (*IL6, IL1A*), chemokines (*CCL8, CCL4, CCL20*), and colony-stimulating factors (*CSF2, CSF3*). Moreover, pathways such as “IL-10 signaling,” “IL-6 signaling,” “NF-kB signaling,” “Acute phase response signaling,” and “Differential regulation of cytokine production in macrophages and T helper cells by IL-17A and IL-17F” showed strong regulation of immunity-related genes during early infection. Our results for MAP-infected JD(–) macrophages confirmed previous findings obtained by Casey et al. at 2 hpi but drastically differed from the 6-hpi time point in the same study (21). Notably, the “IL-10 signaling” pathway ranked 149th at 6 hpi in that study, whereas, in ours, we observed a more consistent and continuous progression of the infection in terms of the number and composition of DE genes and their associated pathways. Our study is in agreement with another study identifying “IL-10 signaling” as a canonical pathway targeted by MAP to control the immune response (31). We believe that our results adequately reflect the initial events involving live and active MAP during the initial 24-h infection period. By mobilizing immunity-related genes, the host attempts to control the invading pathogen; however, MAP sustains the “IL-10 signaling” pathway, indicating that it also has an immunosuppressive effect. We can advance a plausible explanation for the difference observed in a previous study where IL-10 signaling was no longer dominant beyond 6 hpi, namely, that frozen aliquots of MAP were used in divergent studies for *in vitro* infection (21, 104), as opposed to the live MAP used in our study. The discrepancy between the 6-hpi time point found in these studies and in our study may be attributable to the fact that macrophages are better at removing dormant MAP pathogens. The importance of using live mycobacteria was also highlighted in a previous Mtb study (105). CORO1A has been considered as an essential host protein that allows the intracellular survival of live mycobacteria in macrophages (106). Coronin 1 is retained on phagosomes containing viable, but not killed mycobacteria and its retention on phagosomes prevents its fusion to lysosome and intracellular killing of live Mtb (105). In our study, *CORO1A* was upregulated in macrophages in response to MAP infection. CORO1A was not identified as DE in a previous study using non-live MAP in macrophage infection (21) but was DE *in vivo* in JD cows (107).

Several pathogens use more than one strategy to circumvent host cell destruction; in fact, Mtb is one of those most notorious pathogens and MAP seems to also deploy multiple arsenal to protect its niche (98). As mentioned above, and given the observed high expression of *TNF*, the TNFα receptor-mediated pathway can eventually deviate from the NF-kB pathway toward a programmed cell death. However, primary bovine macrophages infected with MAP are less likely to undergo apoptosis than control, uninfected cells (108). Apoptosis can be compromised because of TNIP1, which prevents the recruitment of procaspase 8 and the complex can no longer support apoptosis (109). Our results suggest that MAP may prevent apoptosis by upregulating *TNIP1* and its protein–protein partner *TNFAIP3* (A20). This mechanism is known to synergistically impair procaspase 8 recruitment (110). The reduction of caspase 8 activity was observed in primary bovine macrophages infected by MAP (108). In addition to compromising apoptosis, several other mechanisms are needed to refine the inflammation to limit damage to the host. Those two important modulators, namely, TNIP1 and TNFAIP3 (A20), also cooperate to restrict NF-κB activation, i.e., for the resolution of inflammation. They form a paralyzing complex with the essential regulatory subunit IKKγ (also known as NEMO) that regulates NF-κB activation (55). In MAP-infected macrophages, both *TNIP1* and *TNFAIP3* (A20) were upregulated and might prevent the activation of the IKK kinases (Figure 5). In addition to *TNIP1*, a second inhibitor, namely, *TNIP2*, was upregulated. TNIP2 significantly inhibit NF-κB activation as it prevents the interaction of IKKγ/NEMO with RIP1, which impairs IKKγ/NEMO ubiquitination (111). Its ubiquitination is required for the activation of the IKK kinases from the complex. In MAP-infected JD(–) macrophages, TNIP2 would impair IKKγ/NEMO interaction with IKK kinases and thus restricts NF-κB activation. A priori upregulation of both *NOD1* and *RIPK2* in MAP-infected macrophages would suggest an efficient host control over the intracellular infection. Indeed, interaction of NOD1 and RIP2 kinase (RIPK2) induce the ubiquitination of NEMO (112). However, TNFAIP3 (A20) prevents NF-κB activation by inactivating RIPK2 (113, 114). Altogether, these results suggest that MAP promptly supports resistance to apoptosis and that numerous control points dampen NF-κB dominant activity at the early stage of the infection, thus supporting both MAP and host survival.

### Immune Tolerance in Perspective to Explain Refractory State of JD(+) Macrophages

If it cannot eliminate the pathogen, the phagocyte must adapt to its imposed resident. For JD, it becomes apparent that host–MAP coexistence is not simply a lack of TLR or Th1-cell responsiveness but rather an adaptation of the innate immune response to persistent exposure to MAP components. At first glance, our RNA-seq data suggest a host–pathogen duality promoting lipid accumulation under the signature of M1/M2 characteristics. However, some additional molecular mechanisms pointed toward a long-term programming profile of immune-tolerance. *IRAK3* (alias IRAK-M), whose expression is restricted to macrophages, is required for endotoxin tolerance (115). Whether IRAK3 is required for inducing MAP tolerance through the TLR pathway as schematized in Figure 5 requires further investigation. Beyond both TLR- and TNF-signaling pathways during MAP infection, the classical NFκβ negative feedback system, as schematized in Figure 5, can also induce tolerance. While the endotoxin tolerance is generally mediated by TLR4, other microbial products can stimulate receptors such as TLR2 (116) or TNF receptor (117) to induce cross-tolerance. TNF selectively diminished cytokine production in response to subsequent endotoxin challenge (118). A low dose of TNF protected mice from the lethal effects of subsequent challenge with a high dose of LPS (117). In CTL JD(+) macrophages, *TNF* upregulation was maintained compared to JD(–) CTLs. Genes that are critical for the induction of tolerance in human monocytes such as *TNF* and *TNFAIP3* (encoding A20 protein) (118, 119) were also more expressed in control JD(+) macrophages than in CTL JD(–) macrophages. 

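TNFAIP3 lies on chromosome 9 from 78465079 to 78475397 and had a mean FPKM of 35.5 ± 26.4 (SD, n = 12) in uninfected JD(+) MDMs and 18.1 ± 5.48 (SD, n = 12) in uninfected JD(–) MDMs. Between the groups, TNFAIP3 differed by 0.53 on the log2 scale (standard error 0.39, adjusted p = 0.273 from limma), not past both thresholds. TNFAIP3 lay above all JD(–) cows in 3 of 6 JD(+) cows (exact permutation test of cow means, two-sided, p = 0.407).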

Our results suggest a phenomenon similar to the cross-tolerance in these JD(+) macrophages through a mechanism that requires further investigation. Although the molecular basis of dampened response in JD(+) macrophages has remained elusive, we hypothesize that MAP establishes a form of innate immunologic memory. If confirmed, the mechanism that MAP established in its phagocyte is called tolerization of inflammatory gene expression (120). This transcriptional tolerization (or cross-tolerization) of proinflammatory genes during systemic inflammation involves an epigenetic process that disrupts NF-κB transactivation (121, 122).

From our data, the shift in the NF-κB subunit ratio toward the overrepresentation of p50 (*NFKB1*) during MAP infection (Figure 5) supports this hypothesis of epigenetic transcription silencing. The role of the p50 homodimer in tolerance has been previously described (123, 124). Our data thus suggest a recruitment of NF-kB complexes composed mainly of p50/p50 homodimers. This complex cannot induce transcriptional activity but rather recruit and increase methylation of histones (120). Furthermore, the increased expression of *BCL3*, which stabilizes the homodimer (125), suggest that p50/p50 homodimer in turn inhibits the transcriptional activity of NF-κB (Figure 6). Our data suggest that after rapid initiation of the acute systemic inflammatory process, gene-specific epigenetic reprogrammers shift the TLR-NF-κB-p65-dependent initiation phase to the tolerization phase by involving p50, ATF3, and A20 among others, as described in another study (126). Indeed, several genes having a function in epigenetic programming were found DE in MAP-infected macrophages. For instance, ATF3 is known to bind and repress not only its own promoter but also other ATF3 target genes through an epigenetics mechanism (128). The sustained *ATF3* expression throughout the MAP infection period suggests that ATF3 repressive regulation may suppress proinflammatory chemokine production, notably through, interestingly, NOD2-activated gene expression (129). LOXL2 specifically deaminates trimethylated H3K4, resulting in the generation of non-methylated H3K4 (58), thus moving from a transcriptional active state in MAP-infected JD(–) macrophages to the repressive methylation state in JD(+) macrophage (130). It is noteworthy that *LOXL2* remained 10 times more expressed in JD(+) macrophages compared to JD(–) CTLs. The HDACs and reduction of deamination activity at NF-κB target genes represent an unconventional and sparsely characterized way of epigenetic gene regulation in response to MAP infection. Shaping the NF-kB transcriptional response to MAP infection at NF-κB-regulated gene promoters would be the function of the epigenetic programmers (131). *DNMT1*, which was DE at an advanced stage in MAP-infected JD(–) macrophages, is necessary to establish and maintain DNA methylation patterns (132). *GADD45A* was strongly downregulated and therefore probably does not favor active DNA demethylation (57). Together, these results suggest the preservation of DNA methylation patterns at the sequence level.

**Figure 6:**
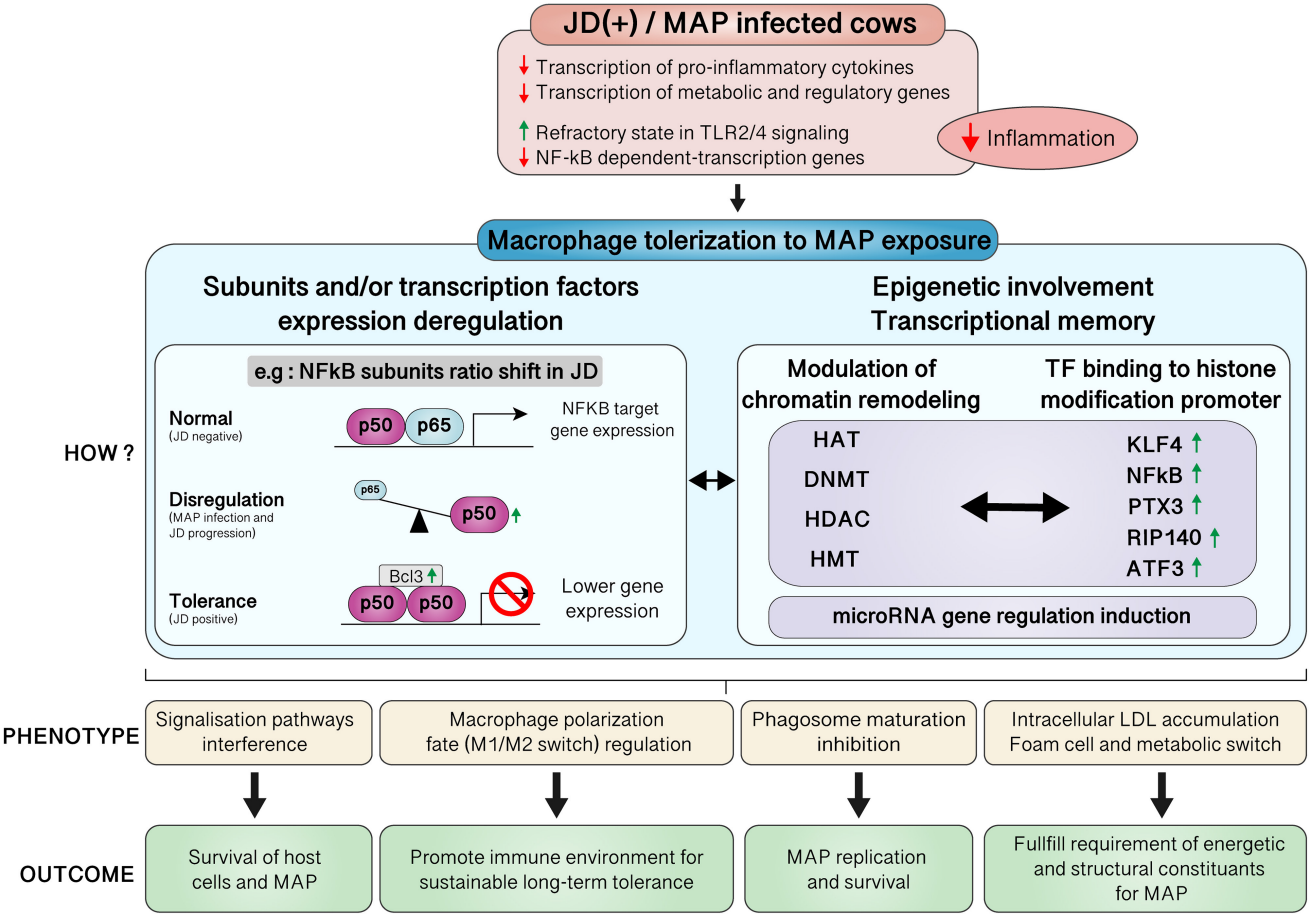
Mechanism of tolerance induced by MAP in bovine macrophages. The mechanisms that support a long-term refractory state of JD(+) macrophages that dampens their pro-inflammatory response to subsequent stimulation are still unknown. While the promoter κB-binding motif-dependent genes and regulatory genes of the NFκB pathway were DE in JD(–) macrophages in response to a first exposure to MAP, they showed a refractory inflammation state in JD(+) macrophages. In addition, the shift of NFκB subunit ratio toward the overrepresentation of the p50 subunit was observed. The role of homodimer p50 in tolerance has been described (123, 124), which is further supported by the increased expression of *BCL3* that stabilized the homodimer that in turn inhibits the transcriptional activity of NF-κB (125). The NFκB regulated genes are also the targets for epigenetic programmers. After rapid initiation of the acute systemic inflammatory process, gene-specific epigenetic reprogramming shifts the TLR-NF-κB-p65-dependent initiation phase to the adaptation phase (126). Altogether, they regulate epigenetic silencing during endotoxin tolerance (127). Our data support the fact that the expression of putative tolerized genes was promptly induced in MAP-infected JD(–) macrophages but limited in JD(+) macrophages, suggesting a long-term refractory state similar to the endotoxin tolerance. Those epigenetic modifications might also influence the functional capacity of the macrophages by altering the expression of gene associated with macrophage polarization, phagosome maturation, and the intracellular accumulation of lipids associated to the foam cell phenotype.

Overall, we have identified DE genes encoding epigenetic programmers affecting DNA methylation and a second group of DE genes attributable to the chromosomal packaging activity. In addition, it is possible to consider that post-transcriptional molecular mechanisms [for example, microRNAs and ncRNAs (130)] would affect the memory of macrophages in JD cows. Our study did not aim to study the phenomenon of tolerance but our results suggest that these phenomena may affect MAP survival in the long run. The attenuated immune response of JD (+) macrophages might be embodied by epigenetic modifications (Figure 6).

## Conclusion

In conclusion, our study highlights potential functional roles for genes that have not previously been implicated in the host response to infection with MAP bacilli. While some classical pro-inflammatory genes were found to enrich immune pathways, others were associated with inflammatory resolution or chronic disease. Interestingly, lipid homeostasis and metabolism pathways were already affected in macrophages from cows with a long-standing JD infection. The present study describes a deep transcriptomic survey of uninfected JD(+)-exposed macrophages, which suggests that a foam cell phenotype participates in chronic JD inflammation. Finally, our results suggest that blood-circulating monocytes from JD(+) cows were already in a recalcitrant state similar to immune tolerance-type phenotype. Our findings raise many questions and highlight areas of opportunity for future research on this disease. The functional impact of the gene expression changes occurring at the protein and phenotypic levels should be investigated more thoroughly in follow-up studies. In order to identify the nature of the non-specific effects of paratuberculosis on macrophages, researchers now clearly need to consider epigenetic programming and immune tolerance in their future investigations.

## Data Availability Statement

The datasets generated for this study can be found in the RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE98363 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE98363).

## Ethics Statement

The animal study was reviewed and approved by Commité Institutionnel de Protection des Animaux du Centre de Recherche et de Développement de Sherbrooke d'Agriculture et Agroalimentaire Canada (ethical approval protocols 424 and 431). Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

NB conceptualized the study, obtained funding, and supervised graduated students. P-LD and OA performed the cell culture. OA conduced bioinformatics analysis. DG and OA performed qPCR for validation. NB, DG, and OA analyzed the data. NB and OA wrote the manuscript. EI-A and NG provided inputs in interpretation of the results. All authors contributed to the interpretation of the results and approved the final manuscript. NB was the principal investigator of the project.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptome Profiling of Bovine Macrophages Infected by Mycobacterium avium spp. paratuberculosis Depicts Foam Cell and Innate Immune Tolerance Phenotypes
**Source:** Front Immunol. 2020 Jan 8;10:2874. doi: 10.3389/fimmu.2019.02874

**A**

**200x magnification**

**Control**

**MAP infection**

**JD(-)  
#2**

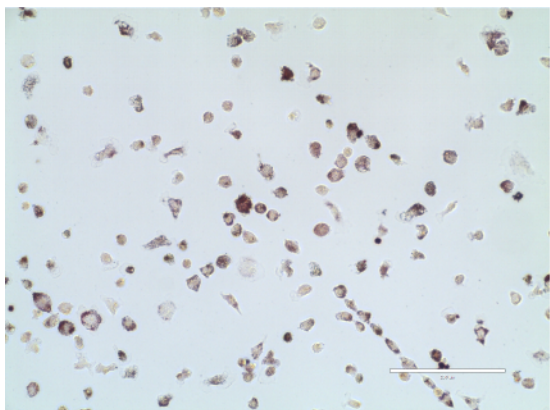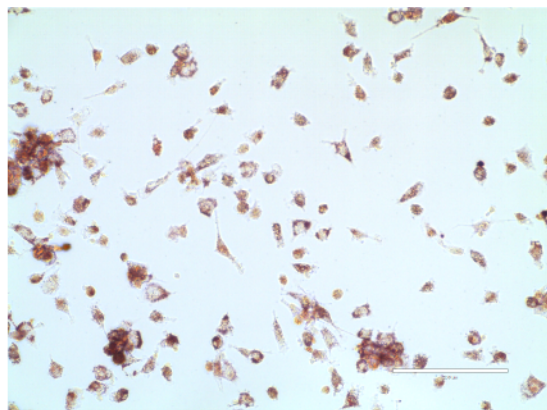

**JD(-)  
#3**

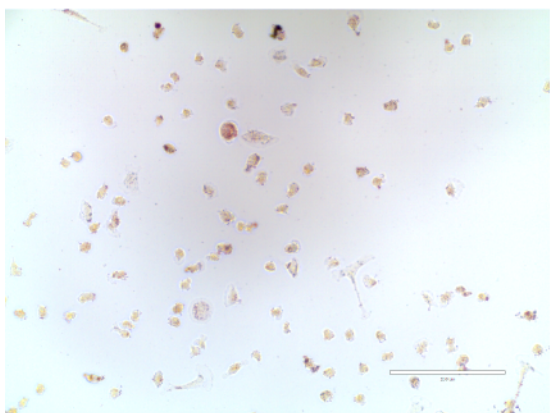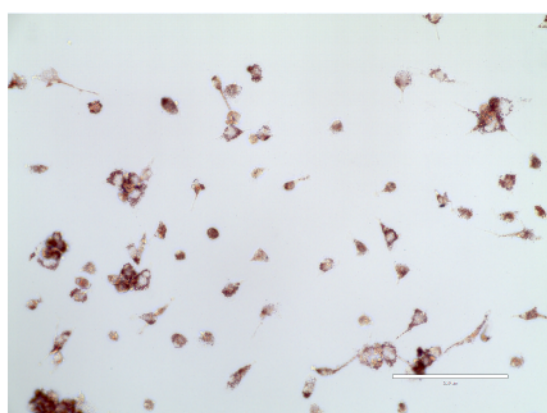

**JD(+)  
#2**

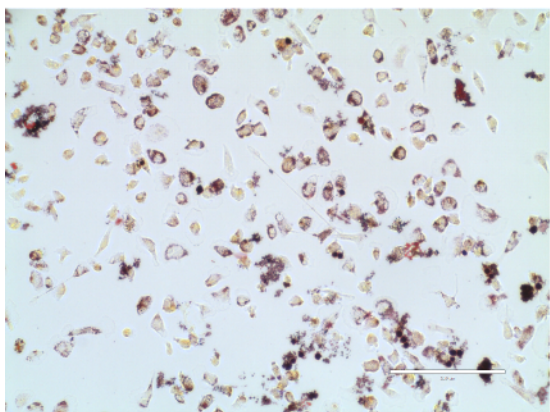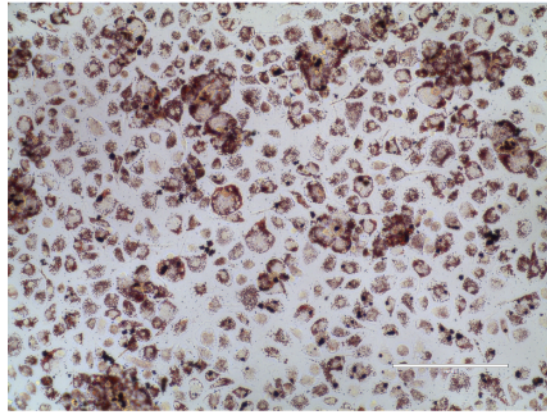

**JD(+)  
#3**

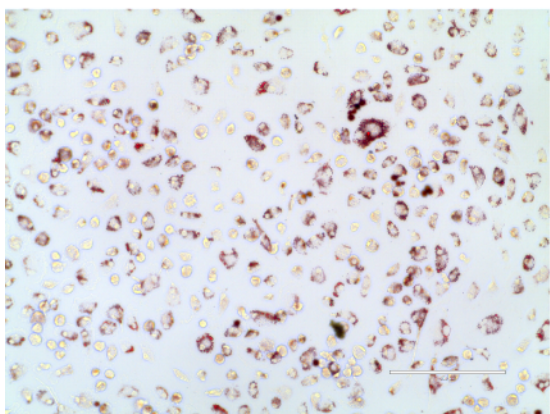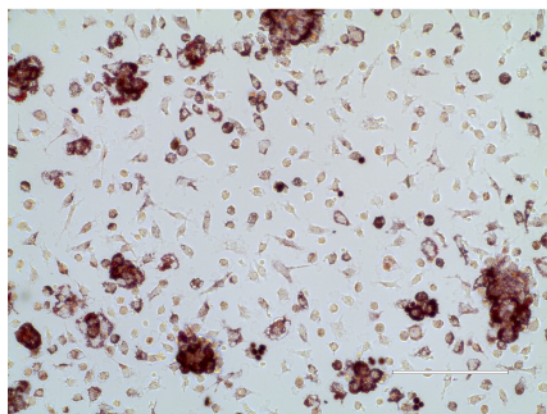

**B**

**400x magnification**

**Control**

**MAP infection**

**JD(-)  
#2**

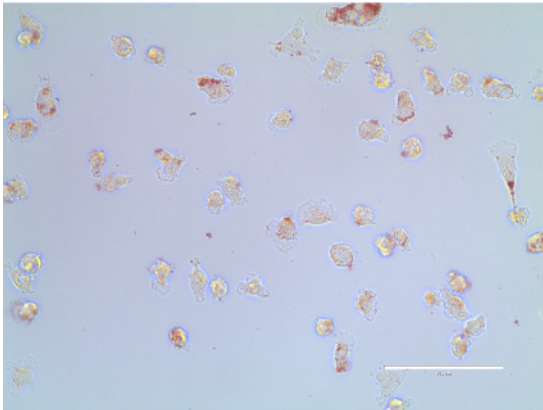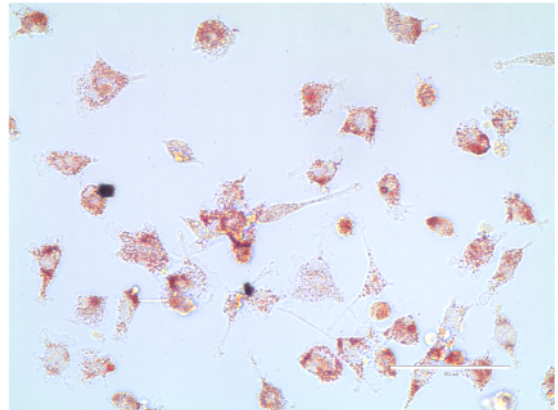

**JD(-)  
#3**

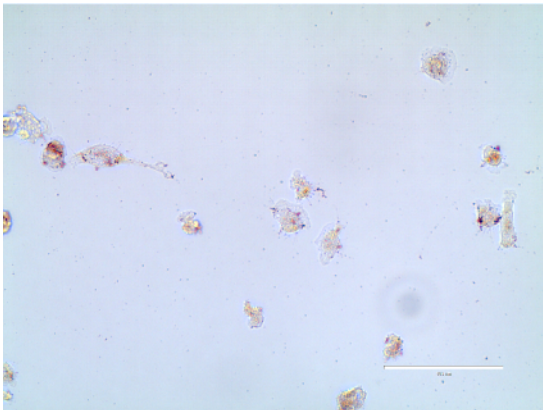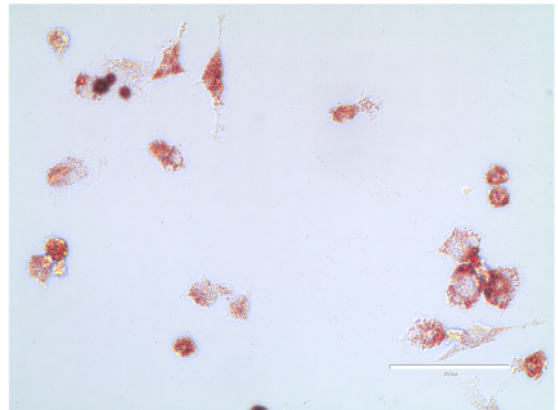

**JD(+)  
#2**

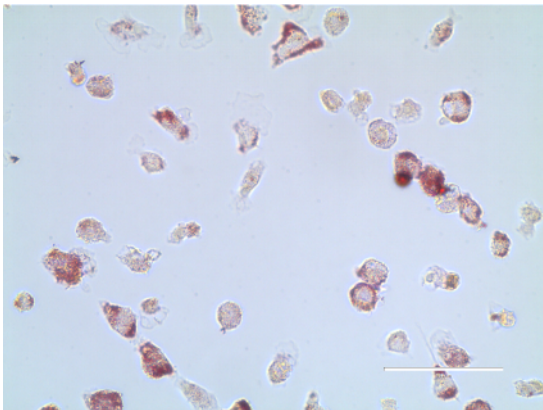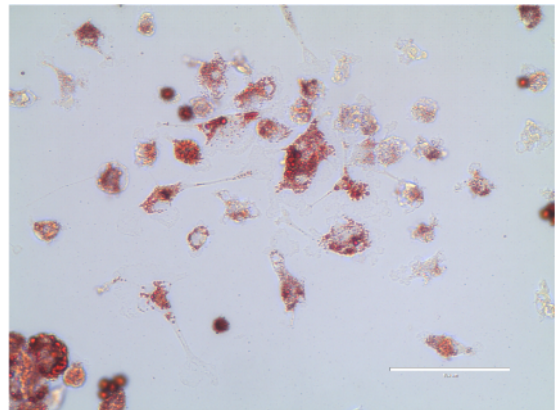

**JD(+)  
#3**

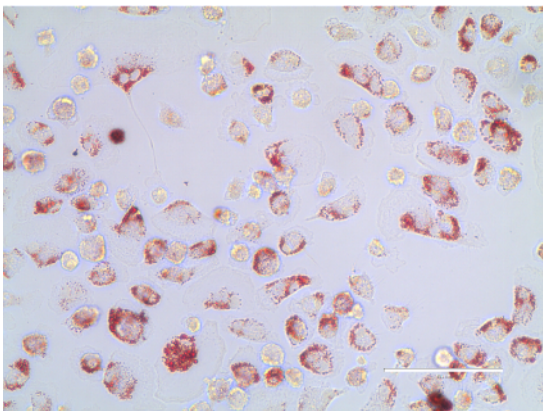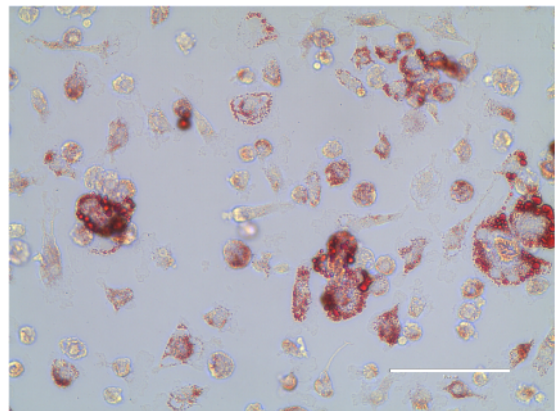

**Supplement:** Supplementary Figure 3 — Lipid accumulation assay using Oil Red O staining for two additional cows for uninfected (control) or MAP-infected (5 days) experimental condition. The images were taken at (A) 200× magnification (scale bar = 200 μm) and at (B) a 400× magnification (scale bar = 100 μm). These are representative images from three experiments.

How the deposited data were processed for this re-analysis (not part of the article)

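RNA-seq was available for 72 libraries of MDMs from 12 cows, 6 JD(+) and 6 JD(–), each sampled as uninfected controls at 4 and 24 h and at 1, 4, 8 and 24 h after MAP infection. Samples were mapped by their labels. The labels and the letters in Fig. 1C give cows A to F as JD(+) and G to L as JD(–), whereas the legend of Fig. 1 gives the reverse, and the labels were used. To make the files, the authors trimmed the reads with Trimmomatic, aligned them to Btau 4.6.1 with TopHat and deposited one table per library of FPKM per gene locus with confidence bounds from Cufflinks. FPKM is scaled for transcript length and library size, and no read counts are in the tables, so tests made for counts were not used and no counting interval is given. The paper's own fold changes came from Cuffdiff on the reads, a step that starts before these tables.

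The tables were read with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9), and models were fitted in R 4.3.3 with limma 3.58.1. Of 14171 loci, 38 without a usable value in some library were left out and 14133 kept. A pseudocount of 1 was added before taking log2, and a locus was tested when its FPKM was at least 1 in at least 6 of the libraries compared. The limma fit used moderated variances with a trend on mean expression, Benjamini–Hochberg adjustment, an adjusted p under 0.05 and a change of at least 2-fold. Infected libraries (6) were compared with the pooled controls of the same JD group (12), since the paper pools them, and the model with the cow as a block is given beside it. Uninfected groups were compared with 12 controls each, although each cow gave 2 of them, and the mean of each cow's controls was an alternative. Differences of response compared each cow's own change, 6 cows against 6. Values of single genes were also tested exactly over cows, two-sided, by sign flips within a JD group and by permutation between JD groups.

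Genes named are those the paper names, apart from 2 not reported here, each in the comparison its statement is about. Up to 10 more per comparison are those past both thresholds with the largest log2 change among genes that moved the same way in all 6 cows, or without overlap of the cows' means between uninfected groups. For differences of response they are up to 10 with the smallest adjusted p. Symbols at more than 1 locus are given by locus, without passages for loci on unplaced contigs. The fit was tested on simulated data. Of 200 altered genes, 197 were recovered with the spread of JD(–) controls and 168 with the spread of JD(+) controls. All simulated changes were larger than the 2-fold threshold, so these counts do not give the power near 2-fold. Without simulated shifts between cows, the controls of a cow were drawn as independent. With simulated shifts between cows, the fit without a block recovered 146 of 200 and the fit with the cow as a block 200. Alternatives were another pseudocount (0.1), no filter on low values, median ratio scaling, no fold-change threshold, the fold change as a ratio of mean FPKM, the cow as a block, a single fit per JD group, controls of the same time only, omission of infected samples not labelled in Fig. 1C and omission of each cow in turn. Further alternatives left out each JD(–) 4 h control in turn, since the paper removed 1 without naming it, used 1 control time only or the mean of each cow's controls for uninfected groups, and used other limits for detected genes and log2 values for PCA. All 72 libraries entered the reported results. PCA used FPKM, centred and not scaled. The paper states the average and the minimum number of reads per library. Depth of each library is not in the FPKM tables, and relative depth, from FPKM and its confidence bounds, ran from 0.766 to 1.36 of the median. The qPCR, microscopy and pathway enrichment were not analysed here.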

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

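The tests of depth between JD groups, of expression before infection, of the fibroblast list in a single control sample of a fall shared by the JD(–) cows, of macrophage genes in cow A, of fibroblast genes in cow B and of JD(–) changes in JD(+) samples were chosen only after the result was seen.

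A sample was taken to stand apart when its gap to the nearest of the 5 other samples of its group was more than 0.625 of the group's range, which chance gives in about 1 of 20 groups. Of 611 groups tested, 118 had such a sample, against 30.55 by chance. The gene groups overlap in samples and the genes are related, so these groups are not independent. For summed FPKM, the value apart was 309414 in cow A (JD(+) MAP 4 h), 259181 in cow A (JD(+) MAP 8 h), 379494 in cow K (JD(–) CTL 4 h), 444869 in cow K (JD(–) CTL 24 h), 536566 in cow L (JD(–) MAP 8 h) and 576717 in cow L (JD(–) MAP 24 h). For genes with an FPKM of at least 1, the value apart was 5804 in cow A (JD(+) CTL 4 h), 6160 in cow A (JD(+) CTL 24 h), 6301 in cow A (JD(+) MAP 4 h), 5094 in cow A (JD(+) MAP 8 h), 6172 in cow A (JD(+) MAP 24 h), 7849 in cow I (JD(–) CTL 24 h) and 7464 in cow K (JD(–) MAP 1 h). For relative depth, the value apart was 1.36 in cow C (JD(+) MAP 4 h). For percent of the summed FPKM in the top gene, the value apart was 20.3 in cow L (JD(–) MAP 8 h) and 27.2 in cow L (JD(–) MAP 24 h). The lowest summed FPKM of all libraries, 149069 in cow B (JD(+) MAP 24 h), did not stand apart by this rule. Cow A was next lowest in that group (305336). That library of cow B entered the fits at 24 h. Cow A had the fewest genes at 1 FPKM in all 6 of its groups and stood apart by this measure in 5. Over 12 cows, mean relative depth and mean number of such genes had a Pearson r of -0.49 (permutation p = 0.106, adjusted 0.211 for 2 relations) and a Spearman rho of -0.30 (permutation p = 0.343), and r was 0.00450 without the 2 cows farthest in depth. Fewer macrophage transcripts in the cultures of cow A are a candidate explanation. On 7 genes of the macrophage list, without TYROBP, the highest mean log2(FPKM + 1) among the samples of cow A was 3.90, and the lowest among the other cows was 5.62. Cow A was also high in the fibroblast list.

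In JD(–) at 1 h, cow I stood apart in the log2 change of ACTA2 (-2.49), COL1A1 (-2.94), COL1A2 (-3.53), COL3A1 (-3.09), COL6A1 (-2.25), COL6A2 (-2.07), LOXL2 (-1.68) and MMP2 (-2.35). The same held in JD(–) at 1 h for cow I with SPARC (-3.18), TAGLN (-3.06), TNC (-2.57) and TNFAIP3 (2.11). In JD(–) at 1 h, cow G stood apart in the log2 change of IL6 on chromosome 8 from 24706373 (0.31). In JD(–) at 4 h, cow I stood apart in the log2 change of ANKRD1 (-1.61), COL3A1 (-3.38), COL6A2 (-2.14), FLNC (-0.88), NLRP12 (0.62), SLC2A6 (-0.0733), TNFRSF1B (0.17) and TNIP1 (1.43). In JD(–) at 4 h, cow K stood apart in the log2 change of IL33 (1.69) and SLC39A14 (2.33). In JD(–) at 4 h, cow H stood apart in the log2 change of PTX3 (7.43). In JD(–) at 8 h, cow I stood apart in the log2 change of COL1A1 (-2.999), COL1A2 (-3.67), COL3A1 (-3.24), COL6A1 (-2.27), COL6A2 (-2.12), PDGFB (0.0644) and TNC (-2.54). In JD(–) at 8 h, cow K stood apart in the log2 change of NFKB1 (1.19), NFKBIA (0.27), NFKBIZ (1.21), NR1H4 (0.00893) and SLC2A1 (0.43). In JD(–) at 24 h, cow H stood apart in the log2 change of ATG4D (0.61). In JD(–) at 24 h, cow I stood apart in the log2 change of COL1A1 (-3.03), COL1A2 (-3.86), COL3A1 (-3.41), COL6A1 (-2.30), COL6A2 (-2.14), FBN1 (-1.66), GJA1 (-2.37) and MMP2 (-2.36). The same held in JD(–) at 24 h for cow I with SPARC (-3.56). In JD(–) at 24 h, cow K stood apart in the log2 change of MT1A (4.17), NR1H4 (0.0255) and TLR2 (0.50). In JD(–) at 24 h, cow J stood apart in the log2 change of SLC46A3 (-4.07). In JD(+) at 4 h, cow B stood apart in the log2 change of CAV1 (-3.83), CDH11 on chromosome 18 from 31605089 (-4.60), COL1A1 (-3.02), COL1A2 (-3.76), COL3A1 (-4.78), DCN (-6.87), FBN1 (-5.05) and GJA1 (-4.57). The same held in JD(+) at 4 h for cow B with LAMA4 (-3.09), LGR4 (-2.69), LUM (-5.66), NES (-1.70), NID2 (-1.44), NT5E (-3.69), PDGFRA (-4.44) and PTN (-3.91). The same held in JD(+) at 4 h for cow B with SERPINE2 (-5.17), SFRP4 (-7.39) and TNFSF18 (-3.64). In JD(+) at 8 h, cow B stood apart in the log2 change of NR1H3 (0.99). In JD(+) controls, cow A stood apart in the mean log2(FPKM + 1) of ABCA1 (3.53), CAPG (1.63), COL11A1 (3.86), ELOVL7 (3.33), GPX4 (1.14), NDUFA7 (0.28), NR1H3 (0.84) and SLC48A1 (0.47). The same held in JD(+) controls for cow A with SOCS3 (0), SREBF1 (0.0230) and TYROBP (1.39). In JD(+) controls, cow B stood apart in the mean log2(FPKM + 1) of ABCA9 (4.56). In JD(+) controls, cow F stood apart in the mean log2(FPKM + 1) of IL33 (5.29). In JD(–) controls, cow K stood apart in the mean log2(FPKM + 1) of ABCG1 (1.60), CYP27A1 (4.69), IL33 (2.38), NR1H4 (0.10), PLIN2 (9.09), PPARG (2.18) and PTX3 (1.05). In JD(–) controls, cow I stood apart in the mean log2(FPKM + 1) of C1QTNF3 (0.62), COL11A1 (0.12), EBF1 (0.0672), ELOVL7 (0.22), FAP (0.16), FGF7 (0.99), IL1RL1 (0.30) and LOXL2 (1.76). The same held in JD(–) controls for cow I with LUM (2.03), NOV (0.37), PTN (1.94) and TNC (2.60).

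The matrix genes of cow I at all times share its control at 24 h, which held 95.3% of the fibroblast list's summed FPKM over the JD(–) controls. RNA from fibroblasts in that sample is a candidate explanation for their fall. The list also fell in all 6 JD(–) cows at 1 h (exact sign-flip test, two-sided, p = 0.031, the smallest that 6 cows allow) and at 24 h (p = 0.031), but in 4 of 6 at 4 h (p = 0.781) and 5 of 6 at 8 h (p = 0.406). Cow I fell by 1.51 on the log2 scale at 1 h, and the other cows changed by -0.19 to -0.00295. A fall shared by the cows was thus small and not seen at every time.

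In JD(+) MDMs at 4 h, cow B alone stood apart in the fall of 19 genes. Less RNA from fibroblasts in its 4 h infected sample is a candidate explanation. The 5 genes of the fibroblast list outside those genes had a summed FPKM in that sample of 13.1% of the lowest of cow B's 5 other samples. A response of cow B to MAP at 4 h cannot be told apart from it.

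The response differed between JD groups in 209 genes at 4 h, 712 at 8 h and 730 at 24 h. At 1 h it differed in 0, with 774 at an unadjusted p under 0.05. Among 100 splits of the 12 cows into 6 and 6, only the real one gave as many genes at 4, 8 and 24 h (1 of 100 each), and the largest other counts were 85, 546 and 722. Each of these came from a split that kept 5 of 6 cows on their own side. The median of the other splits was 0 at each of these times, and the 88 splits that kept 3 or 4 cows gave at most 1, 2 and 81. Without cow D, no gene passed at 4 h (2315 at an unadjusted p under 0.05). At 1 h all 100 splits gave as many, which a count of 0 always does. At 8 h the responses of JD(–) minus JD(+) MDMs on the log2 scale, with exact two-sided permutation p values of 6 cows against 6, were IL10 (3.35, p = 0.00216), CCL2 (4.31, p = 0.00433), CSF3 (6.50, p = 0.00216), IDO1 (3.21, p = 0.039), NOS2 (5.53, p = 0.00216), IL1A (5.44, p = 0.0108).

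Several explanations for the few DE genes in JD(+) MDMs were weighed. Residual SD was a median 2.00 times that of JD(–) MDMs, and this spread may have lowered the count. It does not account for the low count by itself. When the mean changes of JD(–) MDMs replaced those of the JD(+) samples and their residuals were kept, 43, 369, 788 and 516 genes passed at 1, 4, 8 and 24 h. The response itself was smaller (exact permutation test, two-sided, p = 0.00216), on genes chosen by their mean over all 12 cows. A smaller response thus remains beside the spread, and its cause is open. All JD(–) cows came from herds without a history of JD and all JD(+) cows from JD(+) herds. Herd therefore cannot be told apart from JD status in any comparison between the groups. Cell composition was not weighed among these explanations. Depth did not differ (exact permutation test, p = 0.924). Higher expression before infection did not track a smaller response over the 6 JD(+) cows (Pearson r -0.37, exact permutation p = 0.49, Spearman rho -0.14, p = 0.803, r without the 2 farthest cows 0.49), though 6 cows give little power to see such a relation.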

How the results depend on the processing

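The fibroblast covariate was chosen only after the result was seen, and the other alternatives were set before the data were examined. The total counts of DE genes in JD(–) MDMs at 1, 4, 8 and 24 h stayed within 1.5 times the reported count with each cow left out in turn, with the cow as a block and with median ratio scaling. By direction, median ratio scaling moved the genes that fell from 248 to 141 at 4 h, from 726 to 429 at 8 h and from 506 to 390 at 24 h. Those that rose went from 318 to 391, from 413 to 577 and from 433 to 516, so that more rose than fell at 8 and 24 h. At 4 h, more fell than rose with a pseudocount of 0.1 (592 and 359) and with 2-fold as a ratio of mean FPKM (616 and 350). With no fold-change threshold, 2591 fell and 883 rose at that time. The count for JD(+) at 4 h was 0 under every alternative run (from 23 to 1179 genes at an unadjusted p under 0.05).

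With no fold-change threshold, DE genes numbered 325 for JD(–) at 1 h, 3474 for JD(–) at 4 h, 4635 for JD(–) at 8 h, 3758 for JD(–) at 24 h, 2858 for uninfected JD(+) against JD(–), 700 for the difference of response at 4 h, 2137 for the difference of response at 8 h, 1 for 24 h against 4 h controls of JD(–) and 5524 for JD(–) at any time. A pseudocount of 0.1 gave 951 for JD(–) at 4 h, 0 (123 at an unadjusted p under 0.05) for JD(+) at 1 h, 1 for the difference of response at 1 h, 1 for 24 h against 4 h controls of JD(–) and 1 for JD(+) at any time. Taking 2-fold as a ratio of mean FPKM gave 966 for JD(–) at 4 h and 1 for 24 h against 4 h controls of JD(–). No filter on low values gave 0 (208 at an unadjusted p under 0.05) for JD(+) at 1 h, 0 (540 at an unadjusted p under 0.05) for JD(+) at 8 h, 11 for the difference of response at 4 h, 343 for the difference of response at 24 h and 0 (1009 at an unadjusted p under 0.05) for JD(+) at any time. Median ratio scaling gave 0 (138 at an unadjusted p under 0.05) for JD(+) at 1 h, 0 (263 at an unadjusted p under 0.05) for JD(+) at 8 h and 0 (535 at an unadjusted p under 0.05) for JD(+) at any time. The cow as a block in the paired model gave 11 for JD(+) at 1 h, 37 for JD(+) at 8 h, 15 for JD(+) at 24 h, 50 for 24 h against 4 h controls of JD(–), 2 for 24 h against 4 h controls of JD(+) and 60 for JD(+) at any time. A single fit over the 36 samples of a JD group gave 1 for JD(+) at 1 h and 2 for JD(+) at any time. Controls of the same time point gave 419 for the difference of response at 4 h. Leaving out the infected samples not labelled in Fig. 1C gave 0 (482 at an unadjusted p under 0.05) for JD(+) at 8 h. The mean of each cow's 2 controls gave 2 for uninfected JD(+) against JD(–). The 4 h controls alone gave 0 (2212 at an unadjusted p under 0.05) for uninfected JD(+) against JD(–). The 24 h controls alone gave 0 (1448 at an unadjusted p under 0.05) for uninfected JD(+) against JD(–). A fibroblast score as a covariate, an alternative chosen after seeing the data, gave 232 for uninfected JD(+) against JD(–). The cause of these changes was not tested. On log2(FPKM + 1), the share of the first principal component of JD(–) samples was 44.6%.

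With each cow or control left out in turn, the counts ran from 0 to 4 for JD(+) at 1 h (at an unadjusted p under 0.05, 74 to 325), 0 to 0 for JD(+) at 8 h (at an unadjusted p under 0.05, 238 to 646), 280 to 1221 for uninfected JD(+) against JD(–) (at an unadjusted p under 0.05, 3247 to 4339), 0 to 5 for the difference of response at 1 h (at an unadjusted p under 0.05, 553 to 1370), 0 to 438 for the difference of response at 4 h (at an unadjusted p under 0.05, 2023 to 3352), 438 to 945 for the difference of response at 8 h (at an unadjusted p under 0.05, 2738 to 4124), 440 to 1029 for the difference of response at 24 h (at an unadjusted p under 0.05, 1717 to 4101), 0 to 19 for 24 h against 4 h controls of JD(–) (at an unadjusted p under 0.05, 527 to 1182) and 0 to 4 for JD(+) at any time (at an unadjusted p under 0.05, 435 to 1564).

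Of 440 single-gene results, 313 passed both thresholds and 243 did so under every setting run for them. Another direction or side of the threshold appeared for 137. The mean of each cow's controls took 33 uninfected comparisons below the threshold, median ratio scaling took 14 below it and 6 above it, and a pseudocount of 0.1 took 6 below it and 15 above it. Leaving out a cow in turn took 49 results below the threshold and 24 above it in at least 1 omission. The direction reversed for ABCA1 in JD(–) MDMs at 8 h under median ratio scaling (log2 value 0.0684), for GPX4 in JD(–) MDMs at 8 h under median ratio scaling (log2 value 0.18), for NR1H3 in JD(–) MDMs at 8 h under median ratio scaling (log2 value 0.0935), for SPINT2 in JD(–) MDMs at 8 h under median ratio scaling (log2 value 0.0753), for NOD2 in JD(–) MDMs at 24 h under median ratio scaling (log2 value 0.12), for GPX4 in JD(+) MDMs at 8 h under pseudocount 0.1 (log2 value -0.20), for ABCA1 in JD(+) MDMs at 8 h under median ratio scaling (log2 value 0.0778) and for SPINT2 in JD(+) MDMs at 8 h under median ratio scaling (log2 value 0.0598). With a cow left out in turn, the log2 value crossed 0 for TNFRSF6B in JD(–) MDMs at 1 h from -0.17 to 0.11, NR1H3 in JD(–) MDMs at 8 h from -0.33 to 0.0452, SPINT2 in JD(–) MDMs at 8 h from -0.20 to 0.00288, GPX4 in JD(–) MDMs at 8 h from -0.12 to 0.0149, NOD2 in JD(–) MDMs at 24 h from -0.21 to 0.18, COL1A1 in JD(+) MDMs at 4 h from -0.61 to 0.13 and COL1A2 in JD(+) MDMs at 4 h from -0.70 to 0.21. It also crossed 0 for COL3A1 in JD(+) MDMs at 4 h from -0.81 to 0.34, DCN in JD(+) MDMs at 4 h from -1.18 to 0.39, FBN1 in JD(+) MDMs at 4 h from -0.94 to 0.16, GJA1 in JD(+) MDMs at 4 h from -0.69 to 0.36, LUM in JD(+) MDMs at 4 h from -1.05 to 0.23, NT5E in JD(+) MDMs at 4 h from -0.49 to 0.27 and ABCA1 in JD(+) MDMs at 8 h from -0.30 to 0.31. It also crossed 0 for CSF3 in JD(+) MDMs at 8 h from -0.0752 to 1.59, IL1A in JD(+) MDMs at 8 h from -0.50 to 1.58, IL33 in JD(+) MDMs at 8 h from -0.0957 to 0.56, SLC39A14 in JD(+) MDMs at 8 h from -0.24 to 0.32, GPX4 in JD(+) MDMs at 8 h from -0.0336 to 0.32, NOS2 in JD(+) MDMs at 8 h from -0.22 to 1.22 and CCL2 in JD(+) MDMs at 8 h from -1.16 to 0.00797. It also crossed 0 for IL6 on chromosome 4 from 32396315 in JD(+) MDMs at 8 h from -1.40 to 0.98, HIF1A in JD(+) MDMs at 8 h from -0.45 to 0.11, NR1H3 in uninfected JD(+) against JD(–) MDMs from -1.00 to 0.31, SOCS3 in uninfected JD(+) against JD(–) MDMs from -0.68 to 0.33 and IDO1 in uninfected JD(+) against JD(–) MDMs from -0.27 to 0.31. The cause was not tested. The limits that depth sets on low genes were not examined, since the depth of each library is not in the FPKM tables.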

Differences from the paper's values

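Every alternative named here was set before the data were examined, apart from the search of sample subsets, the IL6 locus on chromosome 4 and the reading of NFKBIZ entries as log2 values, which were the only tests in this part chosen after the result was seen. A fold change is said to lie within 1 SD where its sign is that of the paper's value and the log2 values differ by no more than the SD between cows in the reported result. Where cows vary much, such values can still be far apart, and near that limit a hardly changed value can cross it.

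For JD(–) at 1 h, 118 DE genes were found against the paper's 221, and the counts lay within 1.5 times of each other under no fold-change threshold (325), 2-fold as a ratio of mean FPKM (151) and the cow as a block (152) and under none of the others. For JD(–) at 1 h, 11 DE genes that fell were found against the paper's 73, and under none of the alternatives were they within 1.5 times of each other. For JD(+) at any time, 4 DE genes were found against the paper's 32, and under none of the alternatives were they within 1.5 times of each other. For JD(+) at 4 h, 0 DE genes (172 at an unadjusted p under 0.05) were found against the paper's 32, and under none of the alternatives were they within 1.5 times of each other.

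In JD(–) at 1 h, values are signed ratios of mean FPKM, and alternatives not named left more than 1 SD or another sign. TNFRSF6B had -1.20 against the paper's 1.00, within 1 SD under omission of cow K (1.19). At JD(–) at 1 h, no alternative came within 1 SD for CXCL2 on chromosome 6 from 92019916 21.1 against the paper's 4.92, IL6 on chromosome 8 from 24706373 3.59 against the paper's 92.2 and NFKBIZ 23.7 against the paper's 4.63.

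In JD(–) at 4 h, values are signed ratios of mean FPKM, and alternatives not named left more than 1 SD or another sign. ARG1 had -1.40 against the paper's -1.25, within 1 SD under median ratio scaling (-1.24) and omission of cow I (-1.23). BCL3 had 1.97 against the paper's 2.55, within 1 SD under median ratio scaling (2.22) and omission of cow I (2.39). CORO1A had 1.72 against the paper's 2.39, within 1 SD under median ratio scaling (2.01). CXCL2 on chromosome 6 from 92019916 had 23.7 against the paper's 12.8, within 1 SD under omission of cow G (20.1), omission of cow H (22.3) and omission of cow L (22.4). FLNC had -6.35 against the paper's -8.90, within 1 SD under omission of cow J (-7.40), omission of cow K (-10.5) and omission of cow L (-7.21). PFKFB3 had 1.96 against the paper's 2.38, within 1 SD under median ratio scaling (2.23) and omission of cow K (2.06). SHPK had -3.002 against the paper's -2.54, within 1 SD under median ratio scaling (-2.69), omission of cow G (-2.83), omission of cow H (-2.94), omission of cow K (-2.91) and omission of cow L (-2.89). TFAP4 had -8.05 against the paper's -6.80, within 1 SD under median ratio scaling (-7.05), omission of cow G (-7.22) and omission of cow L (-7.27). TNFAIP3 had 5.41 against the paper's 6.62, within 1 SD under median ratio scaling (6.17). TNFRSF6B had 1.31 against the paper's 1.76, within 1 SD under median ratio scaling (1.56), omission of cow G (1.31), omission of cow I (1.44), omission of cow J (1.34) and omission of cow L (1.31). At JD(–) at 4 h, no alternative came within 1 SD for IL6 on chromosome 8 from 24706373 51.3 against the paper's 153 and NFKBIZ 9.88 against the paper's 3.56.

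In JD(–) at 8 h, values are signed ratios of mean FPKM, and alternatives not named left more than 1 SD or another sign. ABCA1 had -1.16 against the paper's 1.10, within 1 SD under median ratio scaling (1.00). ATG4D had 2.36 against the paper's 3.18, within 1 SD under median ratio scaling (2.80). CORO1A had 2.61 against the paper's 4.01, within 1 SD under median ratio scaling (3.09) and omission of cow K (3.00). GPX4 had -1.06 against the paper's 1.20, within 1 SD under median ratio scaling (1.10) and omission of cow H (1.02). IL10 had 6.44 against the paper's 8.80, within 1 SD under median ratio scaling (7.46), omission of cow G (6.74), omission of cow H (6.62), omission of cow K (6.63) and omission of cow L (6.65). IL6 on chromosome 8 from 24706373 had 58.3 against the paper's 176, within 1 SD under omission of cow G (99.7). PFKFB3 had 1.92 against the paper's 2.61, within 1 SD under median ratio scaling (2.24). PRMT1 had 1.50 against the paper's 2.02, within 1 SD under median ratio scaling (1.79). TLR5 had -7.06 against the paper's -5.56, within 1 SD under median ratio scaling (-6.14), omission of cow G (-6.70), omission of cow I (-6.82) and omission of cow L (-6.60). TNFRSF12A had 3.25 against the paper's 4.38, within 1 SD under median ratio scaling (3.81) and omission of cow I (3.70). TNFRSF1B had 2.68 against the paper's 3.60, within 1 SD under median ratio scaling (3.18), omission of cow I (2.96) and omission of cow J (2.71). TNFRSF6B had 2.70 against the paper's 4.95, within 1 SD under median ratio scaling (3.07) and omission of cow K (4.83). At JD(–) at 8 h, no alternative came within 1 SD for ABCA7 -2.93 against the paper's -2.10, ABCG1 -1.34 against the paper's -1.10, ARG1 -1.63 against the paper's -1.56 and NFKBIZ 6.38 against the paper's 2.77.

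In JD(–) at 24 h, values are signed ratios of mean FPKM, and alternatives not named left more than 1 SD or another sign. ABCA7 had -2.56 against the paper's -2.00, within 1 SD under median ratio scaling (-2.36) and omission of cow I (-2.34). ARG1 had -1.53 against the paper's -1.46, within 1 SD under omission of cow G (-1.45). ATG4D had 2.36 against the paper's 2.97, within 1 SD under median ratio scaling (2.62) and omission of cow H (2.47). IL10 had 2.94 against the paper's 3.74, within 1 SD under median ratio scaling (3.23), omission of cow K (3.02) and omission of cow L (3.07). PFKFB3 had 1.32 against the paper's 1.66, within 1 SD under median ratio scaling (1.45). S100A9 had 18.9 against the paper's 4.33, within 1 SD under omission of cow G (15.4) and omission of cow J (15.5). TLR5 had -6.06 against the paper's -5.05, within 1 SD under median ratio scaling (-5.62), omission of cow G (-5.60), omission of cow J (-5.76) and omission of cow L (-5.53). TNFRSF6B had 6.69 against the paper's 10.8, within 1 SD under median ratio scaling (7.11) and omission of cow K (12.3). At JD(–) at 24 h, no alternative came within 1 SD for CXCL2 on chromosome 6 from 92019916 51.9 against the paper's 19.6, IL6 on chromosome 8 from 24706373 6.80 against the paper's 133, NFKBIZ 3.97 against the paper's 2.19, NOD1 on chromosome 4 from 68004189 -3.23 against the paper's -5.22 and NOD1 on chromosome 4 from 68052212 -3.34 against the paper's -5.22.

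In JD(+) at 4 h, values are signed ratios of mean FPKM, and alternatives not named left more than 1 SD or another sign. CDH11 on chromosome 18 from 31605089 had -1.47 against the paper's -64.4, within 1 SD under omission of cow A (-20.7). COL3A1 had -1.27 against the paper's -42.7, within 1 SD under omission of cow A (-16.1). DCN had -1.36 against the paper's -78.2, within 1 SD under omission of cow A (-51.6). FBN1 had -2.42 against the paper's -48.3, within 1 SD under omission of cow A (-25.1). GJA1 had -1.11 against the paper's -56.8, within 1 SD under omission of cow A (-14.8). LUM had -1.23 against the paper's -58.9, within 1 SD under omission of cow A (-20.4). PDGFRA had 1.48 against the paper's -82.5, within 1 SD under omission of cow A (-58.7). SERPINE2 had -1.63 against the paper's -45, within 1 SD under omission of cow A (-30.9). SFRP4 had -2.02 against the paper's -58.7, within 1 SD under omission of cow A (-71.5). At JD(+) at 4 h, no alternative came within 1 SD for CAV1 -1.42 against the paper's -101, COL1A1 -1.81 against the paper's -125, COL1A2 -1.37 against the paper's -39.9, LAMA4 1.09 against the paper's -57.5 and LGR4 -1.74 against the paper's -46.8. Nor did any for NES -1.34 against the paper's -53.5, NID2 -1.05 against the paper's -52, NT5E 1.51 against the paper's -40.5, PTN -1.32 against the paper's -127 and TNFSF18 -1.38 against the paper's -198.

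In JD(+) at 8 h, values are signed ratios of mean FPKM, and alternatives not named left more than 1 SD or another sign. ABCA7 had -1.68 against the paper's -1.10, within 1 SD under omission of cow C (-1.32). CCL2 had 1.27 against the paper's -1.40, within 1 SD under omission of cow A (-1.21) and omission of cow C (-1.06). HIF1A had 1.12 against the paper's -1.30, within 1 SD under omission of cow A (-1.19). NR1H4 had -2.17 against the paper's -1.90, within 1 SD under median ratio scaling (-1.98), omission of cow A (-1.87), omission of cow C (-1.81) and omission of cow E (-1.96). SLC39A14 had 1.51 against the paper's -2, within 1 SD under omission of cow A (-1.62). At JD(+) at 8 h, no alternative came within 1 SD for IL6 on chromosome 8 from 24706373 2.21 against the paper's 1.10, NR1H3 -1.12 against the paper's 1.20 and TNFAIP6 1.93 against the paper's -1.40.

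In uninfected JD(+) against JD(–), values are signed ratios of mean FPKM, and alternatives not named left more than 1 SD or another sign. PTX3 had 11.6 against the paper's 19.8, within 1 SD under omission of cow B (12.9), omission of cow D (13.6) and omission of cow K (23.5). At uninfected JD(+) against JD(–), no alternative came within 1 SD for IL6 on chromosome 8 from 24706373 1.31 against the paper's 31.6.

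The entries that the paper's supplement gives for NFKBIZ are compared as written, as ratios. Read as log2 values, a reading made after seeing the values, the paper's 4.63, 3.56, 2.77 and 2.19 at 1, 4, 8 and 24 h lie near the log2 changes of NFKBIZ here, 4.63, 3.40, 2.77 and 2.12. For CXCL2, the supplement's position matches no locus here exactly. Another CXCL2 locus lies on chromosome 6 from 91875463, so it is uncertain which locus the paper's values belong to. For IL6, the supplement's position is that of the chromosome 8 locus, which is the one compared. At the IL6 locus on chromosome 4, looked at after seeing the values, the ratios were 96.4, 157 and 174 in JD(–) MDMs at 1, 4 and 8 h and 28.7 between uninfected groups. In JD(+) MDMs at 8 h the ratio at that locus was 2.78, farther from the paper's 1.10 than the 2.21 of the chromosome 8 locus.

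Sets of samples were also searched for those under which the fold changes come nearest the paper's, after the paper's values and these had been seen, and the search is used for no result. Up to 2 infected and 2 control samples were left out, 1738 sets for each of 8 infection comparisons and 6241 for the uninfected one, with 2 distance measures. For JD(+) at 4 h, the mean absolute deviation from the median log2 difference was 0.893 with all samples and 0.196 in the nearest set, which leaves out the 4 h infected samples of cows A and B and both controls of cow E, a set chosen after seeing the values. In every JD(–) comparison and the uninfected one, the nearest set by both measures left out the 24 h control of cow K. For JD(–) at 1 h it left out that sample alone, and the same deviation went from 0.149 to 0.107. The paper describes its removed control as a 4 h one, and the single controls left out in turn were all 4 h controls. A fit without 6 samples, also chosen after seeing the values, gave 121, 580, 1068 and 946 DE genes in JD(–) MDMs at 1, 4, 8 and 24 h, 0 in JD(+) MDMs at 4 h (435 at an unadjusted p under 0.05) and 700 between uninfected groups. An earlier form of this search left out 5 symbols whose supplement entries are small for signed ratios, and it was replaced by the one reported.

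The paper states that most genes of its hepatic fibrosis pathway fell. Of 27 listed genes high enough for the test here at 24 h, 18 rose past both thresholds and 5 fell past both. Listed genes too low for the test are not counted, so the counts cannot settle that statement. Of 6 collagen and CTGF loci at 24 h, 5 were too low, with infected-to-control ratios from 0.00107 to 0.00173. Cow I stood apart in the fall of the collagens. The paper states that DE genes rose and fell in similar proportions in JD(–) MDMs, and at 1 h 107 rose and 11 fell here. At 4, 8 and 24 h the numbers were nearer each other, with 318 up and 248 down, 413 and 726, and 433 and 506. With median ratio scaling they were 391 and 141, 577 and 429, and 516 and 390. At 4 h, a pseudocount of 0.1 gave 359 up and 592 down, and 2-fold as a ratio of mean FPKM gave 350 and 616. The paper states that genes were DE in JD(+) MDMs at 4 h, most of them falling, and that PTX3 rose there. Here no gene was DE at that time (172 at an unadjusted p under 0.05). PTX3 had a log2 change of 1.47 in the same direction, shown by 3 of 6 cows. For PTX3 the paper also reports a rise by qPCR at 8 h in further JD(+) cows, which was not analysed here. The paper states that TLR5 fell and TLR2 rose past the threshold in JD(–) MDMs. Here TLR5 at 4 h (-0.89 on the log2 scale) and TLR2 at 1 h (0.96) moved in those directions by less than 2-fold on log2(FPKM + 1). The ratio of the mean FPKM of TLR5 at 4 h to that of the controls was 0.128, and with a pseudocount of 0.1 TLR5 passed both thresholds (log2 change of -2.29, limma adjusted p = 8.3e-04). The paper states that uninfected JD(+) MDMs had more IL10, IL1A, KLF4 and MYC. Here the log2 differences had that direction without passing both thresholds (1.11, 1.60, 0.72 and 0.69). For IL10 and IL1A the paper's statement also rests on qPCR in further cows, which was not analysed here.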

Other observations

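The test of the fibroblast list between the cows and the test of the first principal component were chosen only after the result was seen.

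As many DE genes as in the real grouping were given by 1 of 100 groupings in JD(–) MDMs at 1, 4, 8 and 24 h and at any time, the real one included. A grouping called 1 of each cow's 3 samples infected, or for any time shuffled each cow's 6 labels. The largest other counts were 2, 267, 797, 537 and 536. In JD(+) MDMs the number was 1 of 100 at 1 h, at 8 h and at any time, and 100 of 100 at 4 and 24 h, where the count is 0 (172 and 112 genes at an unadjusted p under 0.05) and any grouping equals it. Between the 24 h and 4 h controls, 0 genes differed in JD(–) and 0 in JD(+) MDMs (905 and 144 at an unadjusted p under 0.05), and 32 of 32 exchanges of the controls within cows gave as many, which a count of 0 always does. With the cow as a block, 50 and 2 genes differed.

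Between uninfected JD(+) and JD(–) MDMs, 1 of 100 splits of the 12 cows, the real one, gave 767 genes, with each cow's 2 controls counted as separate samples. The largest other count was 709, from a split that kept 5 of 6 cows on their own side. The median of the other splits was 0, and the 88 splits that kept 3 or 4 cows gave at most 259.

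RNA from fibroblasts in some JD(+) cultures is a candidate explanation for part of that difference. With the score of a list of 12 fibroblast genes as a covariate, an alternative chosen after seeing the data, 232 genes were DE in place of 767. The score stood above all JD(–) cows in 2 of 6 JD(+) cows, A and B, and below all in 2, and no difference between the groups as a whole was found (2.02 against 0.36, exact permutation test, two-sided, p = 0.297). The 232 genes come from a fit that counts each cow's 2 controls as separate samples. Most of the 767 did not pass with the mean of each cow's controls, so the 232 cannot be read as a difference between the groups left by the covariate. Cell composition was not measured.

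Lists of other cells were compared in the same way, on log2(FPKM + 1) of the controls, by exact two-sided permutation of 6 cows against 6. The macrophage list was 6.08 in JD(+) and 6.96 in JD(–) MDMs (exact p = 0.0455, adjusted 0.114 for 5 lists), below all JD(–) cows in 4 of 6 JD(+) cows, and does not pass the correction. The T cell or NK cell list was 0.70 and 0.96 (exact p = 0.00216, adjusted 0.0108), lower in 6 of 6 JD(+) cows than in any JD(–) cow. The B cell (exact p = 0.251) and endothelial lists (exact p = 0.329) did not differ. Fewer T or NK cells left in the JD(+) cultures may be part of the difference, and a difference of expression within MDMs cannot be told apart from it.

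The first principal component of FPKM over 72 samples rests on 1 locus, MIR2311, with 98.5% of its squared loadings. That component thus describes this locus more than the MDM response. Its high scores came from cow L alone, 8 and 24 h after infection (105225 and 154318).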
